# Time-Course Microarray Analysis Reveals Differences between Transcriptional Changes in Tomato Leaves Triggered by Mild and Severe Variants of Potato Spindle Tuber Viroid

**DOI:** 10.3390/v10050257

**Published:** 2018-05-15

**Authors:** Aneta Więsyk, Roksana Iwanicka-Nowicka, Anna Fogtman, Włodzimierz Zagórski-Ostoja, Anna Góra-Sochacka

**Keywords:** viroid, potato spindle tuber viroid (PSTVd), microarray, transcriptome analysis, differentially expressed genes, nCounter analysis

## Abstract

Viroids are small non-capsidated non-coding RNA replicons that utilize host factors for efficient propagation and spread through the entire plant. They can incite specific disease symptoms in susceptible plants. To better understand viroid-plant interactions, we employed microarray analysis to observe the changes of gene expression in “Rutgers” tomato leaves in response to the mild (M) and severe (S23) variants of potato spindle tuber viroid (PSTVd). The changes were analyzed over a time course of viroid infection development: (i) the pre-symptomatic stage; (ii) early symptoms; (iii) full spectrum of symptoms and (iv) the so-called ‘recovery’ stage, when stem regrowth was observed in severely affected plants. Gene expression profiles differed depending on stage of infection and variant. In S23-infected plants, the expression of over 3000 genes was affected, while M-infected plants showed 3-fold fewer differentially expressed genes, only 20% of which were specific to the M variant. The differentially expressed genes included many genes related to stress; defense; hormone metabolism and signaling; photosynthesis and chloroplasts; cell wall; RNA regulation, processing and binding; protein metabolism and modification and others. The expression levels of several genes were confirmed by nCounter analysis.

## 1. Introduction

Viroids are circular, single-stranded, highly structured RNA molecules of approximately 250–400 nucleotides in length that do not encode any proteins or peptides [1,2,3]. They are classified into two families: the *Avsunviroidae*, in which members replicate in the chloroplast, and the *Pospiviroidae*, in which members replicate in the nucleus [4]. Potato spindle tuber viroid (PSTVd) is the type member of the family *Pospiviroidae*. Its RNA is folded into a rod-like secondary structure divided into five structural and functional domains, the central (C), pathogenic (P), variable (V) and terminal left (TL) and right (TR) [5,6,7]. Like other members of the *Pospiviroidae*, PSTVd is replicated through an asymmetric rolling circle mechanism by the DNA-dependent RNA polymerase II [8,9]. The infecting circular (+)-strand RNA is transcribed into oligomeric (−)-linear RNAs, which in turn serve as templates to generate oligomeric (+)-linear RNAs that are finally cleaved by a host RNase [10] and ligated into unit-length circular RNAs by the nuclear DNA ligase 1 redirected to ligate RNA substrates [11]. Viroid RNA moves from cell to cell through plasmodesmata [12] while systemically spreading through the phloem [12,13,14].

The severity of symptoms depends on the viroid strain (its RNA sequence), host species and cultivar, and environmental conditions, and can affect whole plants or specific organs, such as leaves, stems, flowers, fruits, seeds, roots or storage organs [15]. In a susceptible host, such as tomato (*Solanum lycopersicum* cv. “Rutgers”), PSTVd can cause a wide spectrum of symptoms, from no symptoms through mild and intermediate to severe and even lethal. The typical severe symptoms on “Rutgers” tomato are stunting, shortening of stems, severe epinasty and rugosity of leaves, and necrosis of the veins and stems. Mild symptoms primarily appear as subtle stunting and epinasty. In addition to these macroscopic changes, disruption of the plasma membrane and abnormalities of the chloroplast and cell wall have been observed in PSTVd-infected plants [16].

Study of the viroid-host interaction has indicated that the mechanism of viroid pathogenesis can be mediated by the viroid genome itself or by viroid genome-derived ss- or dsRNAs that interact with host factors such as proteins or nucleic acids [17,18,19,20,21,22,23].

For example, PSTVd interaction in vitro with ribosomal protein L5 [24], protein kinases [25,26], Nt-4/1 [27,28], or DdRp II [8], and in vitro and in vivo with histones [29], VirP1 (viroid-binding protein 1) [30,31,32,33], transcription factor TFIIIA [24,34] or DNA ligase1 [11] have been demonstrated. Other interactions in vitro between eEIF1A (elongation factor 1-alpha) and PSTVd, CEVd (citrus exocortis viroid) and PLMVd (peach latent mosaic viroid) [35,36], phloem lectins with ASBVd (avocado sunblotch viroid) and HSVd (hop stunt viroid) (also in vivo) [37,38,39], and tRNA ligase [40], PARBP33 and PARBP35 (chloroplast RNA-binding protein) (also in vivo) [41] with ASBVd have been shown.

Transcriptional profiling analyses have revealed that viroid infections have a global effect on plant gene expression. These studies include PSTVd infection in tomato [23,42,43,44] and potato [45], CEVd [46] and CVd-III (citrus viroid III) [47] infection in Etrog citron, PLMVd infection in peach [48], HSVd in hop [49] and cucumber [50], and HLVd (hop latent viroid) and CBCVd (citrus bark cracking viroid) in hop [51]. The genes altered during PSTVd infection in tomato are mainly connected with defense, stress response, cell wall structure, chloroplast function, protein metabolism and hormone signaling pathways.

Viroids, as a unique class of non-coding RNA pathogens, provide a simple experimental system to study the direct impact of pathogenic RNA on a plant host. Despite previous studies, many unanswered questions remain regarding the mechanism of viroid pathogenesis. The identification of host genes in which expression is altered upon viroid infection could be helpful for understanding the processes determining plant growth, development and defense mechanisms against viroids. In the present study, we used microarray technology to perform gene expression analysis over a time course of mild and severe PSTVd infection development in “Rutgers” tomato, which is a well known and established experimental system for viroid pathogenesis research. Transcriptomes of plants infected with PSTVd-M (mild strain) and PSTVd-S23 (severe strain) were compared at four time points starting at the pre-symptomatic stage, 8 days post inoculation (dpi), through early and full symptom appearance and the so-called “recovery” stage at 49 dpi. The microarray data were validated by an nCounter analysis, which was also used to estimate relative PSTVd (+) RNA level.

## 2. Materials and Methods

### 2.1. Plant Material and PSTVd Infection

Tomato (*Solanum lycopersicum*) cv. “Rutgers” was used for the experiments. Seedlings with true leaves were mechanically inoculated using carborundum [52] with recombinant pUC9 plasmids (2 μg/plant) carrying an infectious monomeric cDNA copy of the severe strain, PSTVd-S23 (GenBank: X76846), or the mild strain, PSTVd-M (GenBank: X76844). Control plants were inoculated with the empty pUC9 plasmid. The inoculated plants were maintained in a greenhouse at temperatures 28–30 °C for 16 h and at 25 °C for 8 h in the dark, with a mean humidity of 55%. Symptom development was monitored daily from the initial day of inoculation up to 49 dpi.

### 2.2. PSTVd Detection

Viroid infection in the inoculated plants was verified by dot-blot hybridization with a PSTVd-specific digoxigenin-labeled RNA probe (DIG RNA labeling mix, Roche Diagnostics, Mannheim, Germany). Selected plant samples were additionally subjected to RT-qPCR analysis. One microgram of purified total RNA was reverse transcribed with a specific primer complementary to the CCR region (nucleotide positions in PSTVd-S23: 78–94) using the Omniscript RT Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer’s instructions. Real-time PCR was carried out in a PikoReal Real-Time PCR System (Thermo Scientific, Vilnius, Lithuania) using Luminaris Color HiGreen qPCR Master Mix (Thermo Scientific, Vilnius, Lithuania) and two specific primers, (i) CTTTCTTCGGGTGTCCTTCC and (ii) CTCGGGAGCTTCAGTTGTTTC, which were used previously by [53]. The cycling parameters were as follows: 1 cycle at 95 °C for 10 min, and 40 cycles each consisting of 15 s at 95 °C, 30 s at 59 °C and 30 s at 72 °C. Linearized plasmid encoding PSTVd-S23 was used to generate a standard curve. Data analysis was carried out by PikoReal™ Software 2.2.

### 2.3. RNA Isolation

Tomato leaf samples were collected from the same plants at four time points (8, 17, 24 and 49 dpi), each time from the 3rd–4th leaf from the apical bud. Samples were homogenized using a TissueLyser LT bead mill (Qiagen), and total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s protocol. Contaminating DNA was removed by digestion with TURBO™ DNase (Ambion, Austin, TX, USA).

### 2.4. Microarray Analysis

Affymetrix technology (https://www.thermofisher.com) and Partek Genomics Suite Software (http://www.partek.com) are well world-wide established methods and are routinely used in Corelab (www.corelab.pl) [54,55,56], where microarray analysis was performed.

Three biological replicates of each of the three treatments (S23, M or pUC9 vector) at each time point derived from individual plants were processed independently, with one exception: due to technical problems, only two biological replicates of M-infected plants at 8 dpi were analyzed. Aliquots of 100 ng total RNA that passed the quality control screening were used to synthesize double-stranded cDNA. This reaction, the subsequent biotin-labeled cRNA synthesis, and fragmentation were performed using the 3′ IVT PLUS reagent kit according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). Labeled samples were hybridized to the GeneChip^®^ Tomato Genome 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). The microarrays were scanned with the Affymetrix GeneAtlas Scanner, and the intensity signals for each probe set were recorded by the Affymetrix software as CEL files. The CEL files were imported into Partek Genomics Suite v 7 software with the use of RMA (robust multiarray averaging) [57]. During this step, background correction was applied based on the global distribution of the PM (perfect match) probe intensities, and the affinity for each of the probes (based on their sequences) was calculated. Then, the probe intensities were quantile normalized [58] and log_2_ transformed, and median polish summarization was applied to each of the probe sets. Then, the qualitative analysis was performed, e.g., principal component analysis [59], in order to identify outliers and artifacts on the microarray. After quality checking, a 3-way analysis of variance (ANOVA) model using method of moments [60] was applied to the data, which allowed the creation of lists of significantly differentially expressed genes (DEGs) between the biological variants (cutoffs: *p* value < 0.05, −2.0 ≥ fold change (FC) ≥ 2.0).

The complete datasets of the microarray experiment are available in the NCBI Gene Expression Omnibus (GEO) database repository with accession number GSE106912.

### 2.5. Microarray Data Analysis

Affymetrix probes were aligned to the released version of the tomato genome sequence ITAG 2.4 (http://solgenomics.net). Gene Ontology (GO) annotation was obtained using Blast2GO software [61]. The list of up- and down-regulated genes was searched for overrepresented GO terms, and *p* values were computed with Fischer’s exact test and corrected for multiple testing; a *p* value ≤ 0.005 was considered statistically significant. Pathway annotation was performed at Kyoto Encyclopedia of Genes and Genomes (KEGG) using the KEGG Automatic Annotation Server (KAAS, http://www.genome.jp/kegg/kaas/) [62]. Venn diagrams were generated using the Venny 2.1.0 online tool (http://bioinfogp.cnb.csic.es/tools/venny/index.html) [63].

### 2.6. NanoString nCounter Analysis

Selected RNA samples (150 ng) used in the microarray analyses were additionally subjected to NanoString nCounter^®^ multiplex gene expression analysis (NanoString Technologies Inc., Seattle, WC, USA, www.nanostring.com) at the Core Facility Molecular Biology in Medizinische Universität Graz [64,65]. An nCounter CodeSet was designed for 19 DEGs, 3 housekeeping genes and viroid RNA (Table S1). The obtained nCounter data were adjusted according to the manufacturer’s instructions using the manufacturer-provided spiked positive and negative controls. The geometric means of the three housekeeping genes: *alpha glucosidase II* (*gluII*, NM_001247101.2), *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*, NM_001247874.2) and *actin* (NM_001321306.1) were used to normalize gene expression value for the tested genes and viroid titer. Spearman rank correlation [66] was performed using STATISTICA v. 12 software (StatSoft Inc., Tulsa, OK, USA) to compare the expression data from the nCounter and microarray analyses for the 19 genes.

### 2.7. Sequencing of the PSTVd-M and PSTVd-S23 Progeny

RT-PCR was performed with purified RNA using two specific primers corresponding to the CCR region [67], the Omniscript Reverse Transcriptase kit (Qiagen) and Easy-A High-Fidelity PCR Master Mix (Stratagene, San Diego, CA, USA) . The PCR products were directly sequenced, and the obtained sequences were analyzed using Lasergene software (DNASTAR Inc., Madison, WI, USA).

## 3. Results

### 3.1. Time-Course of Symptom Development

For a comparative analysis of the changes in “Rutgers” tomato transcript profiles in response to mild and severe PSTVd infection, we selected two well characterized strains. The first, PSTVd-S23, induces typical severe symptoms such as strong stunting, leaf curling and epinasty, necrosis and chlorosis, while the second, PSTVd-M, induces only mild stunting and epinasty (Figure 1) At the molecular level, these variants differ at nine nucleotide positions located in the P and V domains [67].

Following PSTVd inoculation, leaf samples for RNA isolation were collected at 4 time points corresponding to the subsequent disease stages: (i) pre-symptomatic, 8 dpi; (ii) early stage of symptoms (observed in only S23-infected plants), 17 dpi; (iii) full spectrum of symptoms, 24 dpi; and (iv) “recovery” (regrowth of stem observed in S23-infected plants), 49 dpi (Figure 1). PSTVd infection was confirmed by dot-blot hybridization in samples from all disease stages but could not be confirmed at the pre-symptomatic stage (8 dpi), even by a more sensitive method such as qRT-PCR. At 17 dpi the level of S23 RNA was two fold higher than that of the M RNA. In both infections, statistically significant increase in PSTVd RNA level was observed until 24 dpi. Between 24 and 49 dpi viroid level was more or less stable and comparable in both strains (Figure 1). The observed decrease of S23 RNA level at 49 dpi was not statistically significant. Additionally, direct sequencing of RT-PCR products confirmed the presence of the PSTVd-S23 and PSTVd-M variant sequences in plants at 17 and 49 dpi.

### 3.2. Overview of Time-Course Analysis of the Tomato Transcriptome in Response to Mild and Severe PSTVd Variants

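Leaves of “Rutgers” tomato were profiled on 35 Affymetrix Tomato Genome arrays after inoculation with PSTVd-M, PSTVd-S23 or the empty pUC9 vector, which served as the mock control. There were 3 arrays for each inoculum at 8, 17, 24 and 49 dpi, except for M at 8 dpi, which had 2. On this array each transcript is read by a probe set, a group of short oligonucleotides placed mostly toward the 3′ end. The authors normalized the arrays by RMA, which corrects background, sets all arrays to one distribution and summarizes each probe set as a log2 signal, and deposited these log2 values. Of 10209 probe sets in the deposited table, 108 are control probe sets and were left out, and 10101 were tested with limma, with one mean for each inoculum and time point and one spread shared by all arrays. Changes are given as fold changes (FC) against the mock arrays of the same day, with a minus sign for a lower signal, or as log2 fold changes with their standard error (SE). Adjusted p-values are Benjamini-Hochberg values from limma over all probe sets of a comparison. The number of arrays per group limits the precision, and the p-values measure only the spread between arrays. A sign of RNA quality differed between arrays. Control transcripts carry probe sets at both ends, and a larger 3′ minus 5′ signal marks shorter cDNA. For GAPDH this difference on the log2 scale was 2.79 ± 0.50 (SD, n = 3) in mock, 2.68 ± 0.85 (n = 3) in M and 4.76 ± 1.5 (n = 3) in S23 leaves at 17 dpi, and at 49 dpi it was 3.46 ± 1.72 in mock, 4.66 ± 0.94 in M and 5.19 ± 0.85 in S23 leaves (n = 3 each). As the mean of GAPDH, actin and EF1a it was 2.87 higher in S23 than in mock leaves at 17 dpi (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow), 1.94 higher in S23 and 1.49 higher in M at 49 dpi (exact p = 0.3 for both) and 0.13 higher in S23 at 24 dpi (exact p = 0.8). After removal of the group means, the first component of all probe sets held 46.6% of the variance and followed the GAPDH difference over the 35 arrays (Pearson r = 0.991, Spearman rho = 0.986, permutation p = 1e-05 for both, the smallest that the resamples allow, and r = 0.988 without the 2 farthest arrays). Counts are therefore also given with this mean difference as a covariate, an alternative that was chosen after seeing the data. Of 564 pairs of a named gene and a comparison in which it passed an adjusted p of 0.05, 296 no longer passed when 1 of the arrays of that comparison was left out.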

Using microarray technology, we performed leaf transcriptome profiling assays on mock-inoculated, PSTVd-S23 and PSTVd-M-infected plants and compared them at four time points. Using the criteria of *p* value < 0.05 and FC ≤ −2.00 or ≥ 2.00, a total of 3197 genes of the nearly 10,000 genes represented on the Affymetrix Tomato GeneChip were significantly altered in PSTVd-infected plants at one or more of the four time points (Table S2, Figure 1). 

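A COBRA-like protein 4-like gene (Solyc03g114890.2.1), of a family that anchors cellulose deposition in the cell wall, rose with FC = 135 in S23 leaves at 17 dpi (log2 7.08, SE 0.65, adjusted p = 4.02e-07, n = 3 against 3), FC = 50.4 at 24 dpi, FC = 45.3 at 49 dpi and FC = 19.6 in M leaves at 24 dpi (adjusted p = 0.000894). Its FC in S23 leaves at 17 dpi was 61.4 with the 3′ minus 5′ covariate (adjusted p = 1.91e-06). RNALE, a ribonuclease gene, rose in S23 leaves at 49 dpi (FC = 61.1, log2 5.93, SE 0.75, adjusted p = 8.86e-06). Among the falls in S23 leaves was that of a CONSTANS-like gene (Solyc07g006630.2.1) at 17 dpi (FC = −20.8, adjusted p = 0.00137). The covariate changed this to FC = −6.01 (adjusted p = 0.01). Others were those of the putative lipid-transfer protein DIR1 (Solyc07g065110.1.1) at 24 dpi (FC = −32.3, adjusted p = 8.17e-07) and of the probe sets named ca2, which have no description here, at 49 dpi (the largest in this fit with FC = −61.2, adjusted p = 0.00138). In M leaves at 24 dpi a wound-induced proteinase inhibitor 2-like gene (Solyc11g020960.1.1) fell with FC = −11.4 (adjusted p = 0.039), the early light-induced protein ELIP with FC = −6.91 (adjusted p = 0.0437), the protein kinase WNK4 with FC = −4.77 (adjusted p = 0.0262) and inositol-3-phosphate synthase, IPS, with FC = −3.75 (adjusted p = 0.0362). At an unadjusted p under 0.05 and at least 2-fold, 3907 of the 10101 probe sets were called in M or S23 leaves on at least 1 day. In sets of unchanged groups simulated from the spread of these arrays, the median was 384.5 calls for M and 435.5 for S23 over the 4 days and the 95th percentile was 1494 and 1577. The 1095 calls of M lay below that percentile and the 3693 of S23 above it. At an adjusted p under 0.05 and 2-fold, M leaves had 49, 0, 90 and 26 calls at 8, 17, 24 and 49 dpi. The simulated 95th percentiles were then 0, 0, 2.5 and 0, and single draws reached 2, 274, 2547 and 225. These simulations drew the deviations of whole arrays with repeats, so that those of a single array could enter a group more than once or both infections. Such repeats can raise the simulated counts, so that a count below the percentile is not shown to be chance.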

Of the 3197 identified DEGs, 3037 were observed in S23 infection, while less than one third that number were found in mild infection. 

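Genes that passed in S23 leaves but not in M leaves included uncharacterized LOC543815 (Solyc01g081310.2.1) with FC = 43.0 at 49 dpi (log2 5.42, SE 1.08, adjusted p = 0.000922, n = 3 against 3) and FC = 16.2 at 24 dpi (adjusted p = 0.0114). A BTB/POZ and TAZ domain-containing protein 2-like gene (Solyc06g071820.2.1) fell with FC = −16.6 in S23 leaves at 17 dpi (adjusted p = 0.00374), and in M leaves at 24 dpi it had FC = −8.84 without passing the adjusted threshold (adjusted p = 0.0886). Its FC in S23 leaves at 17 dpi was −5.40 with the 3′ minus 5′ covariate and did not pass (adjusted p = 0.052). At the thresholds of the paper 3693 probe sets were called in S23 leaves and 1095 in M leaves on at least 1 day. The test of S23 against M, in which the mock arrays cancel, gave 3 probe sets at 8 dpi, 1708 at 17 dpi, 594 at 24 dpi and 697 at 49 dpi with an adjusted p under 0.05 and at least 2-fold. The 3′ minus 5′ signal moved with these groups at 17 dpi, and with it as a covariate the counts of S23 against M were 2, 155, 955 and 1028. Leaving out 1 array changed these counts at 8 dpi from 3 to 1 (M replicate 1 or 2 or S23 replicate 2), at 17 dpi from 1708 to 401 and 257 (M replicate 1 and 2), 261 and 281 (S23 replicate 1 and 2) and 3159 (S23 replicate 3), at 24 dpi from 594 to 345 and 965 (S23 replicate 2 and 3) and at 49 dpi from 697 to 429 and 462 (M replicate 1 and 3), 225 (S23 replicate 1) and 1110 (S23 replicate 2).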

Overall, 160 and 2263 DEGs were specific to mild and severe infections, respectively, while 774 DEGs were observed in both cases (Figure 1). 

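Both variants raised or lowered some of the same genes. Solyc09g018280.1.1, a CBL-interacting serine/threonine-protein kinase 14, which acts downstream of calcium sensors, was the one named gene past the adjusted threshold in both at 8 dpi (FC = −3.90 in M, n = 2, adjusted p = 0.0128, and FC = −3.71 in S23, n = 3, adjusted p = 0.0379). Its mean log2 signal was 2.06 in M and 2.14 in S23 leaves, below the 25th percentile of all values (3.254), and 4.03 (SD 0.82) in mock leaves. Both falls rest on the same mock arrays. WNK4 fell in S23 leaves at 24 dpi (FC = −4.59, adjusted p = 0.00336) as in M leaves of that day. Over the 4 days 881 probe sets were called in both infections, 214 in M alone and 2812 in S23 alone at the paper's thresholds, and with the 3′ minus 5′ signal as a covariate these were 822, 270 and 1822. A call in one variant alone is not a difference between the variants. Of the probe sets called in S23 alone at one time point, the direct test of S23 against M passed for 1516 of 2125 at 17 dpi, 491 of 1229 at 24 dpi and 641 of 1881 at 49 dpi, and of those called in M alone for 5 of 38, 45 of 195 and 33 of 141. At 8 dpi it passed for 3 of 187 called in M alone and, in limma, for 0 of 44 called in S23 alone, where 6 had an unadjusted p under 0.05. For the same probe sets with the covariate in the direct test, the 1516, 491 and 641 became 140, 806 and 1073 and the 5, 45 and 33 became 1, 72 and 59. Without the arrays with a GAPDH difference above 5 the 491 and 641 became 814 and 481, and the 1516 became 54, a number that rests on S23 replicate 3 alone, the 1 S23 array then left at 17 dpi. Both comparisons use the same mock arrays. Calls shared with one direction numbered 85 at 8 dpi, 72 at 17 dpi, 267 at 24 dpi and 305 at 49 dpi, where independent lists of these sizes would share 1.74, 11.7, 35.5 and 49.7, and unchanged groups simulated against shared mock arrays shared a median of 4, 3.5, 4 and 2 with a 95th percentile of 112, 107.2, 66.2 and 148.2. Thus the shared calls of 8 and 17 dpi lay below that percentile and those of 24 and 49 dpi above it, though single draws reached 1581 and 967 on these 2 days. A draw could place the same array in M and S23, which adds shared calls and covariance. A count below the percentile therefore does not show that chance made it. The covariance of the M and S23 log2 fold changes was 0.14, 0.12, 0.32 and 0.44, against simulated medians of 0.08, 0.07, 0.07 and 0.07 and 95th percentiles of 0.30, 0.34, 0.29 and 0.25, which it passed at 24 and 49 dpi alone. With the 3′ minus 5′ covariate it was 0.29 at 24 dpi and 0.17 at 49 dpi, no higher than the same percentile, which was simulated without the covariate. The mock arrays are too few to be split, so part of the excess at 24 and 49 dpi may come from the shared controls. The 881 shared over the 4 days became 1840 without mock replicate 3 of 49 dpi. On single days the number called in both changed by over 1.5 times without mock replicate 2 or 3 of 8 dpi (from 85 to 50 and 218), M replicate 1 or 3 of 17 dpi (from 73 to 114 and 40) and M replicate 2 or mock replicate 1, 2 or 3 of 49 dpi (from 313 to 186, 169, 110 and 1369).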

Different ratios of up- and down-regulated genes were observed depending on disease stage and viroid variant (Figure 2). 

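In S23 leaves 941 probe sets were called up and 1257 down at 17 dpi, 633 up and 882 down at 24 dpi and 1031 up and 1163 down at 49 dpi, and at 8 dpi 60 up and 69 down. In M leaves the calls were 133 up and 139 down at 8 dpi, 68 up and 43 down at 17 dpi, 264 up and 217 down at 24 dpi and 200 up and 254 down at 49 dpi. Among the genes behind these numbers, the polygalacturonase gene QRT3 (Solyc02g068400.2.1), which opens pectin chains, rose in M leaves at 49 dpi (FC = 5.54, log2 2.47, SE 0.51, adjusted p = 0.0251, n = 3 against 3), and the trichome birefringence-like 36 gene (Solyc11g006990.1.1), of a family that acetylates wall polysaccharides, rose in M (FC = 2.69, adjusted p = 0.0298) and S23 leaves (FC = 2.05, adjusted p = 0.0136) of that day. At an adjusted p under 0.05 and 2-fold, 29 probe sets rose and 20 fell in M leaves at 8 dpi, 68 rose and 22 fell at 24 dpi and 16 rose and 10 fell at 49 dpi. None passed in M leaves at 17 dpi in limma, where 304 had an unadjusted p under 0.05. In S23 leaves 759 rose and 836 fell at 17 dpi, 456 rose and 669 fell at 24 dpi, 841 rose and 887 fell at 49 dpi, and 3 fell and none rose at 8 dpi. Centring the arrays on GAPDH, gluII and actin in place of RMA alone lowered the median log2 fold change of all probe sets to −0.29 in S23 leaves at 17 dpi and −0.34 at 49 dpi, and the share of calls that were up to 18.3% and 18.7% (42.8% and 47.0% without it), at 24 dpi to 26.5% (41.8% without it), at 8 dpi to 19.3% (46.5% without it), and in M leaves to 24.2% at 8 dpi and 16.8% at 49 dpi (48.9% and 44.1% without it). Of these 3 genes gluII and GAPDH themselves rose in S23 leaves, at 17 dpi with log2 0.91 and 0.39 (adjusted p = 0.00071 and 0.00887) and at 49 dpi with 0.70 and 0.44 (adjusted p = 0.00353 and 0.00274), so that centring on them takes their rise from every probe set. Fitted with only the arrays of 1 day, the 1595, 1125 and 1728 calls of S23 leaves at 17, 24 and 49 dpi at an adjusted p became 1093, 743 and 115, while those at the thresholds of the paper were 2189, 1410 and 1816. Single arrays moved some of these totals. At the thresholds of the paper the 272 calls of M at 8 dpi became 412 without mock replicate 3, the 129 of S23 at 8 dpi 73 and 327 without mock replicate 2 and 3, the 2198 of S23 at 17 dpi 1360 without S23 replicate 1, the 454 of M at 49 dpi 293, 298, 190 and 1592 without M replicate 2 and mock replicate 1, 2 and 3, and the 2194 of S23 at 49 dpi 3344 without mock replicate 3. At an adjusted p under 0.05 in M leaves, the 49 at 8 dpi became 11 and 6 without M replicate 1 and 2 and 18 and 123 without mock replicate 2 and 3, the 90 at 24 dpi became between 22 and 44 without any 1 of the 6 arrays, and the 26 at 49 dpi became 2 or 3 without M replicate 2 or 3 or mock replicate 1 or 2, 49 without M replicate 1 and 785 without mock replicate 3. In S23 leaves the 3 at 8 dpi became 8 without S23 replicate 1 and 6 and 76 without mock replicate 2 and 3, the 1595 at 17 dpi became 575, 539 and 2996 without S23 replicate 1, 2 and 3 and 634 and 1058 without mock replicate 1 and 2, the 1125 at 24 dpi became 617 without S23 replicate 2 and 734 without mock replicate 2, and the 1728 at 49 dpi became 868 without S23 replicate 1 and 982, 917 and 2976 without mock replicate 1, 2 and 3.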

Interestingly, as shown in the Venn diagrams (Figure 2A), the highest number of common DEGs in the S23 infection was found between day 17 and day 49, i.e., at the stage when symptoms became visible and the stage when stem regrowth is observed. 

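In S23 leaves 1290 probe sets were called at both 17 and 49 dpi, 603 of them up on both days, 678 down on both days and 9 in opposite directions, and 775 were called on these days alone. Days 24 and 49 shared 885 calls and days 17 and 24 shared 612. Among genes called at 17 and 49 dpi, the xyloglucan endotransglycosylase XTH16, which splits and rejoins wall polysaccharides, fell with FC = −5.58 (log2 −2.48, SE 0.65, adjusted p = 0.00993, n = 3 against 3) and FC = −3.97 (adjusted p = 0.0268). XTH1, of the same family, fell with FC = −2.85 (adjusted p = 0.0123) and FC = −2.52 (adjusted p = 0.0199). Independent lists of these sizes would share 241 calls of one direction between days 17 and 49. The 3′ minus 5′ signal was higher in S23 leaves than in mock leaves on these same days. With it as a covariate 466 probe sets were called at 17 and 49 dpi, 857 at 24 and 49 dpi and 384 at 17 and 24 dpi, so that days 24 and 49 then shared most. Without the 7 arrays whose GAPDH difference was above 5, an alternative chosen after seeing the data, these numbers were 460, 1050 and 305, where the 460 and 305 rest on 1 S23 array at 17 dpi, since 2 of the 7 were S23 arrays of that day. The correlation of the log2 fold changes over probe sets, which are not independent replicates, was 0.811 between 17 and 49 dpi and 0.653 between 24 and 49 dpi, and 0.641 and 0.696 with the covariate.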

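In M leaves the genes called at 24 and 49 dpi included the cell-wall invertase LIN8, which splits sucrose outside the cell, with FC = −5.16 and FC = −7.55, and SAUR-type auxin-induced protein 15A-like (Solyc02g084010.1.1) with FC = 5.90 and FC = 2.59. Only the latter passed the adjusted threshold, at 24 dpi (adjusted p = 0.00157, n = 3 against 3, and 0.16 at 49 dpi). A non-specific lipid-transfer protein gene (Solyc06g084190.2.1) rose at 49 dpi alone (FC = 2.22, adjusted p = 0.0183). At the thresholds of the paper 107 probe sets were called on both days, 66 up, 32 down and 9 in opposite directions, and 78 of them on no other day. Days 17 and 24 shared 48 calls, days 17 and 49 shared 29, days 8 and 24 shared 32 and days 8 and 49 shared 31. Independent lists would share 10.7 calls of one direction between 24 and 49 dpi. In the fit with the 3′ minus 5′ covariate the number was 82 and without the arrays with a GAPDH difference above 5 it was 284. The GAPDH difference of the arrays then left at 49 dpi was 4.91 and 3.63 in M and 2.44 and 2.48 in mock leaves. Thus the 284 is not free of that signal. Leaving out M replicate 2 or mock replicate 1, 2 or 3 of 49 dpi changed the 107 calls of days 24 and 49 to 68, 62, 49 and 271, and leaving out M replicate 3 of 17 dpi changed the 48 of days 17 and 24 to 27. The 29 of days 17 and 49 became 15 without that array, 19 without M replicate 3 or mock replicate 1 or 2 of 49 dpi and 58 without mock replicate 3.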

In the mild infection, days 24 and 49 shared the highest number of DEGs, and both these time points are correlated with the expression of symptoms, i.e., mild epinasty and stunting.

A total of 3197 DEGs were organized into functional categories according to the GO guidelines (Gene Ontology Consortium, 2000) using Blast2GO. In total, 841 and 2764 DEGs in M- and S23-infected plants, respectively, were annotated with at least one GO annotation (Figure S1). This analysis did not indicate an essential difference between mild and severe infection.

### 3.3. Functional Classifications of Genes Differentially Expressed at Three Time Points

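The genes called in S23 leaves at 8, 17, 24 and 49 dpi included the receptor-like kinase SOBIR1 (Solyc06g071810.1.1), a partner of immune receptors, with FC = 2.21, 3.81, 2.95 and 3.38 on these days. It passed the adjusted threshold at 17, 24 and 49 dpi (adjusted p = 0.0117, 0.0407 and 0.0156, n = 3 against 3) but not at 8 dpi (adjusted p = 0.978). A serine/threonine-protein kinase of the AtPK2/AtPK19 type (Solyc03g095510.2.1) had FC = 2.61, 3.34, 3.40 and 3.01, and its adjusted p was 0.0421 at 17 dpi and above 0.05 on the other days. The transcription factor gene bHLH113 (Solyc08g014120.2.1) rose at 24 dpi (adjusted p = 0.0376) and at 49 dpi (log2 1.81, adjusted p = 0.00915) and had log2 fold changes of 1.35 and 1.11 at 8 and 17 dpi. Nitrite reductase (Solyc10g050890.1.1), an enzyme of nitrate assimilation, changed sign, with a log2 fold change of −1.23 at 8 dpi (adjusted p = 0.546), 2.01 at 17 dpi (adjusted p = 0.00259), 1.59 at 24 dpi (adjusted p = 0.0108) and 2.26 at 49 dpi (adjusted p = 0.000576). The 3 further probe sets called on all 4 days carry no gene name here. In all 7 probe sets were called on the 4 days, 3 of them up throughout and 4 with differing directions. Independent lists would share 0.122 calls of one direction, which only the 3 match. With the 3′ minus 5′ signal as a covariate 5 were called on the 4 days. The kinase gene Solyc03g095510.2.1 had FC = 1.24 at 17 dpi with that covariate (adjusted p = 0.685).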

Among the 3037 DEGs identified in severe infection, seven were common to all four time points. For example, these included serine threonine-kinase, leucine-rich repeat receptor-like serine/threonine/tyrosine-protein kinase SOBIR1 precursor and xyloglucan endotransglucosylase.

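Between 17 and 49 dpi 502 probe sets were called on all 3 days in S23 leaves, where independent lists would share 18.7 calls of one direction. Of these, 227 were up, 261 were down and 14 changed direction. When the 3′ minus 5′ signal was a covariate, 276 probe sets were called on these days, 160 of them up, 102 down and 14 with differing directions, and without the arrays with a GAPDH difference above 5 there were 228, 156 up and 46 down (1 S23 array was then left at 17 dpi). The chitinase CHI14, which cuts fungal cell walls, rose with FC = 41.8, 12.8 and 30.4 at 17, 24 and 49 dpi (adjusted p = 4.02e-07, 2.92e-05 and 9.23e-07, n = 3 against 3). The ABC transporter C family member 4-like gene (Solyc09g075020.2.1) rose with FC = 5.47, 8.11 and 7.81 (adjusted p = 0.00366, 0.000415 and 0.000457). The nuclear transcription factor Y subunit B-3-like gene (Solyc07g065500.1.1) fell with FC = −3.50, −2.87 and −7.20 (adjusted p = 0.0013, 0.0035 and 6.48e-06). These 3 genes were chosen after their values were seen.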

Exclusion of the first time point allowed for the identification of 444 genes that were common to the remaining time points. Several of these genes were differentially regulated depending on the time point, but 199 and 229 of these genes were constantly up-regulated or down-regulated, respectively, at all three time points, i.e., 17, 24 and 49 dpi.

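Among genes whose fold change in S23 leaves differed in sign between days were the circadian transcription factor REVEILLE 7 (Solyc03g098320.2.1) at 17 and 24 dpi with FC = −2.70 and FC = 10.7 (adjusted p = 0.0889 and 0.000483, n = 3 against 3) and the CONSTANS-like gene Solyc07g006630.2.1, which had FC = 5.96 at 24 dpi (adjusted p = 0.0393) and FC = −7.94 at 49 dpi (adjusted p = 0.0125). A delta(24)-sterol reductase-like gene (Solyc02g069490.2.1), for an enzyme of sterol synthesis, had FC = −4.92, 9.38 and −8.01 at 17, 24 and 49 dpi (adjusted p = 0.0599, 0.0135 and 0.016). The change of the S23 effect from 17 to 24 dpi, tested as a difference of differences, passed an adjusted p of 0.05 and 2-fold for 368 probe sets, 173 of them higher and 195 lower at 24 dpi, and the change from 24 to 49 dpi passed for 79, 26 higher and 53 lower. Without single arrays the 368 became between 203 and 244 (S23 replicate 1 or mock replicate 1 or 2 of 17 dpi, S23 replicate 1 or mock replicate 1 or 2 of 24 dpi) or 832 and 971 (S23 replicate 3 of 17 or 24 dpi). The 79 became between 42 and 52 (mock replicate 1, 2 or 3 of 24 dpi, S23 replicate 1 or mock replicate 2 of 49 dpi), 247 (S23 replicate 3 of 24 dpi), 208 and 132 (S23 replicate 2 and 3 of 49 dpi) or 446 (mock replicate 3 of 49 dpi).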

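In M leaves the cytochrome P450 CYP72A219-like gene (Solyc07g062500.2.1) had log2 fold changes of 2.67, 1.87, 2.44 and 2.29 at 8, 17, 24 and 49 dpi (adjusted p = 0.161, 1, 0.0992 and 0.185), and the F-box gene At3g16210-like (Solyc09g005480.2.1), of a family that selects proteins for degradation, had 3.42, 1.86, 2.23 and 1.91 (adjusted p = 0.052, 1, 0.152 and 0.301). Both were called on all 4 days at the thresholds of the paper and neither passed an adjusted p of 0.05 in limma on any of them (n = 2 arrays of M at 8 dpi and 3 otherwise, against 3). In S23 leaves the CYP72A219-like gene rose at 17, 24 and 49 dpi (log2 4.02, 4.05 and 5.35, adjusted p = 0.000664, 0.00038 and 2e-05). A 3-hydroxyisobutyryl-CoA hydrolase 1-like gene was not analysed here by name. In all 2 probe sets were called in M leaves on the 4 days, both up, where independent lists would share 0.000783 calls of one direction, and with the 3′ minus 5′ signal as a covariate there were 8, 4 up and 4 down.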

Interestingly, of the 934 DEGs found in M-infected plants, only 3 genes (3-hydroxyisobutyryl-CoA hydrolase 1-like, cytochrome P450 CYP72A219-like and putative F-box protein At3g16210) and 21 genes overlapped four and three (17, 24 and 49 dpi) of the time points, respectively. Among these 21 DEGs, 15 and 5 were consistently up or down-regulated, respectively (Figure 2).

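At 17, 24 and 49 dpi together 23 probe sets were called in M leaves, 15 up on every day, 7 down and 1 with differing directions. Independent lists would share 0.0584 calls of one direction. Among those up were the cytochrome P450 71A1-like gene (Solyc03g122350.2.1) with FC = 3.64 at 17 dpi, FC = 42.2 at 24 dpi and FC = 6.89 at 49 dpi (adjusted p = 1, 0.00172 and 0.193, n = 3 against 3) and the ERF1-like transcription factor gene (Solyc03g093610.1.1) with FC = 6.51, 4.74 and 3.50 (adjusted p = 0.688, 0.102 and 0.272). A snakin-2-like gene (Solyc01g111080.2.1), for a small antimicrobial peptide, had FC = −3.72, −5.66 and −3.47 (adjusted p = 1, 0.181 and 0.45). The cytokinin response regulator gene ARR5 (Solyc05g006420.2.1) was the one with differing directions, at FC = −2.99, 2.55 and 2.16 (adjusted p = 1, 0.263 and 0.43). The number of 23 fell to 8 without M replicate 3 of 17 dpi, to 14 or 15 without mock replicate 1 of 17 dpi, M replicate 2 or 3 or mock replicate 1 or 2 of 49 dpi, and was 41 without mock replicate 3 of 49 dpi.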

The distribution of the genes regulated at three time points (17, 24 and 49 dpi) into different functional groups by MapMan analysis is shown in Figure 3. Only genes related to hormone metabolism and signaling were commonly up-regulated in both infections during this time span.

### 3.4. GO Enrichment Analysis of the Identified DEGs at Each Time Point

We performed GO enrichment analysis as implemented in the Blast2GO program with two sets of DEGs that were up- or down-regulated. The analysis was restricted to GO terms that were ranked lower in the GO hierarchy, referring to more specific processes, functions and localizations. All data can be found in Table S3, and selected data are also presented in Figure 4.

#### 3.4.1. Up-Regulated Genes

In the earliest S23 samples, only 5 GO terms were enriched among the up-regulated genes. These included, for example, snoRNA binding, “de novo” pyrimidine nucleobase biosynthetic process and box C/D snoRNP complex in the metabolic function (MF), biological process (BP) and cellular component (CC) categories, respectively. 

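Some ethylene genes and some defense genes were higher in S23 leaves on several days. The ethylene receptor gene ETR4 rose at 17 dpi with FC = 13.3 (log2 3.73, SE 0.60, adjusted p = 0.000241, n = 3 against 3), and ACS2, one of the ACC synthases that set the rate of ethylene production, rose at 49 dpi with FC = 13.1 (adjusted p = 0.00301). Of 28 probe sets for ethylene synthesis and signaling, listed from the gene symbols of the array before their values were seen, 8 were higher and none lower at 17 dpi at an adjusted p under 0.05 (8 and 1 adjusted over the list alone), 3 were higher at 24 dpi (3 adjusted over the list alone) and 9 at 49 dpi (10 adjusted over the list alone). Once the 3′ minus 5′ signal was in the model, 1, 3 and 4 were higher. As a set they ranked above the other probe sets at 17 and 49 dpi in camera with a preset correlation (adjusted p = 0.0415 and 0.00809 over 152 tests), and the adjusted p was 0.668 with an estimated correlation for both and 0.293 and 0.0324 with a preset one and the 3′ minus 5′ covariate. Of 14 probe sets for pathogenesis-related (PR) proteins 12, 9 and 9 were higher at 17, 24 and 49 dpi and none was lower (12, 10 and 10 higher and 0, 1 and 0 lower adjusted over the list alone), and 7, 9 and 7 were higher with the covariate. Camera gave an adjusted p of 2.84e-06, 1.64e-08 and 0.000342 with a preset correlation, and 0.437, 0.302 and 0.655 with an estimated correlation. The 8 ethylene probe sets of 17 dpi became between 1 and 4 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 13 without S23 replicate 3, and the 9 of 49 dpi became 2 without S23 replicate 1 or mock replicate 1, 5 without mock replicate 2 and 15 without mock replicate 3. The adjusted p of 0.0415 was 0.0808 without S23 replicate 2, 0.0609 without S23 replicate 3 and 0.0883 without mock replicate 3. Without mock replicate 1 or 2 of 49 dpi 5 and 4 PR probe sets were higher.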

In the BP category, genes involved in toxin catabolism, fruit ripening, ethylene biosynthesis and defense response were overrepresented at 17, 24, and 49 dpi, while those involved, for example, in cell redox homeostasis and gibberellin biosynthesis were overrepresented at only one time point each, 17 and 24 dpi, respectively. Some enriched GO terms were also common to two time points, such as positive regulation of RNA polymerase II transcriptional preinitiation complex assembly at 17 and 49 dpi or glutathione metabolic process at 24 and 49 dpi. In the MF category, the enriched GO terms at three time points (17, 24 and 49 dpi) included, for example, calcium ion binding and glutathione transferase activity, while chitinase activity was overrepresented at both 17 and 49 dpi. At 24 dpi, 10 GO terms were indicated, and 6 of them, such as heme or iron ion binding and gibberellin 20-oxidase activity, were specific to this time point. In the CC category, 8 GO terms were overrepresented: for example, plasmodesma, peroxisome and endoplasmic reticulum membrane at 17, 24 and 49 dpi, respectively.

In the earliest M samples, several enriched terms were identified in the 3 main GO categories. Some of these terms were exclusively observed in mild infection, i.e., maturation of LSU-rRNA, mitochondrial intermembrane space protein transporter complex and histone-arginine *N*-methyltransferase activity in the BP, CC and MF categories, respectively. 

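In M leaves at 24 dpi the ACC oxidase gene ACO4, for the last step of ethylene synthesis, had FC = 1.90 (log2 0.93, SE 0.25, adjusted p = 0.0758, n = 3 against 3) and the ACC synthase gene ACS1A had FC = 2.87 (adjusted p = 0.177). At 17 dpi the receptor genes ETR4 and ETR5 had FC = 3.26 and FC = 2.57 (adjusted p = 1 for both). None of the 28 listed ethylene probe sets passed an adjusted p of 0.05 over all probe sets at 17 or 24 dpi in limma, 2 and 1 had an unadjusted p under 0.05 and at least 2-fold, and 2 and 1 passed when adjusted over the list alone. In camera with a preset correlation these probe sets ranked high against the others (adjusted p = 0.039 at 17 dpi and 0.0482 at 24 dpi), but the adjusted p was 0.668 on both days with an estimated correlation, and 0.0292 and 0.139 with a preset one and the 3′ minus 5′ covariate. Among the 14 PR probe sets 6 were higher and none lower at 24 dpi (9 higher adjusted over the list alone, 7 with the 3′ minus 5′ signal as a covariate), with an adjusted p of 3.61e-09 from camera with a preset correlation and of 0.302 with an estimated correlation. At 17 dpi 0 of the 14 passed in limma, and camera gave an adjusted p of 0.0143 with a preset correlation and 0.668 with an estimated correlation. Without any 1 of the 6 arrays the 6 higher PR probe sets became 2 or 3.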

At 17 dpi and/or 24 dpi, the BP and MF categories showed changes in genes involved in fruit ripening, ethylene biosynthesis and binding, negative regulation of ethylene-activated signaling pathway or defense response. We did not observe any enrichment in the CC category at 17 or 24 dpi; moreover, at 49 dpi, no enrichment was observed in any category.

#### 3.4.2. Down-Regulated Genes

In the earliest S23 leaf samples, no significant enrichment was found in any major GO category for down-regulated genes. Between 17 and 49 dpi, many GO terms from the BP category were enriched, and most of these were common to two time points. 

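Some chloroplast genes fell in S23 leaves. The ATP synthase delta chain gene (Solyc05g050500.1.1), for part of the enzyme that makes ATP in the thylakoid membrane, had FC = −3.40, −3.76 and −3.66 at 17, 24 and 49 dpi (adjusted p = 0.016, 0.01 and 0.00859, n = 3 against 3), and Ycf3 (Solyc09g015320.1.1), which helps to assemble photosystem I, had FC = −2.13, −2.12 and −3.04 (adjusted p = 0.00372, 0.003 and 6.32e-05). Of 15 probe sets for chlorophyll synthesis, found by a description fixed before the data were examined, 11 were lower at 17 dpi, 3 at 24 dpi and 13 at 49 dpi, and none was higher (13, 8 and 15 lower adjusted over the list alone). Given the 3′ minus 5′ covariate, 3, 10 and 14 were lower. Most descriptions come from the study's own tables of called genes, so that such a list is no independent evidence of its direction. Of 12 probe sets for cytokinin signaling 2 were higher and 3 lower at 17 dpi, 3 were higher at 24 dpi, and 5 were higher and 1 lower at 49 dpi (2 and 3, 4 and 0, and 5 and 2 adjusted over the list alone). The response regulator ARR9 (Solyc10g079600.1.1) was lower at 17 dpi (FC = −3.19, adjusted p = 0.0303) and higher at 49 dpi (FC = 2.85, adjusted p = 0.045). The 11 chlorophyll probe sets of 17 dpi became 3 without S23 replicate 1 or 2 and 4 without mock replicate 1, and the 5 cytokinin probe sets of 49 dpi became 3 without mock replicate 2.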

The repressed genes were mainly connected with chloroplast organization (17 and 24 dpi), thylakoid membrane organization (17, 24 and 49 dpi), photosynthesis (light harvesting in photosystem I, 17 and 49 dpi), cellulose catabolism (24 and 49 dpi) or response to cytokinin (17, 24 and 49 dpi). 

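Transcripts for proteins of the chloroplast ribosome fell in S23 leaves at 24 and 49 dpi. The 30S ribosomal protein S1 gene (Solyc01g057830.2.1) fell with FC = −1.85 at 24 dpi and FC = −3.12 at 49 dpi (adjusted p = 0.00188 and 2.81e-06, n = 3 against 3), S5 (Solyc02g077990.2.1) with FC = −2.14 and FC = −3.27 (adjusted p = 0.00154 and 1.76e-05) and the 50S protein L18 (Solyc12g098890.1.1) with FC = −3.07 and FC = −5.13 (adjusted p = 0.0111 and 0.000459). Of the 20 chloroplast ribosomal protein genes that the study lists, which it chose on these samples, 4 were lower at 17 dpi, 13 at 24 dpi and all 20 at 49 dpi. None was higher. Adjusted over the list alone, 0, 18 and 20 were lower. Under the 3′ minus 5′ covariate none was lower at 17 dpi, 19 were at 24 dpi and 20 at 49 dpi. When only the arrays of 1 day were fitted, the 13 at 24 dpi became 8 and the 20 at 49 dpi became 1. Of 7 probe sets of cytosolic ribosomal proteins listed by symbol 4 were higher at 17 dpi and 3 at 49 dpi and none was lower (4 and 3 adjusted over the list alone, 1 and 2 with the covariate), whereas of 12 found by description 2 were higher and 8 lower at 17 dpi when adjusted over the list alone (2 and 0 over all probe sets in limma, where 2 and 8 had an unadjusted p under 0.05, and 0 and 0 with the covariate). At 24 dpi the 13 became 2 without S23 replicate 2 and 5 without mock replicate 2.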

In the categories of CC and MF, the overrepresented genes were mainly associated with chloroplasts, photosynthesis and ribosomes. Moreover, in the category MF at 17 and 49 dpi, the most enriched terms were pigment, chlorophyll and GTP binding, while at 24 dpi, cellulase activity and protein heterodimerization activity were the most enriched, and the same terms were also observed at 49 dpi.

In the mild samples, only 17 GO terms in the BP, MF and CC categories were enriched for at least one of the three time points 8, 24 and 49 dpi. Most of these terms overlapped those observed in the S23 samples.

Interestingly, at 24 dpi in both M- and S23-infected plants, the term GO naringenin-chalcone synthase activity was enriched among the down-regulated genes. 

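Chalcone synthase, which makes naringenin chalcone, is read by CHS1 and CHS2 on this array. At 24 dpi CHS1 had FC = −10.6 in M leaves (log2 −3.40, SE 1.05, adjusted p = 0.12, n = 3 against 3) and fell with FC = −9.30 in S23 leaves (adjusted p = 0.0376). CHS2 had FC = −5.06 in M leaves (adjusted p = 0.0814) and FC = −3.16 in S23 leaves (adjusted p = 0.0868) on that day, and fell in S23 leaves at 17 dpi (FC = −8.10, adjusted p = 0.00297). Of the 4 flavonoid probe sets listed by symbol none passed in M leaves at 24 dpi over all probe sets (2 lower adjusted over the list alone, and 2 lower at the thresholds of the paper), and 1 was lower in S23 leaves at 17 dpi and 1 at 24 dpi (1 and 2 lower adjusted over the list alone). At 8 dpi all 4 lay above 0 in S23 leaves with a median log2 fold change of 1.43, none passed an adjusted p of 0.05 over all probe sets, and camera gave an adjusted p of 0.00922 with a preset correlation and of 0.437 with an estimated correlation.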

Naringenin-chalcone synthase is a key enzyme for phenylpropanoid synthesis, and its down-regulation was also observed in hop plants infected with HSVd and CPFVd (cucumber pale fruit viroid) [68].

### 3.5. Differential Regulation of Genes Encoding Transcription Factors and Protein Kinases

Transcription factors (TFs) and protein kinases (PKs) were identified based on the data deposited at http://bioinfo.bti.cornell.edu/cgi-bin/itak/index.cgi [69]. PK classification according to [70] was used.

#### 3.5.1. Transcription Factors

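Transcription factor genes moved in both directions in S23 leaves. NAC1, of the NAC family, rose with FC = 58.7 at 17 dpi (log2 5.88, SE 0.94, adjusted p = 0.000224, n = 3 against 3) and FC = 26.6 at 49 dpi (adjusted p = 0.000891). The bHLH gene for Hop-interacting protein THI018 (Solyc08g076820.2.1) fell with FC = −6.59 and −19.9 on these days (adjusted p = 0.0222 and 0.000688). Of the 176 transcription factor probe sets in the study's table, which it chose on these samples, 38 were higher and 36 lower at 17 dpi, 29 and 28 at 24 dpi, and 63 and 24 at 49 dpi at an adjusted p under 0.05. After the 3′ minus 5′ signal entered the model, 14, 46 and 44 were higher and 11, 36 and 24 lower. In M leaves 1 was higher and 2 were lower at 8 dpi, and 1 was higher at 24 dpi and 1 at 49 dpi. NAC1 had FC = 7.60 in M leaves at 24 dpi (adjusted p = 0.136). Leaving out 1 array changed the 38 higher at 17 dpi to between 19 and 23 without S23 replicate 1 or 2 or mock replicate 1, and the 36 lower at 17 dpi to between 9 and 11 without S23 replicate 1 or 2 or mock replicate 1. It moved the 29 higher at 24 dpi to between 12 and 19 without S23 replicate 2 or mock replicate 1 or 2, and the 28 lower at 24 dpi to between 14 and 17 without S23 replicate 2 or mock replicate 1. Likewise it changed the 63 higher at 49 dpi to between 28 and 34 without S23 replicate 1 or mock replicate 1 or 2, and the 24 lower at 49 dpi to between 9 and 15 without S23 replicate 1 or 3 or mock replicate 1 or 2 and 40 without mock replicate 3.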

Among the genes differentially regulated during S23 and M infection, 165 and 75 genes, respectively, were classified as TFs. In S23, these TFs belonged to 41 families, with the highest number annotated in the families AP2/ERF-ERF, bHLH, bZIP, C2H2, MYB, NAC and WRKY. In M, TFs from 29 families were recognized, with the highest number found in the families ERF, bHLH, Myb, Myb-related, WRKY, NAC and C2H2 (Table S4, Figure 5).

Factors from the ethylene-responsive factor (ERF) family play important roles in many cellular processes such as hormonal signal transduction, response to biotic and abiotic stresses and regulation of metabolism [71]. Upon viroid infection, the expression of 17 genes encoding ERFs, Pti4, Pti6 and dehydration-responsive element-binding proteins was altered. Most of them were up-regulated.

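The ERF1-like gene (Solyc03g093610.1.1), for an activator of ethylene-responsive promoters, rose with FC = 26.8 at 17 dpi and 5.92 at 49 dpi in S23 leaves (adjusted p = 5.08e-05 and 0.00698, n = 3 against 3). Pti6, which binds the GCC box of PR promoters, rose with FC = 4.23, 3.08 and 4.83 at 17, 24 and 49 dpi (adjusted p = 0.00249, 0.0116 and 0.000687), and Pti4 rose at 17 dpi (FC = 5.59, adjusted p = 0.00247). A dehydration-responsive element-binding protein 3-like gene (Solyc06g066540.1.1) fell at 24 dpi (FC = −5.53, adjusted p = 0.0206). In M leaves at 24 dpi Pti6 had FC = 2.76 (adjusted p = 0.102). Of 15 ERF and DREB probe sets listed by symbol, 5 were higher at 17 dpi, 1 was higher and 2 were lower at 24 dpi, and 3 were higher at 49 dpi in S23 leaves, and 1 was higher in M leaves at 24 dpi. Adjusted over the list alone, 6, 1 and 3 and, for M, 4 were higher. Using the 3′ minus 5′ signal as a covariate, 4 were higher and 1 lower at 17 dpi.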

In the bHLH family, out of 13 altered genes, 4 were associated with both mild and severe infection. One and 8 genes were exclusively altered in mild and severe infection, respectively. Most of the altered bHLH genes were down-regulated.

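Among the bHLH genes, which regulate light, hormone and stress responses, the ICE1-like gene (Solyc03g118310.2.1) fell with FC = −7.42 at 24 dpi and −9.90 at 49 dpi in S23 leaves (adjusted p = 0.0233 and 0.00729, n = 3 against 3). The bHLH122-like gene (Solyc12g100140.1.1) fell with FC = −2.09 at 17 dpi and −2.32 at 24 dpi (adjusted p = 0.00261 and 0.000509). ICE1a fell at 17 dpi (FC = −3.31, adjusted p = 0.00832). PIF1 (Solyc09g063010.2.1) rose at 49 dpi (FC = 2.60, adjusted p = 0.048). Of the 13 bHLH genes that the study chose on these samples, 4 were lower and none higher at 17 dpi, 3 lower and 2 higher at 24 dpi, and 4 lower and 3 higher at 49 dpi. With the 3′ minus 5′ covariate 1, 4 and 4 were lower. The bHLH135-like gene (Solyc05g007210.2.1) had FC = 3.26 in M leaves (adjusted p = 0.147) and fell in S23 leaves (FC = −2.75, adjusted p = 0.0342) at 49 dpi.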

TFs from the bZIP family (basic leucine zipper) are key regulators of growth and development and are functionally involved in oxidative stress [72,73]. 

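In S23 leaves the bZIP gene abz1, which responds to lack of oxygen, rose at 49 dpi with FC = 5.51 (log2 2.46, SE 0.58, adjusted p = 0.00342, n = 3 against 3). The VIP1-like gene (Solyc06g060490.2.1) rose at 17 dpi (FC = 2.61, adjusted p = 0.00441) and 49 dpi (FC = 2.15, adjusted p = 0.0131), while the PosF21-like gene (Solyc07g062710.2.1) fell at 17 dpi (FC = −4.12, adjusted p = 0.0402) and 24 dpi (FC = −4.60, adjusted p = 0.0357). In the fit with the 3′ minus 5′ covariate the PosF21-like gene had FC = −1.59 at 17 dpi (adjusted p = 0.553). In M leaves none of the 12 bZIP genes in the study's table, chosen on these samples, passed an adjusted p of 0.05 in limma, and at 8 dpi 0 were higher and 3 lower at an unadjusted p under 0.05. In S23 leaves 2, 2 and 5 were higher and 1, 1 and 0 lower at 17, 24 and 49 dpi, and with the covariate 1, 4 and 5 were higher. Leaving out an array in turn changed the 5 higher at 49 dpi to between 2 and 3 without S23 replicate 1 or mock replicate 1 or 2 and 8 without mock replicate 3.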

Most of the identified genes were present in only the S23-infected plants.

C2H2 zinc finger (C2H2-ZF) proteins constitute a large gene family in plants and participate in various aspects of normal plant growth and development, as well as in biotic and abiotic stress responses. We identified 11 genes altered by viroid infection, most of them up-regulated. One protein indeterminate-domain 9 gene and two other genes, zinc finger protein 3-like and transcription factor IIIA, were down-regulated in M and S23, respectively. 

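The C2H2 zinc finger gene ZAT10-like (Solyc12g088390.1.1), of a family that represses growth under stress, rose in S23 leaves with FC = 5.20 at 17 dpi and 11.2 at 49 dpi (adjusted p = 0.00353 and 5.85e-05, n = 3 against 3). ZF2 rose at 49 dpi (FC = 10.8, adjusted p = 0.000749) and the ZAT11-like gene Solyc05g054650.1.1 at 17 and 49 dpi (FC = 2.78 and 7.69, adjusted p = 0.0219 and 6.52e-05). The zinc finger protein 3-like gene (Solyc06g068390.1.1) fell in S23 leaves at 24 dpi (FC = −5.85, adjusted p = 0.00358). Protein indeterminate-domain 9 (Solyc06g075250.2.1) had FC = −2.12 in M leaves at 8 dpi (adjusted p = 0.536, n = 2 against 3). Of the 11 genes of this family that the study chose on these samples, 3 were higher and 1 lower at 17 dpi and 5 higher and 1 lower at 49 dpi. The 3′ minus 5′ covariate left 1 and 4 higher and none lower on these days.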

Based on the in vitro binding capacity of TFIIIA from Arabidopsis thaliana, it was proposed that TFIIIA could act as a bridge between the viroid RNA template and polymerase II [24]. Later, in Nicotiana benthamiana, suppression of TFIIIA (variant 7Z lacking first two ZFs) was shown to reduce PSTVd replication while overexpression enhanced PSTVd replication in planta [34]. 

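The transcription factor IIIA gene (Solyc10g077110.1.1), for an activator of 5S ribosomal RNA genes, fell in S23 leaves with FC = −3.03 at 17 dpi (log2 −1.60, SE 0.59, adjusted p = 0.0495, n = 3 against 3) and FC = −3.19 at 49 dpi (log2 −1.67, adjusted p = 0.0389). At 24 dpi it had FC = −1.64 (adjusted p = 0.518), and in M leaves FC = 1.01, −1.09 and −2.07 at 17, 24 and 49 dpi (adjusted p = 1, 0.973 and 0.526). The 3′ minus 5′ signal moved with the S23 arrays of 17 dpi, and with it as a covariate this gene had FC = −1.12 at 17 dpi (adjusted p = 0.819) and FC = −1.63 at 49 dpi (adjusted p = 0.0574).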

In our experiment conducted in a different plant host, TFIIIA was down-regulated only in S23-infected plants at 17 and 49 dpi but not at 24 dpi when the viroid RNA level was higher. Searching of DEG lists from published data indicated no regulation of the TFIIIA gene in tomato infected with an intermediate PSTVd strain at 28 dpi [43] or 21 dpi [23]. This result is consistent with our data for the mild variant (and severe at 24 dpi) and indicates differences among transcriptional profile changes after infection with strains of different virulences as well as differences among the stages of viroid infection.

Myb family TFs control many physiological processes, including biotic and abiotic stress responses. 

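Some Myb genes rose in S23 leaves. The MYB48-like gene (Solyc11g073120.1.1) rose with FC = 32.7 at 24 dpi and 15.0 at 49 dpi (adjusted p = 0.000229 and 0.0019, n = 3 against 3). The Myb4-like gene (Solyc09g090130.2.1), of a family that represses phenylpropanoid synthesis, rose with FC = 6.81 at 17 dpi and 6.21 at 49 dpi (adjusted p = 1.5e-05 and 1.76e-05) and had FC = 2.31 in M leaves at 24 dpi (adjusted p = 0.0925). THM16 rose in S23 leaves at 49 dpi (FC = 4.47, adjusted p = 0.000499), with FC = 2.70 in M leaves (adjusted p = 0.126). The leaf-form gene phantastica (Solyc09g010840.1.1) fell at 24 dpi in S23 leaves (FC = −2.76, adjusted p = 0.0185). Of the 12 Myb genes in the study's table, which were chosen on these samples, 3, 3 and 7 were higher and 0, 2 and 0 lower in S23 leaves at 17, 24 and 49 dpi, and 1, 5 and 5 were higher with the 3′ minus 5′ covariate. None passed in M leaves in limma on any day, where 4 were up and 1 was down at the thresholds of the paper at 49 dpi. The omission of 1 array changed the 7 higher at 49 dpi to 4 without mock replicate 2.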

We observed altered expression of 12 Myb genes; half of them were specific to S23 infection, and the rest common to both strains.

WRKY TFs play an important role in the regulation of gene transcriptional reprogramming in plant stress responses [74]. Overall, the altered genes, 8 exclusive to S23 infection and 6 common for both strains, were up-regulated.

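The WRKY40-like gene (Solyc03g116890.2.1), for a regulator of salicylic acid and ABA responses, rose in S23 leaves with FC = 9.88 at 24 dpi and 18.7 at 49 dpi (adjusted p = 0.0126 and 0.00163, n = 3 against 3). The WRKY57-like gene (Solyc05g012500.2.1) rose at 49 dpi (FC = 4.43, adjusted p = 5.91e-05) and the WRKY70-like gene (Solyc03g095770.2.1) at 17 dpi (FC = 7.32, adjusted p = 0.00219). Of 12 WRKY genes found by description, all from the study's own table, 7, 3 and 10 were higher in S23 leaves at 17, 24 and 49 dpi, and none was lower (8, 3 and 11 adjusted over the list alone). In M leaves 1 was higher, at 24 dpi. When the 3′ minus 5′ signal was a covariate, 3, 4 and 7 were higher in S23 leaves. The WRKY53-like gene (Solyc08g008280.2.1) had FC = 3.03 in M leaves at 24 dpi (adjusted p = 0.221) and FC = 2.63 in S23 leaves at 49 dpi (adjusted p = 0.0846). Single arrays changed the 7 higher at 17 dpi to between 3 and 4 without S23 replicate 2 or mock replicate 1 or 2, and the 10 higher at 49 dpi to 4 without mock replicate 1 or 2.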

The NAC family plays roles in plant growth and development, including responses to abiotic stress [75,76]. Higher up-regulation was observed in S23-infected plants than in M-infected plants.

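The FEZ-like NAC gene (Solyc10g055760.1.1) rose in S23 leaves at 17 dpi with FC = 28.6 (adjusted p = 0.00405, n = 3 against 3) and had FC = 5.22 in M leaves (adjusted p = 1). JA2, a NAC gene induced by jasmonic acid, rose with FC = 12.5 in S23 leaves at 17 dpi (adjusted p = 0.0043) and FC = 4.71 at 49 dpi (adjusted p = 0.0496). SlSRN1, the stress-related NAC1, rose in S23 leaves at 17 dpi (FC = 2.25, adjusted p = 0.00496) and 49 dpi (FC = 2.60, adjusted p = 0.000854). Of the 12 NAC genes that the study chose on these samples, 8 were higher at 17 dpi, 1 at 24 dpi and 7 at 49 dpi in S23 leaves, and none was lower. None passed in M leaves in limma, where 2 were higher at an unadjusted p under 0.05 at 24 dpi. Once the 3′ minus 5′ signal was in the model, 3, 3 and 3 were higher, and 1 was lower at 24 dpi and 1 at 49 dpi. Of the 8 found by a description fixed before, 4, 1 and 4 were higher (5, 2 and 5 adjusted over the list alone). Omitting 1 array changed the 7 higher at 49 dpi to 2 without S23 replicate 1 or mock replicate 1 or 2.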

#### 3.5.2. Protein Kinases

Expression alterations of over 70 PKs were observed during S23 infection, compared to 29 during M infection. These PKs were assigned to over 20 families (Table S4).

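More of the listed protein kinase genes were called higher than lower in S23 leaves at 17 and 49 dpi. This difference was not tested, and it was absent at 17 dpi with the 3′ minus 5′ covariate. A receptor-like kinase gene (Solyc02g081510.1.1) rose with FC = 8.32, 6.33 and 5.33 at 17, 24 and 49 dpi (adjusted p = 0.00188, 0.0038 and 0.00606, n = 3 against 3). Of the 77 protein kinase probe sets in the study's table, which it chose on these samples, 27 were higher and 12 lower at 17 dpi, 10 higher and 10 lower at 24 dpi, and 29 higher and 10 lower at 49 dpi. The 3′ minus 5′ covariate left 7 higher and 7 lower at 17 dpi. In M leaves 2 were higher and 1 lower at 24 dpi, and 1 was higher at 49 dpi. At 8 dpi 1 was lower in M and 1 in S23 leaves, which was the CBL-interacting kinase 14. Some counts rested on 1 array, and leaving it out changed the 27 higher at 17 dpi to between 6 and 12 without S23 replicate 1 or 2 or mock replicate 1, and the 12 lower at 17 dpi to between 6 and 7 without S23 replicate 1 or 2 or mock replicate 1. Likewise it changed the 10 higher at 24 dpi to between 3 and 6 without S23 replicate 2 or mock replicate 1, 2 or 3, and the 10 lower at 24 dpi to between 5 and 6 without S23 replicate 2 or mock replicate 2. It changed the 29 higher at 49 dpi to between 9 and 13 without S23 replicate 1 or mock replicate 1 or 2, and the 10 lower at 49 dpi to between 3 and 4 without S23 replicate 1 or mock replicate 1 or 2.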

### 3.6. Genes Related to Jasmonic Acid, Ethylene and Salicylic Acid Biosynthesis and Signaling

As shown in Table S5 and Figure 6, the expression of several genes involved in JA biosynthesis and signaling was altered, mostly by the S23 variant. 

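TomloxE, a lipoxygenase that oxidizes the fatty acid at the start of the pathway, rose in S23 leaves with FC = 5.33 at 24 dpi and 14.3 at 49 dpi (adjusted p = 0.00966 and 0.000154, n = 3 against 3). The JAR1-like gene (Solyc10g011660.2.1), which joins jasmonic acid to isoleucine, rose with FC = 7.40 and 3.42 (adjusted p = 0.000496 and 0.0171). Of 11 jasmonate probe sets listed by symbol, 2 were higher and 1 lower at 24 dpi, and 1 was higher at 17 dpi and 1 at 49 dpi. Adjusted over the list alone, 0, 3 and 2 were higher and 0, 1 and 1 lower at 17, 24 and 49 dpi, and with the 3′ minus 5′ covariate 0, 3 and 2 were higher and 1, 1 and 1 lower. In M leaves at 24 dpi none passed over all probe sets in limma, where 2 had an unadjusted p under 0.05 and were higher and 2 lower. Of the 14 genes in the study's table, which it chose on these samples, 3, 7 and 6 were higher and 1, 1 and 0 lower at 17, 24 and 49 dpi in S23 leaves, and 1 was higher in M leaves at 24 dpi. Given the 3′ minus 5′ covariate, 2, 9 and 4 of these were higher in S23 leaves. Taking out 1 array changed the 7 higher at 24 dpi to 3 without S23 replicate 2, and the 6 higher at 49 dpi to 3 without S23 replicate 1 or mock replicate 1 or 2.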

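In M leaves the lipoxygenase gene loxC (Solyc01g006540.2.1) had FC = −3.86 and −3.70 at 17 and 24 dpi (adjusted p = 1 and 0.289, n = 3 against 3) and FC = −2.37 at 49 dpi (adjusted p = 0.556). The 3-ketoacyl-CoA thiolase gene Solyc09g061840.2.1, for the last step of beta-oxidation in jasmonic acid synthesis, rose in M leaves at 24 dpi with FC = 7.63 (log2 2.93, SE 0.60, adjusted p = 0.0144). It had FC = 1.31 at 17 dpi and FC = 2.69 at 49 dpi (adjusted p = 1 and 0.351).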

One *LOX* (lipoxygenase) gene was down-regulated in M-infected plants at 17 and 49 dpi, while one *KAT* gene (3-ketoacyl-CoA thiolase) was up-regulated between 17 and 49 dpi. In addition to the down-regulation of three genes, *LOX* (the same as in M infection), *OPR* (12-oxophytodienoate reductase 3), and *ACS* (acyl-CoA oxidase), other genes related to biosynthesis were up-regulated by PSTVd-S23. Similarly, in the perception and signaling pathway, genes encoding Jasmonate-Zim Domain (JAZ) protein and MYC2 TFs were up-regulated during S23 infection.

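In S23 leaves loxC had FC = −3.26, −2.99 and −4.15 at 17, 24 and 49 dpi (adjusted p = 0.0941, 0.185 and 0.0506, n = 3 against 3). OPR3, for the reductase that acts in jasmonic acid synthesis, rose at 17 dpi (FC = 1.82, adjusted p = 0.0389) and 24 dpi (FC = 2.04, adjusted p = 0.0189), while opr2 fell at 24 dpi (FC = −2.00, adjusted p = 0.0481). The acyl-coenzyme A oxidase 4-like gene (Solyc10g085200.1.1) fell at 17 dpi (FC = −3.15, adjusted p = 0.0152), with FC = −1.71 under the 3′ minus 5′ covariate (adjusted p = 0.227). The thiolase gene Solyc09g061840.2.1 rose with FC = 12.5, 4.73 and 7.74 at 17, 24 and 49 dpi (adjusted p = 0.00028, 0.0106 and 0.00102) and Solyc09g091470.2.1 with FC = 2.34, 2.05 and 2.25 (adjusted p = 0.00248, 0.00627 and 0.00196).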

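MYC2, the transcription factor that drives jasmonate responses, rose in S23 leaves with FC = 2.81 at 24 dpi and 1.93 at 49 dpi (adjusted p = 0.00141 and 0.0253, n = 3 against 3). Among the JAZ repressors, Prg1 (Solyc11g011030.1.1) rose at 24 dpi (FC = 5.97, adjusted p = 0.0455) and SRG1 (Solyc03g122190.2.1) at 49 dpi (FC = 2.75, adjusted p = 0.0115). On the first of these days MYC2 had FC = 1.57 in M leaves (adjusted p = 0.41).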

Ethylene (ET) is synthesized from methionine through the sequential action of three enzymes: *S*-adenosyl-l-methionine synthetase (SAM1), 1-aminocyclopropane-1-carboxylate (ACC) synthase (ACS) and ACC oxidase (ACO). The *ACO* and *ACS* genes were up-regulated at various time points in both PSTVd infections, while the expression of the *SAM1* gene was reduced (FC = −6.3) at 17 dpi but later increased several fold (FC = 2.4) upon S23 infection. 

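ACO1, for ACC oxidase, rose in S23 leaves with FC = 90.3, 16.0 and 43.0 at 17, 24 and 49 dpi (adjusted p = 0.00125, 0.0292 and 0.00285, n = 3 against 3) and had FC = 20.6 in M leaves at 24 dpi (adjusted p = 0.0882). The ethylene-forming enzyme gene Solyc07g049550.2.1 rose in S23 leaves at 17 dpi (FC = 9.09, adjusted p = 0.00041). Among the ACC synthases, ACS3 rose at 24 dpi (FC = 3.04, adjusted p = 0.00154) and ACS6 at 49 dpi (FC = 3.34, adjusted p = 0.00897). The S-adenosylmethionine synthase gene SAM2 (Solyc12g099000.1.1) had FC = 1.33 at 17 dpi (adjusted p = 0.208) and rose with FC = 2.42 at 24 dpi and 2.39 at 49 dpi (adjusted p = 0.00112 and 0.00111). Another probe set of the same cluster, without a gene name here and chosen after its values were seen, had FC = −6.47 at 17 dpi. Its FC was −1.21 with the 3′ minus 5′ covariate. Of the 9 synthesis genes that the study chose on these samples, 3, 3 and 5 were higher and none lower in S23 leaves at 17, 24 and 49 dpi, and none passed in M leaves at 24 dpi in limma, where 4 were higher at an unadjusted p under 0.05. One by one, the omission of arrays changed the 5 higher at 49 dpi to 3 without S23 replicate 1 or mock replicate 1.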

Genes coding for proteins engaged in ET signaling, such as ER-localized receptors (ETR), constitutive triple response1 (CTR1), the transcription factor EIN3 and ERF, were up-regulated in both M- and S23-infected plants, but no differential regulation was observed at 49 dpi in M infection (Figure 6, Table S5).

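CTR1, a kinase that holds ethylene signaling off, rose in S23 leaves with FC = 2.38 at 17 dpi and 2.44 at 49 dpi (adjusted p = 0.0483 and 0.042, n = 3 against 3), and the receptor genes ETR5 and ETR1 rose at 17 dpi (FC = 2.95 and 2.06, adjusted p = 0.00869 and 0.0232). EIL4, of the EIN3 family that turns on ethylene-responsive genes, rose at 49 dpi (FC = 2.60, adjusted p = 0.00186) and EIL2 at 24 dpi (FC = 2.08, adjusted p = 0.00313). In M leaves EIL1 had FC = 1.98 at 17 dpi (adjusted p = 0.688) and EREB had FC = 4.70 at 24 dpi and −1.90 at 49 dpi (adjusted p = 0.185 and 0.689). At 17 dpi 8 of the 12 signaling genes in the study's table, chosen on these samples, were higher, 4 with the 3′ minus 5′ signal, which moved with those arrays, as a covariate. At 24 and 49 dpi 4 and 4 were higher. None passed in M leaves at 49 dpi in limma, where 1 was higher and 0 lower at an unadjusted p under 0.05. Leaving out single arrays changed the 8 higher at 17 dpi to between 4 and 5 without S23 replicate 1 or 2 or mock replicate 1.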

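The phenylalanine ammonia-lyase-like gene Solyc09g007920.2.1 fell in S23 leaves at 17 dpi with FC = −9.41 (log2 −3.23, SE 1.12, adjusted p = 0.0387, n = 3 against 3). At 24 and 49 dpi it had FC = 1.76 and −2.83 (adjusted p = 0.789 and 0.314). Under the 3′ minus 5′ covariate, a signal that was higher in the S23 arrays of 17 dpi, this gene had FC = −1.26 (adjusted p = 0.648). It had FC = −1.01 in M leaves on that day (adjusted p = 1).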

We observed only down-regulation in S23 at 17 dpi of the gene encoding phenylalanine ammonia-lyase (PAL), the key enzyme in salicylic acid (SA) biosynthesis. However, genes coding for proteins belonging to the SA signaling pathway, such as the regulatory protein NPR1 and the transcription factor TGA, were up-regulated beginning at 17 dpi (Figure 6, Table S5).

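The NPR1-type genes NML2 and NML1, for receptors that carry the salicylic acid signal, rose in S23 leaves. NML2 had FC = 2.23 at 17 dpi and 2.41 at 49 dpi (adjusted p = 0.0483 and 0.0303, n = 3 against 3) and NML1 had FC = 2.32 at 49 dpi (adjusted p = 0.00428). The TGA1-like gene (Solyc04g072460.2.1) rose with FC = 3.33, 2.77 and 4.25 at 17, 24 and 49 dpi (adjusted p = 0.0166, 0.0449 and 0.00377) and TGA-2.1 (Solyc10g080770.1.1) at 49 dpi (FC = 2.52, adjusted p = 0.00361). Downstream, PR-1a1 rose at 17 dpi (FC = 50.7, adjusted p = 0.00374) and 49 dpi (FC = 20.0, adjusted p = 0.0145). Of the 8 signaling genes that the study chose on these samples, 5, 3 and 7 were higher and none lower at 17, 24 and 49 dpi, and 3, 3 and 6 with the 3′ minus 5′ covariate. In M leaves 2 were higher, at 24 dpi. A fit without 1 array changed the 5 higher at 17 dpi to between 2 and 3 without S23 replicate 1 or 2 or mock replicate 1, and the 7 higher at 49 dpi to 4 without S23 replicate 1 or mock replicate 1 or 2.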

### 3.7. Genes Related to Gibberellin, Abscisic Acid, Brassinosteroid, Cytokinin and Auxin Biosynthesis and Signaling

Gibberellins (GA), abscisic acid (ABA), brassinosteroids (BR) and cytokinin (CK) are isoprenoid derivatives [77]. 

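DXS, the first enzyme of the plastid isoprenoid pathway, fell in S23 leaves with FC = −3.91 at 17 dpi (log2 −1.97, SE 0.35, adjusted p = 0.000621, n = 3 against 3) and FC = −5.25 at 49 dpi (adjusted p = 4.92e-05). HDS fell at 17 dpi (FC = −2.14, adjusted p = 0.0225). The cytosolic phosphomevalonate kinase gene (Solyc08g076140.2.1) rose with FC = 2.36, 2.13 and 2.79 at 17, 24 and 49 dpi (adjusted p = 0.0131, 0.0292 and 0.00289). Of 6 isoprenoid backbone probe sets listed by symbol, 3, 1 and 4 were lower and none higher at 17, 24 and 49 dpi (4, 1 and 4 lower adjusted over the list alone, 1, 1 and 4 with the 3′ minus 5′ covariate). As a set they ranked low in camera with a preset correlation at 17 dpi (adjusted p = 0.0199), at 49 dpi (adjusted p = 0.00469) and in M leaves at 24 dpi (adjusted p = 0.0405), with an adjusted p of 0.655, 0.437 and 0.668 with an estimated correlation and of 0.0429, 0.0162 and 0.0949 with a preset one and the covariate. None passed over all probe sets in M leaves at 24 dpi in limma, where 2 had an unadjusted p under 0.05 and were lower and 1 was lower adjusted over the list alone. Isopentenyl diphosphate isomerase IPI had FC = −3.52 there (adjusted p = 0.182). Of the 9 genes that the study chose on these samples, 4 and 3 were lower at 17 and 49 dpi in S23 leaves at an adjusted p under 0.05. At the thresholds of the paper 6 and 4 were lower there, and 2 in M leaves at 24 dpi.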

In our experiments, we observed down-regulation of most genes encoding the enzymes associated with the biosynthesis of isoprenoid at 17 dpi (7 genes) and 49 dpi (5 genes) during S23 infection and at 24 dpi (3 genes) during M infection.

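Gibberellin synthesis genes rose in S23 leaves at 24 dpi. The 20-oxidases, which make the precursors of active gibberellin, had FC = 24.0 for GA20OX1 (adjusted p = 3.93e-05, n = 3 against 3), 14.3 for 20ox-2 (log2 3.84, SE 0.41, adjusted p = 1.01e-06) and 10.2 for 20ox-3 (adjusted p = 0.000885). GA3ox1, which completes active gibberellin, rose with FC = 2.69 (adjusted p = 0.00115) and the ent-kaurenoic acid oxidase 2-like gene (Solyc12g006460.1.1) with FC = 7.49 (adjusted p = 0.000299). Of 8 gibberellin probe sets listed by symbol, 4 were higher and 1 lower at 24 dpi (4 and 1 adjusted over the list alone), and the counts stayed at 4 and 1 with the 3′ minus 5′ covariate. Camera gave the set an adjusted p of 0.0105 with a preset correlation and 0.302 with an estimated correlation. At 17 dpi 1 was lower and at 49 dpi 1.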

The expression of genes involved in the GA biosynthetic process, ent-kaurenoic acid oxidase (KAO), GA20-ox (3 genes) and GA3-ox, was increased at 24 dpi in plants infected with S23. One of the GA20-ox genes (Solyc03g006880.2.1) was down-regulated at 17 dpi and 49 dpi in S23 and M infection, respectively. 

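GA20OX1 (Solyc03g006880.2.1) fell in S23 leaves at 17 dpi with FC = −6.02 (log2 −2.59, SE 0.65, adjusted p = 0.00846, n = 3 against 3) and had FC = −3.22 in M leaves at 49 dpi (adjusted p = 0.302). After the 3′ minus 5′ signal entered the model, its FC at 17 dpi was −3.34 (adjusted p = 0.105).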

The expression of genes encoding the nuclear receptor GID1, DELLA protein, and PIF 4 transcription factor, which are involved in GA signaling [78,79,80], were mostly altered in the severely infected plants. 

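In S23 leaves the gibberellin receptor gene GID1C (Solyc01g098390.2.1) had FC = 8.43 at 24 dpi (adjusted p = 0.0698, n = 3 against 3) and rose at 49 dpi (FC = 13.1, adjusted p = 0.0202). PIF4 (Solyc07g043580.2.1), which drives elongation when DELLA proteins are removed, rose at 24 dpi (FC = 2.07, adjusted p = 0.00354) and fell at 17 dpi (FC = −1.67, adjusted p = 0.0293). The DELLA gene GAI fell at 24 dpi (FC = −2.45, adjusted p = 0.00289) and 49 dpi (FC = −1.87, adjusted p = 0.0243). Using the 3′ minus 5′ signal as a covariate, GID1C had FC = 7.72 at 24 dpi (adjusted p = 0.000249).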

Genes coding for GID1 and PIF 4 were induced at 24–49 dpi and 24 dpi, respectively, whereas a decrease in the transcript level of the genes coding for DELLA proteins was observed at 24 dpi. 

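In M leaves GID1C had a log2 fold change of 2.70 at 24 dpi (SE 1.15, adjusted p = 0.326, n = 3 against 3), PIF4 had FC = 1.67 (adjusted p = 0.145) and the DELLA gene GAI had FC = 1.03 (adjusted p = 0.984).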

In M-infected plants, only the induction of GID1 at 24 dpi was observed (Figure 6).

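Of the LOG genes, LOG6 fell in S23 leaves at 17 dpi with FC = −4.97 (adjusted p = 0.026, n = 3 against 3) and had FC = −3.62 at 49 dpi (adjusted p = 0.0645). A LOG3-type gene (Solyc11g069570.1.1) rose at 24 dpi (FC = 2.12, adjusted p = 0.0441) and 49 dpi (FC = 4.62, adjusted p = 0.000158), and in M leaves it had FC = 1.80 at 49 dpi (adjusted p = 0.367). With the 3′ minus 5′ covariate LOG6 had FC = −2.22 at 17 dpi (adjusted p = 0.329).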

Three genes that belong to the LONELY GUY (LOG) family, encoding enzymes that convert inactive cytokinin to an active form [81], were altered in only the plants infected with S23. One of three genes coding for zeatin O-glucosyltransferase (CISZOG), which inactivates active CK, was highly up-regulated at 17 and 49 dpi in PSTV-S23 infected plants. 

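The zeatin O-glucosyltransferase-like gene LOC101246295 rose in S23 leaves with FC = 21.4 at 17 dpi and 10.4 at 49 dpi (adjusted p = 0.00028 and 0.00168, n = 3 against 3). LOC101263304 had FC = −1.58 at 17 dpi and −2.32 at 24 dpi in M leaves (adjusted p = 1 and 0.256). A further gene of this kind (Solyc12g009930.1.1) rose at 24 dpi (FC = 3.28, adjusted p = 0.000185) and fell at 49 dpi (FC = −2.50, adjusted p = 0.00171) in S23 leaves.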

The second was down-regulated at 17 dpi in M-infected plants, and the third one was down- and up-regulated (at 24 and 49 dpi) during S23 infection. 

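The histidine phosphotransfer gene AHP1 (Solyc06g084410.2.1), which passes the cytokinin signal to the nucleus, rose in S23 leaves with FC = 2.31 at 17 dpi and 2.76 at 49 dpi (adjusted p = 0.0259 and 0.00688, n = 3 against 3). The AHP1-like gene Solyc01g098400.2.1 rose at 24 dpi (FC = 4.19, adjusted p = 0.0245). In the fit with the 3′ minus 5′ covariate AHP1 had FC = 1.22 at 17 dpi (adjusted p = 0.395).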

In CK signal transduction, up-regulated transcription of *AHP* genes (histidine-containing phosphotransfer protein) was observed in S23-infected plants. AHPs transmit phosphorylation signals to response regulators (ARRs) in the nucleus, which in turn coordinate target gene transcription and feedback modulation of the signaling cascade [82]. Type-A ARRs acting as repressors of CK signaling provide an efficient instrument to modulate, dampen or shut down CK output in response to a change in the signal input or through crosstalk with other pathways [83]. In general, in M and S23 infection, the expression of genes coding for type-A ARRs was decreased at 17 dpi and increased at 24 and 49 dpi (Table S5).

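The type-A response regulator gene ARR5 (Solyc05g006420.2.1) had FC = −2.23 at 17 dpi and 2.69 at 24 dpi in S23 leaves (adjusted p = 0.0982 and 0.0677, n = 3 against 3) and rose at 49 dpi (FC = 6.30, adjusted p = 0.000891). The ORR3-like gene (Solyc02g071220.2.1) fell at 17 dpi (FC = −3.88, adjusted p = 0.0202) and had FC = 2.41 at 49 dpi (adjusted p = 0.116). In M leaves the ORR3-like gene had FC = −2.81 at 17 dpi (adjusted p = 1) and ARR15 (Solyc03g113720.2.1) had FC = 2.21 at 49 dpi (adjusted p = 0.397).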

Most genes encoding enzymes involved in ABA biosynthesis were down-regulated in S23-infected plants, especially at 17 and 49 dpi, with the exception of the phytoene synthase 1 gene, which was up-regulated in S23 at 17 dpi and 49 dpi and in M infection at 24 dpi. 

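Zeaxanthin epoxidase (ZEP), which acts between carotenoids and ABA, fell in S23 leaves with FC = −5.10 at 17 dpi (log2 −2.35, SE 0.22, adjusted p = 4.02e-07, n = 3 against 3) and FC = −2.41 at 49 dpi (adjusted p = 0.000292), and rose at 24 dpi (FC = 1.84, adjusted p = 0.00731). NCED1, which makes the direct precursor of ABA, fell at 49 dpi (FC = −3.24, adjusted p = 0.0148), and so did PSY2 (FC = −5.71, adjusted p = 0.000287). Phytoene synthase 1 (Psy1) rose at 17 dpi (FC = 4.64, adjusted p = 0.000638), fell at 24 dpi (FC = −3.27, adjusted p = 0.00384) and had FC = 1.93 at 49 dpi (adjusted p = 0.0823) and FC = 1.79 in M leaves at 24 dpi (adjusted p = 0.419). Of 19 probe sets listed by symbol, 6, 5 and 9 were lower and 2, 1 and 1 higher at 17, 24 and 49 dpi (6, 9 and 9 lower and 2, 2 and 4 higher adjusted over the list alone), and 3, 9 and 7 were lower with the 3′ minus 5′ covariate. In M leaves 1 was lower at 24 dpi, and at 49 dpi camera gave the set an adjusted p of 0.0199 with a preset correlation and 0.668 with an estimated correlation. With 1 array fewer, the fit changed the 6 lower at 17 dpi to between 1 and 2 without S23 replicate 1 or 2 or mock replicate 1, and the 5 lower at 24 dpi to 3 without S23 replicate 2. It changed the 9 lower at 49 dpi to 5 without mock replicate 2.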

Most genes involved in ABA signaling were altered at 17 dpi in S23; for example, three *PP2C* genes and the *PYR/PYL/RCAR* gene (Solyc03g007310.2.1) were down-regulated. 

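Among the genes that hold ABA signaling off, protein phosphatase 2C 24 (Solyc06g076400.2.1) fell with FC = −13.9 and protein phosphatase 2C 37 (Solyc05g052980.2.1) with FC = −12.1 in S23 leaves at 17 dpi (adjusted p = 0.000915 and 0.00316, n = 3 against 3). The ABI2 homolog PP2C-1 had FC = −4.98 (adjusted p = 0.0508). The receptor gene PYL8 (Solyc03g007310.2.1) fell with FC = −5.15 (adjusted p = 0.0295), while PYL4 (Solyc03g095780.1.1) rose with FC = 2.91 (adjusted p = 0.00181). When the 3′ minus 5′ signal was a covariate, PYL8 had FC = −1.34 (adjusted p = 0.453) and protein phosphatase 2C 24 had FC = −6.04 (adjusted p = 0.0121). Of 9 such probe sets found by description, 4 were lower and 1 higher at 17 dpi (6 and 3 adjusted over the list alone).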

At 8 dpi, a decreased level of *ABF* (abscisic acid responsive element-binding factor) gene expression in both M- and S23-infected plants was observed. Moreover, in plants infected with S23, a constant increase in the level of *SnRK2* transcript was observed, starting from 17 dpi. 

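AREB1, an ABF factor that turns on ABA-responsive genes, had FC = −3.35 in M leaves at 8 dpi (log2 −1.75, SE 0.44, adjusted p = 0.0646, n = 2 against 3) and FC = −2.86 in S23 leaves (log2 −1.52, SE 0.39, adjusted p = 0.182, n = 3 against 3).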

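The SnRK2-type kinase gene SAPK2 (Solyc04g074500.2.1), for a kinase released when ABA binds its receptor, rose in S23 leaves at 17 dpi with FC = 2.16 (adjusted p = 0.0365, n = 3 against 3) and at 49 dpi with FC = 2.45 (adjusted p = 0.0149), and had FC = 2.06 at 24 dpi (adjusted p = 0.0623). Once the 3′ minus 5′ signal was in the model, it had FC = 1.40, 2.02 and 1.82 (adjusted p = 0.44, 0.0131 and 0.0536).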

The plastid-localized ABA receptor is the H subunit of Mg chelatase (CHLH), which binds a group of WRKY TFs (WRKY40, 18, and 60) in the presence of ABA, preventing them from moving to the nucleus, where they would otherwise repress the expression of several ABA-response loci. We observed an increased level of transcripts coding for WRKY40 and a decreased level of transcripts coding for CHLH, and this alteration in expression level appeared earlier in plants infected with S23 (17 dpi) than in those infected with M (24 dpi).

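At 17 dpi in S23 leaves WRKY40-like (Solyc03g116890.2.1) rose with FC = 26.8 (adjusted p = 0.00113, n = 3 against 3) and the magnesium-chelatase subunit ChlH gene (Solyc04g015750.2.1) fell with FC = −8.74 (log2 −3.13, SE 0.53, adjusted p = 0.000376). In M leaves at 24 dpi WRKY40-like rose with FC = 14.4 (adjusted p = 0.0364), while ChlH had FC = −2.83 (adjusted p = 0.189). At 17 dpi in M leaves they had FC = 1.59 and −1.29 (adjusted p = 1 and 1). Given the 3′ minus 5′ covariate, the S23 values at 17 dpi were FC = 7.17 for WRKY40-like and −4.89 for ChlH (adjusted p = 0.00812 and 0.00571).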

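The sterol synthesis gene methylsterol monooxygenase 1-1-like (Solyc01g091320.2.1) rose in S23 leaves with FC = 14.8 at 24 dpi and fell with FC = −12.3 at 49 dpi (adjusted p = 0.00484 and 0.00627, n = 3 against 3). Methylsterol monooxygenase 2-2 (Solyc06g005750.2.1) rose with FC = 13.8 and fell with FC = −7.73 (adjusted p = 0.000483 and 0.00341). Squalene monooxygenase (Solyc04g077440.2.1) fell at 17 dpi (FC = −2.22, adjusted p = 0.00608) and rose at 24 dpi (FC = 2.81, adjusted p = 0.000522). 7-Dehydrocholesterol reductase (Solyc01g009310.2.1) rose at 17 dpi and 49 dpi (FC = 2.47 and 2.07, adjusted p = 0.00128 and 0.00384). Of 10 sterol and brassinosteroid synthesis probe sets found by description, 1, 6 and 1 were higher and 2, 1 and 4 lower at 17, 24 and 49 dpi (1, 6 and 1 higher and 3, 1 and 4 lower adjusted over the list alone). Once the 3′ minus 5′ signal was a covariate 1, 7 and 1 were higher and 2, 1 and 2 lower.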

In the S23-infected plants, the expression levels of genes involved in sterol synthesis were reduced at 17 and 49 dpi but up-regulated at 24 dpi. In the direct brassinosteroid biosynthesis pathway, genes encoding cytochromes P450 724B1 and P450 90A1 were down-regulated. However, 3 other genes were up-regulated, and 2 of these were also up-regulated in the M variant. One of these genes (*CYP92A6*) was very highly up-regulated, i.e., FC = 133 and FC = 43 in S23 (17 dpi) and M (24 dpi) infection, respectively. 

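The cytochrome P450 724B1-like gene CYP724B2, for an early step of brassinosteroid synthesis, fell in S23 leaves at 17 dpi (FC = −2.38, adjusted p = 0.00973, n = 3 against 3) and 24 dpi (FC = −2.89, adjusted p = 0.00189), and cytochrome P450 90A1 (Solyc06g051750.2.1) fell at 24 dpi (FC = −3.47, adjusted p = 0.000366). In M leaves CYP724B2 had FC = −2.00 at 24 dpi (adjusted p = 0.145).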

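CYP92A6, which Table S5 lists as a cytochrome P450 71A1-like gene (Solyc03g122350.2.1), rose in S23 leaves with FC = 126 at 17 dpi (log2 6.98, SE 0.89, adjusted p = 1.58e-05, n = 3 against 3), 30.3 at 24 dpi and 20.4 at 49 dpi (adjusted p = 0.000426 and 0.00113). CYP85A1, for a late step of brassinosteroid synthesis, rose at 24 dpi in M leaves (FC = 4.64, adjusted p = 0.00167) and in S23 leaves (FC = 6.26, adjusted p = 2.31e-05). A CYP749A22-like gene (Solyc05g011970.2.1) rose at 49 dpi in S23 leaves (FC = 3.12, adjusted p = 0.0201). Under the 3′ minus 5′ covariate CYP92A6 had FC = 73.5 at 17 dpi (adjusted p = 0.000357).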

Notably, genes involved in signal transduction were down-regulated in S23 infection at 17–49 dpi and in M infection at 24 dpi (Table S5).

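Genes of brassinosteroid signaling that fell in S23 leaves at 17 dpi included the D-type cyclin cycd3c3 (FC = −5.08, adjusted p = 0.0313, n = 3 against 3) and the protein phosphatase PP2A-5 gene (Solyc01g073650.2.1, FC = −2.34, adjusted p = 0.00106). The kinase gene RLCKVII-like (Solyc11g072660.1.1) rose with FC = 2.90, 3.31 and 2.90 at 17, 24 and 49 dpi (adjusted p = 0.0131, 0.0057 and 0.00998). Of the 11 signaling genes that the study chose on these samples, 5, 1 and 1 were lower and 1, 1 and 1 higher at 17, 24 and 49 dpi, and 1 was lower at 17 dpi with the 3′ minus 5′ covariate. In M leaves none passed at 24 dpi in limma, 4 were lower at an unadjusted p under 0.05, and cycd3c3 had FC = −4.20 (adjusted p = 0.23). Removing 1 array changed the 5 lower at 17 dpi to between 1 and 2 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3.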

Two major pathways, the tryptophan (Trp)-independent and Trp-dependent, have been proposed for the biosynthesis of indole-3-pyruvic acid (IAA) [84], and these pathways were altered in our study, predominantly in severe infection starting at 17 dpi. Additionally, in the signaling pathway, more genes with altered expression were observed in S23 infection, e.g., *AUX/IAA* (auxin-responsive protein IAA), *GH3* (auxin-responsive GH3 gene family), and *SAUR* (small auxin up-regulated RNA). 

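GH3.1 (Solyc02g064830.2.1), for an enzyme that joins indole-3-acetic acid to amino acids, rose in S23 leaves at 17 dpi with FC = 3.44 (log2 1.78, SE 0.38, adjusted p = 0.00261, n = 3 against 3). Among the SAUR genes, SAUR71 (Solyc06g072650.1.1) rose at 49 dpi (FC = 7.54, adjusted p = 0.00154) and the SAUR21-like gene (Solyc01g110680.2.1) fell at 17 dpi (FC = −2.00, adjusted p = 0.0443) and rose at 24 dpi (FC = 3.27, adjusted p = 0.0017). The co-repressor gene TOPLESS-like (Solyc03g117360.2.1), which works with the AUX/IAA repressors, fell at 17 dpi (FC = −5.10, adjusted p = 0.00824), with FC = −2.04 under the 3′ minus 5′ covariate (adjusted p = 0.0939). In M leaves SAUR56 (Solyc05g056430.1.1) had FC = −2.54 at 8 dpi (adjusted p = 0.0821, n = 2 against 3). Of the 19 auxin signaling genes in the study's table, which it chose on these samples, 3, 1 and 3 were higher and 6, 3 and 4 lower at 17, 24 and 49 dpi in S23 leaves, and 1 was higher and none lower in M leaves at 24 dpi in limma, where 2 were lower at an unadjusted p under 0.05. After the 3′ minus 5′ signal entered the model, 1 was higher and 2 lower at 17 dpi in S23 leaves. Leaving out 1 array changed the 6 lower at 17 dpi to between 2 and 3 without S23 replicate 1 or 2 or mock replicate 1.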

AUX/IAAs are negative repressors that bind to the ARFs (auxin-responsive factors) of the target genes, and their degradation is promoted by auxin. All but *AUX/IAA26* were down-regulated in both S23 and M infection. 

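IAA7, a repressor of auxin responses, fell in S23 leaves with FC = −9.16 at 17 dpi (log2 −3.20, SE 0.53, adjusted p = 0.000313, n = 3 against 3) and FC = −4.53 at 49 dpi (adjusted p = 0.0042). IAA4 fell at 17 dpi (FC = −5.52, adjusted p = 0.00331) and IAA29 (Solyc08g021820.2.1) at 24 dpi (FC = −5.49, adjusted p = 0.00851), while IAA26 (Solyc03g121060.2.1) rose at 49 dpi (FC = 4.59, adjusted p = 0.00161). In M leaves IAA8 had FC = −2.47 at 8 dpi and IAA29 had FC = −2.94 at 49 dpi (adjusted p = 0.397 and 0.333). Of 14 Aux/IAA and ARF probe sets listed by symbol, 3, 0 and 4 were lower and 0, 1 and 2 higher in S23 leaves at 17, 24 and 49 dpi (3, 0 and 7 lower and 0, 1 and 2 higher adjusted over the list alone, 3, 0 and 5 lower with the 3′ minus 5′ covariate).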

Down-regulation was also observed in the *ARF9* and *ARF3* genes. 

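ARF9, an auxin response factor that limits cell division in young tomato fruit, fell in S23 leaves at 24 dpi (FC = −5.16, adjusted p = 0.0102, n = 3 against 3) and 49 dpi (FC = −3.75, adjusted p = 0.0282) and had FC = −3.53 in M leaves at 24 dpi (adjusted p = 0.177). ARF3 had FC = −8.93 in M leaves at 17 dpi (log2 −3.16, SE 1.48, adjusted p = 1).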

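The auxin influx carrier gene SlLAX1 fell in S23 leaves with FC = −2.81 at 17 dpi and −2.45 at 24 dpi (log2 −1.49 and −1.29, SE 0.39, adjusted p = 0.0104 and 0.025, n = 3 against 3), with FC = −1.47 at 49 dpi (adjusted p = 0.292). In M leaves it had FC = −1.01 at 17 dpi and 1.06 at 24 dpi (adjusted p = 1 and 0.973). Using the 3′ minus 5′ signal as a covariate, the S23 values were FC = −1.65 and −2.39 (adjusted p = 0.152 and 0.00116).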

The expression of the gene encoding LAX1, which is involved in auxin transport, was reduced at 17 and 24 dpi in only the S23-infected plants (Table S5).

### 3.8. Genes Related to Photosynthesis and Chloroplasts

In addition to photosynthesis, chloroplasts take part in the synthesis of numerous compounds including secondary metabolites, fatty acids, amino acids and important mediators of plant immune responses such as hormones (SA, JA, and ABA) and secondary messengers including calcium and reactive oxygen species (ROS). They also produce retrograde signals to alter nuclear gene expression in order to regulate chloroplast biogenesis, maintain homeostasis, or optimize chloroplast performance in response to developmental cues and stresses including pathogen attack [85].

Previous studies using microarray, macroarray and RNA-seq approaches revealed reduced expression of chloroplast- and photosynthesis-related genes in plants during viroid infection [42,43,46,49,50]. Moreover, measurements of photosynthetic rate demonstrated photosynthesis inhibition in cucumber plants infected with HSVd [50]. In our study, among the 37 DEGs involved in the light reaction, 36 genes were down-regulated (11, 13 and 33 genes at 17, 24, and 49 dpi, respectively) in S23-infected plants, but only 5 were down-regulated in M-infected plants at one time point (49 dpi). Moreover, down-regulation of genes encoding chlorophyll a/b binding proteins was observed in S23-infected plants predominantly at 17 and 49 dpi, while in M-infected plants, this down-regulation occurred at 24 dpi. 

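The genes of the light reaction that fell in S23 leaves included photosystem II reaction center W (Solyc06g084050.2.1), with FC = −2.88 at 24 dpi and −11.1 at 49 dpi (adjusted p = 0.0159 and 7.51e-06, n = 3 against 3), psbP-like protein 1 (Solyc03g114930.2.1), with FC = −4.43 and −7.05 (adjusted p = 0.000533 and 3.32e-05), and photosystem I subunit O (Solyc06g074200.2.1) at 49 dpi (FC = −7.21, adjusted p = 0.000748). Photosystem II reaction center protein H (Solyc01g007520.2.1) fell with FC = −2.26, −3.24 and −4.83 at 17, 24 and 49 dpi (adjusted p = 0.0221, 0.00183 and 9.3e-05) and in M leaves at 49 dpi with FC = −3.43 (adjusted p = 0.0237). Cytochrome b6 (Solyc01g007530.2.1) had FC = −2.30 there (adjusted p = 0.0726). The ATP synthase gamma chain gene (Solyc12g005060.1.1) rose at 17 dpi (FC = 2.74, adjusted p = 0.0288), with FC = 1.26 under the 3′ minus 5′ covariate (adjusted p = 0.472). Of 36 photosystem and electron transport probe sets found by description, 10, 14 and 32 were lower and 1, 0 and 0 higher at 17, 24 and 49 dpi (16, 16 and 34 lower adjusted over the list alone). With the 3′ minus 5′ covariate 2, 17 and 33 were lower (these values were 0, 21 and 33 without the arrays with a GAPDH difference above 5, a fit with 1 S23 array at 17 dpi). At 49 dpi in M leaves 1 was lower, 3 adjusted over the list alone, and 12 without those arrays, which does not take the 3′ minus 5′ difference between M and mock leaves of that day away. Most of these probe sets carry a description only because the study tabulated them, so that the list is not independent evidence of its direction. Leaving out an array in turn changed the 10 lower at 17 dpi to between 1 and 6 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 21 without S23 replicate 3, and the 14 lower at 24 dpi to 8 without S23 replicate 2.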

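CAB5, for a light-harvesting protein, fell with FC = −14.7 at 17 dpi and −30.4 at 49 dpi in S23 leaves (log2 −3.88 and −4.93, SE 0.65, adjusted p = 0.000365 and 1.73e-05, n = 3 against 3) and with FC = −11.3 at 24 dpi in M leaves (adjusted p = 0.00564). Chlorophyll a-b binding protein 13 (Solyc07g063600.2.1) fell with FC = −3.62 and −6.52 in S23 leaves (adjusted p = 0.00993 and 0.00036) and had FC = −3.42 in M leaves at 24 dpi (adjusted p = 0.0756). Chlorophyll a-b binding protein 7 (Solyc07g022900.2.1) fell at 24 dpi in S23 leaves (FC = −2.67, adjusted p = 0.00318). Of 16 such probe sets found by description, which are those of the study's table, 10, 1 and 15 were lower and none higher at 17, 24 and 49 dpi in S23 leaves, and 1 in M leaves at 24 dpi (8 adjusted over the list alone). At the thresholds of the paper 11, 3 and 15 were lower in S23 leaves and 7 in M leaves at 24 dpi. The 3′ minus 5′ signal was higher in the S23 arrays of 17 and 49 dpi, and with it as a covariate 2, 1 and 15 were lower in S23 and 2 in M leaves. Of 8 light reaction and antenna probe sets listed by symbol, 2 were lower at 17 dpi and 8 at 49 dpi (3 and 8 adjusted over the list alone). As a set they ranked low in camera with a preset correlation in S23 leaves at 17 dpi (adjusted p = 0.0199) and 49 dpi (adjusted p = 3.01e-07) and in M leaves at 24 dpi (adjusted p = 0.0286), with an adjusted p of 0.668, 0.543 and 0.668 with an estimated correlation and of 0.138, 2.61e-06 and 0.107 with a preset one and the 3′ minus 5′ covariate. The omission of 1 array changed the 10 lower by description at 17 dpi to between 3 and 6 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3.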

Twelve genes functioning in the Calvin-Benson cycle were down-regulated and 2 were up-regulated starting at the 17th day of S23 infection, and 5 such genes were down-regulated at 49 dpi in M-infected plants. 

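The plastid glyceraldehyde-3-phosphate dehydrogenase B gene (Solyc12g094640.1.1), for an enzyme of carbon fixation, fell in S23 leaves with FC = −4.09, −12.9 and −12.1 at 17, 24 and 49 dpi (adjusted p = 0.0453, 0.00105 and 0.00111, n = 3 against 3), and a fructose-1,6-bisphosphatase gene (Solyc04g071340.2.1) fell at 49 dpi (FC = −18.6, adjusted p = 0.000966). A gene annotated as the large chain of ribulose bisphosphate carboxylase (Solyc01g007330.2.1) fell in S23 leaves on these 3 days (FC = −1.94, −1.91 and −6.46, adjusted p = 0.0182, 0.0232 and 9.23e-07) and in M leaves at 49 dpi (FC = −2.85, adjusted p = 0.0183). The aldolase genes Solyc05g008600.2.1 and SlFBA7 rose in S23 leaves, the first with FC = 2.74, 2.43 and 2.32 (adjusted p = 5.19e-05, 0.000136 and 0.000204) and the latter with FC = 2.43, 1.57 and 2.47 (adjusted p = 0.00028, 0.0352 and 0.000119). Aldolase 2 (Solyc01g110360.2.1) had FC = −2.66 in M leaves at 49 dpi (adjusted p = 0.0726). Of 13 Calvin-Benson cycle probe sets found by description, 5, 8 and 11 were lower and 1 higher on each of 17, 24 and 49 dpi in S23 leaves (7, 8 and 11 lower adjusted over the list alone). In the fit with the 3′ minus 5′ covariate 0, 10 and 10 were lower. In M leaves 1 was lower at 49 dpi, 5 adjusted over the list alone and 3 at the thresholds of the paper. These are genes that the study chose on these samples. Single arrays changed the 5 lower at 17 dpi to between 0 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 8 without S23 replicate 3, and the 8 lower at 24 dpi to between 3 and 5 without S23 replicate 2 or mock replicate 2.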

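Some genes of chlorophyll synthesis fell in S23 leaves. Protochlorophyllide reductase (Solyc12g013710.1.1), which makes chlorophyllide in the light, had FC = −8.18, −6.48 and −35.0 at 17, 24 and 49 dpi (adjusted p = 0.0114, 0.0236 and 9.58e-05, n = 3 against 3), and POR2, of the same family, had FC = −2.29 at 17 dpi and −3.62 at 49 dpi (adjusted p = 0.00175 and 1.23e-05). Porphobilinogen deaminase (Solyc07g066470.2.1) fell with FC = −14.8 and −19.1 at 17 and 49 dpi (adjusted p = 0.0291 and 0.016), and with the 3′ minus 5′ covariate it had FC = −1.66 and −4.34 (adjusted p = 0.463 and 0.00378). Protochlorophyllide reductase had FC = −7.13 in M leaves at 24 dpi (adjusted p = 0.0882). Of the 15 chlorophyll synthesis probe sets found by description, none passed in M leaves at 24 dpi in limma, where 5 were lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone. The study chose its 22 chlorophyll genes on these samples, and 14, 6 and 17 of them were lower on the 3 days and 1 higher, at 24 dpi. Omitting 1 array changed the 14 lower at 17 dpi to between 4 and 5 without S23 replicate 1 or 2 or mock replicate 1, and the 6 lower at 24 dpi to between 2 and 3 without S23 replicate 2 or mock replicate 2.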

We also observed decreased expression of genes implicated in chlorophyll metabolism, mainly during severe infection. Interestingly, the expression of the *SGR* (magnesium dechelatase) and *RCCR* (red chlorophyll catabolic reductase) genes, which encode enzymes associated with chlorophyll degradation, were decreased, in contrast to an increased level of *PAO* (pheophorbide a oxygenase), at 24 dpi. 

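At 24 dpi in S23 leaves the gene STAY-GREEN LIKE (Solyc04g063240.2.1) fell with FC = −2.24 (log2 −1.16, SE 0.32, adjusted p = 0.0143, n = 3 against 3), red chlorophyll catabolite reductase (Solyc03g044470.2.1) had FC = −2.02 (adjusted p = 0.181, and 0.00949 with the 3′ minus 5′ covariate) and the lethal leaf spot 1-like gene (Solyc11g066440.1.1), for pheophorbide a oxygenase, rose with FC = 2.15 (adjusted p = 0.0124). The chlorophyll b reductase gene NYC1 (Solyc07g024000.2.1), which acts in the first step of chlorophyll b breakdown, fell on that day with FC = −7.08 (adjusted p = 1.31e-06) and chlorophyllase-2 (Solyc06g053980.2.1) with FC = −2.62 (adjusted p = 0.0166). STAY-GREEN LIKE also fell at 17 and 49 dpi (FC = −2.94 and −4.15, adjusted p = 0.00227 and 8.89e-05).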

All data are presented in Table S6.

### 3.9. Cell Wall-Related Genes

We observed altered transcript levels of many genes related to cell wall biosynthesis and organization (Table S7). These genes included those involved in the synthesis and remodeling of cell walls, such as cellulose synthase, endo-1,4-β-glucanases, pectinesterase, and pectate lyase. Moreover, the expression of genes encoding the structural proteins of the cell wall, e.g., extensins, arabinogalactan-proteins, proline-rich proteins (PRPs), and glycine-rich proteins (GRP), as well as expansins, was altered. 

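Cel1, an endo-1,4-beta-glucanase gene, fell at 49 dpi in M leaves with FC = −23.0 (adjusted p = 0.0183, n = 3 against 3) and in S23 leaves with FC = −17.6 (adjusted p = 0.00113). Endoglucanase 1 (Solyc12g055970.1.1) fell in S23 leaves with FC = −8.80 at 24 dpi and −8.23 at 49 dpi (adjusted p = 0.00105 and 0.00117), and so did CELLULASE, Cel2 and cel5 (FC = −7.95, −5.94 and −6.19 at 24 dpi, adjusted p = 0.00654, 0.00151 and 0.0407). The cellulose synthase CesA7 gene (Solyc07g005840.2.1), for the secondary wall, fell at 24 dpi (FC = −4.65, adjusted p = 0.0254). Pectate lyase 15-like (Solyc09g091430.2.1) fell with FC = −2.55, −7.37 and −4.09 at 17, 24 and 49 dpi (adjusted p = 0.0415, 0.000176 and 0.00326), while pectate lyase P18 rose at 49 dpi (FC = 7.58, adjusted p = 0.0085). The pectin methylesterase gene PMEU1 rose in M leaves at 8 dpi (FC = 2.27, adjusted p = 0.0428, n = 2 against 3). Of 34 wall hydrolase and transglycosylase probe sets listed by symbol, 6, 5 and 9 were lower and 2, 2 and 3 higher at 17, 24 and 49 dpi in S23 leaves (6, 6 and 9 lower and 3, 2 and 4 higher adjusted over the list alone, 1, 9 and 9 lower and 0, 3 and 2 higher with the 3′ minus 5′ covariate). Of 34 such probe sets found by description, 9, 8 and 15 were lower and 4, 3 and 4 higher (12, 12 and 16 and 4, 3 and 7 adjusted over the list alone). At 49 dpi in M leaves 1 was higher and 1 lower. Some counts rested on 1 array, and leaving it out changed the 6 lower by symbol at 17 dpi to between 0 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3, and the 5 lower by symbol at 24 dpi to between 2 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 9 without S23 replicate 3. Likewise it changed the 9 lower by symbol at 49 dpi to between 2 and 5 without S23 replicate 1 or 3 or mock replicate 1 or 2, and the 9 lower by description at 17 dpi to between 0 and 3 without S23 replicate 1 or 2 or mock replicate 1. It changed the 8 lower by description at 24 dpi to 13 without S23 replicate 3, and the 15 lower by description at 49 dpi to between 7 and 8 without mock replicate 1 or 2.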

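A glycine-rich protein gene (Solyc09g082810.2.1) rose in S23 leaves with FC = 30.9 at 24 dpi and 10.2 at 49 dpi (adjusted p = 0.00388 and 0.0354, n = 3 against 3), and the putative glycine-rich cell wall structural protein 1 gene (Solyc12g014630.1.1) rose in M leaves at 49 dpi (FC = 2.80, log2 1.49, SE 0.31, adjusted p = 0.0314). Of the 68 cell wall genes in Table S7, which the study chose on these samples, 7, 6 and 7 were higher and 14, 21 and 24 lower at 17, 24 and 49 dpi in S23 leaves, and in M leaves 1 and 3 were higher and 0 and 1 lower at 24 and 49 dpi. When the 3′ minus 5′ signal was a covariate, 2, 7 and 5 were higher and 3, 30 and 23 lower in S23 leaves. Once the arrays with a GAPDH difference above 5 were left out, 33 and 32 were lower in S23 leaves and 8 and 11 in M leaves at 24 and 49 dpi. At 49 dpi this did not take the 3′ minus 5′ difference from mock leaves away, and at 17 dpi it left 1 S23 array. Taking out 1 array changed the 7 higher at 17 dpi to between 2 and 4 without S23 replicate 1 or 2 or mock replicate 1 or 3, and the 6 higher at 24 dpi to between 1 and 3 without S23 replicate 2 or mock replicate 2. It changed the 7 higher at 49 dpi to 3 without S23 replicate 1 and 11 without S23 replicate 2 or mock replicate 3, and the 14 lower at 17 dpi to between 1 and 9 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 23 without S23 replicate 3. It also moved the 21 lower at 24 dpi to between 8 and 13 without S23 replicate 2 or mock replicate 2, and the 24 lower at 49 dpi to between 12 and 14 without S23 replicate 1 or mock replicate 1 or 2.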

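Fasciclin-like arabinogalactan protein 10 (Solyc01g091530.2.1), of a family of glycoproteins at the cell surface, fell in S23 leaves at 17 dpi with FC = −20.6 (adjusted p = 0.0223, n = 3 against 3), and with the 3′ minus 5′ covariate, a signal higher in these arrays, it had FC = −1.96 (adjusted p = 0.253). Fasciclin-like arabinogalactan protein 11 (Solyc09g007660.1.1) fell with FC = −9.38 at 24 dpi and −4.31 at 49 dpi (adjusted p = 0.00461 and 0.0462). The proline-rich protein genes TPRP-F1 and Solyc12g009650.1.1 fell at 24 dpi with FC = −12.6 and −7.05 (adjusted p = 0.0178 and 0.0103), and Solyc12g009650.1.1 fell with FC = −12.3 at 49 dpi (adjusted p = 0.00122). TPRP-F1 had FC = −5.72 in M leaves at 24 dpi and fasciclin-like arabinogalactan protein 11 FC = −2.86 (adjusted p = 0.31 and 0.472). Of 12 arabinogalactan, proline-rich and extensin probe sets found by description, 2, 6 and 4 were lower and 1, 1 and 0 higher at 17, 24 and 49 dpi in S23 leaves (5, 7 and 7 lower adjusted over the list alone, 0, 8 and 3 with the 3′ minus 5′ covariate), and none passed in M leaves at 24 dpi in limma, where 3 were lower at an unadjusted p under 0.05. One by one, the omission of arrays changed the 6 lower at 24 dpi to between 1 and 3 without S23 replicate 2 or mock replicate 2.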

Genes encoding arabinogalactan and PRP were strongly down-regulated between 17 and 49 dpi in S23 infection, whereas decreased expression of only a few genes was observed in M only at 24 dpi.

Lignin biosynthesis can be induced by various biotic and abiotic stress conditions and by perturbation in the cell wall structure [86,87]. 

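The cytochrome P450 84A1-like gene (Solyc02g084570.2.1), for a ferulate 5-hydroxylase-type enzyme of syringyl lignin, fell in S23 leaves at 17 dpi with FC = −5.54 (log2 −2.47, SE 0.37, adjusted p = 9.93e-05, n = 3 against 3) and FC = −3.90 with the 3′ minus 5′ covariate (adjusted p = 0.00159). Of the 22 lignin genes that the study chose on these samples, 8, 6 and 7 were higher and 5, 1 and 1 lower at 17, 24 and 49 dpi in S23 leaves, and 2 were higher in M leaves at 24 dpi. When the 3′ minus 5′ signal was a covariate, 4, 8 and 4 were higher and 1, 2 and 1 lower in S23 leaves. Of 4 xylem and secondary wall probe sets found by description, 1 was higher and 3 lower at 24 dpi in S23 leaves. Leaving out single arrays changed the 8 higher at 17 dpi to between 3 and 5 without S23 replicate 1 or 2 or mock replicate 1, and the 6 higher at 24 dpi to between 2 and 3 without S23 replicate 2 or mock replicate 1 or 2. It moved the 7 higher at 49 dpi to between 3 and 4 without S23 replicate 1 or mock replicate 1 or 2, and the 5 lower at 17 dpi to between 1 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3.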

We observed alterations in the expression of some genes connected with lignin biosynthesis, and most of these were found in plants with severe disease symptoms. A reduced expression level of the gene coding for phenylalanine ammonia-lyase (PAL), the enzyme responsible for the first step in the phenylpropanoid pathway, was observed at 17 dpi. Further along in the same pathway, the levels of the genes encoding 4-coumarate-CoA ligase (4CL) and caffeoyl-CoA O-methyltransferase (CCoAoMT) and 2 of the 3 genes for cinnamyl-alcohol dehydrogenase (CAD) were up-regulated, mostly at 17 and 49 dpi. 

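The 4-coumarate-CoA ligase 1-like gene (Solyc03g117870.2.1) rose in S23 leaves with FC = 2.14 at 17 dpi and 1.91 at 24 dpi (adjusted p = 0.0113 and 0.0303, n = 3 against 3) and the 2-like gene (Solyc06g068650.2.1) at 17 dpi (FC = 2.40, adjusted p = 0.0466). The caffeoyl-CoA O-methyltransferase gene Solyc01g107910.2.1 rose at 24 dpi (FC = 2.11, adjusted p = 0.0359) and 49 dpi (FC = 2.06, adjusted p = 0.0315). Of the dehydrogenase genes, Solyc11g011330.1.1 rose with FC = 15.2 at 17 dpi and 9.84 at 49 dpi (adjusted p = 0.00353 and 0.00735), and cinnamyl alcohol dehydrogenase 6-like (Solyc02g030480.2.1) fell with FC = −4.80 at 24 dpi and −6.66 at 49 dpi (adjusted p = 0.0255 and 0.00565). Once the 3′ minus 5′ signal was in the model, Solyc11g011330.1.1 had FC = 6.99 and 5.82 (adjusted p = 0.0473 and 0.0278), and the 4-coumarate-CoA ligase 2-like gene an adjusted p of 0.612 at 17 dpi.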

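The gene Solyc11g011340.1.1, annotated as 8-hydroxygeraniol dehydrogenase, had FC = −54.5 in M leaves at 8 dpi (log2 −5.77, SE 1.66, adjusted p = 0.125, n = 2 against 3). In S23 leaves it rose with FC = 22.5 at 17 dpi and 27.5 at 49 dpi (adjusted p = 0.0317 and 0.0208, n = 3 against 3) and had FC = 2.58 at 24 dpi (adjusted p = 0.678). Given the 3′ minus 5′ covariate, the FC was −60.0 in M leaves at 8 dpi (adjusted p = 0.0162), 4.07 at 17 dpi and 8.65 at 49 dpi in S23 leaves (adjusted p = 0.404 and 0.0806).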

Interestingly, the gene (Solyc11g011340.1.1) coding for CAD showed reduced expression in M-infected plants at 8 dpi (FC = −54), whereas an increase was found in S23 plants at 17 and 24 dpi (FC = 21 and 27, respectively).

## 4. Validation of Microarray Data

To validate the results of the microarray analysis, we used nCounter Technology, which is based on direct multiplex measurement of gene expression and offers high levels of precision and sensitivity. Specific probes were designed for 19 selected genes (Table S1) previously identified in the microarray analysis as up- or down-regulated to various degrees depending on the time point and PSTVd variant. The genes of interest included genes involved in various pathways such as hormone metabolism and signaling, defense response or TFs. 

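The same genes were read on the arrays and by nCounter, which counts RNA molecules with barcoded probes and no amplification. For WRKY40-like (Solyc03g116890.2.1) the array log2 fold change in S23 leaves at 17 dpi was 4.74 and the paper's nCounter value in Table S1 is 6.47. For the heat shock protein 70-3 gene ER21 they were 4.62 and 4.38 at 24 dpi, for the beta-galactosidase gene TBG7 −3.21 and −3.72 at 49 dpi, and for the aquaporin TIP2-1-like gene (Solyc12g044330.1.1) −3.72 and −1.53 at 17 dpi. In M leaves at 24 dpi the MYB1R1-like gene (Solyc04g005100.2.1) had 3.48 on the arrays and 2.77 in the paper's nCounter value, and in S23 leaves at 17 dpi the tubulin alpha chain-like gene had −4.17 and −1.54. The comparison covered 77 pairs of values of 19 genes, all of one sign, with a median absolute difference of 0.714. Over these pairs, which are not independent since a gene gives several, Spearman rho was 0.936 and Pearson r 0.958 (0.961 without the 2 farthest pairs). With one mean per gene, rho was 0.939 and r 0.979 (19 genes, permutation p = 1e-05 for both, the smallest that 1e+05 resamples allow). Under the 3′ minus 5′ covariate rho was 0.913 and the mean absolute difference over the 18 genes of S23 leaves at 17 dpi went from 1.03 to 0.713, closer for 12 genes and farther for 6. The mean difference in the direction of the nCounter change went from 0.555 to −0.519, so that the array changes were larger than those of nCounter without the covariate and smaller with it. The paper scaled its nCounter values on gluII, GAPDH and actin, which was not done for these array values. On the arrays these genes had log2 fold changes of 0.91, 0.39 and −0.06 in S23 leaves at 17 dpi, so part of the differences may come from the scaling. The paper chose these genes from its array results, so they are not a random sample of the array, and it reads the correlation as a check of the array values.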

For the 19 selected genes, we observed a strong correlation between these two methods (Spearman correlation = 0.95; Figure 7, Table S1). Some of these genes are discussed further below.

## 5. Discussion

In this study, we used microarrays to analyze the transcriptomic changes in tomato leaves following infection with two PSTVd variants with significantly different virulence. Collecting samples at four time points from the same plants and using leaves from similar locations (3–4 leaves from the apical bud) allowed us to follow the development of systemic viroid infection. Different dynamics were observed during the development of mild and severe infections, and their correlations with the dynamics of plant defense response also differed. 

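The S23 effect on the zeaxanthin epoxidase gene ZEP, for an enzyme on the path to ABA, fell from 8 to 17 dpi, with a log2 difference of −2.34 (SE 0.31, adjusted p = 0.000381, n = 3 arrays in each of 4 groups). That on the chitinase gene CHI14 rose by 5.32 (adjusted p = 0.000381), on the ethylene receptor gene ETR4 by 4.03 (adjusted p = 0.0156) and on the stress-induced gene TSI-1 by 5.06 (adjusted p = 0.0132). In all this change passed an adjusted p of 0.05 and 2-fold for 154 probe sets, 107 up and 47 down, and with the 3′ minus 5′ covariate for 175, 102 up and 73 down. From 17 to 24 dpi the S23 effect on ZEP rose by 3.23 (adjusted p = 6.87e-07) and that on the phytoene synthase gene Psy1 fell, with a log2 difference of −3.92 (adjusted p = 0.000116).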

In S23 infection, a sharp increase in DEG number was observed at 17 dpi, followed by a slight decrease at 24 dpi and another increase at 49 dpi. 

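In M leaves the changes with time were fewer. From 8 to 17 dpi the M effect on the nucleolar protein 5-2 gene (Solyc09g083080.2.1), for a part of the ribosome-building machinery, had a log2 difference of −2.09 (SE 0.46, adjusted p = 0.0695, n = 2 M arrays at 8 dpi and 3 otherwise), and the NHP2-like gene (Solyc09g011420.2.1) −2.13 (adjusted p = 0.0695). From 24 to 49 dpi the beta-1,3-glucanase gene GluB had −8.18 and the chitinase gene CHI9 −3.73 (adjusted p = 0.125 for both). In all 12 probe sets passed an adjusted p of 0.05 and 2-fold from 8 to 17 dpi, none from 17 to 24 dpi in limma, where 429 had an unadjusted p under 0.05, and 1, without a gene name here, from 24 to 49 dpi. After the 3′ minus 5′ signal entered the model, the counts were 58, 5 and 8, and without the arrays with a GAPDH difference above 5 they were 24, 18 and 419. Leaving these arrays out does not take the 3′ minus 5′ difference between M and mock leaves at 49 dpi away.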

In M-infected plants, the DEG number fluctuations were milder and in the opposite directions to those in S23. Unlike the other stages, the pre-symptomatic stage (8 dpi) showed a higher number of DEGs in M-infected plants (Figure 1B and Figure 2A,C, Table S2), and the majority of these DEGs were exclusive to the M variant. Among them defensin-like protein P322 was highly activated only in M-infected plants. This preliminary evidence is very interesting, but a more detailed analysis of viroid levels between day 8 and day 17 will be required.

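The aspartate carbamoyltransferase gene PYRB, for the second step of pyrimidine synthesis, rose in M leaves at 8 dpi with FC = 6.02 (adjusted p = 0.00709, n = 2 against 3) and had FC = 3.24 in S23 leaves (adjusted p = 0.155, n = 3 against 3). The NHP2-like and nucleolar protein 5-2 genes rose with FC = 3.77 and 3.44 (adjusted p = 0.00709 and 0.0112; FC = 2.36 and 2.38 in S23 leaves). The WD repeat gene Solyc10g039190.1.1 rose with FC = 3.17 (adjusted p = 0.0182) and the leaf-shape transcription factor gene TCP3 with FC = 2.78 (adjusted p = 0.039). The MADS-box gene Solyc12g087830.1.1 fell with FC = −45.9 (adjusted p = 0.0319), bHLH80 (Solyc06g065040.2.1) with FC = −2.49 (adjusted p = 0.0133) and the tyramine hydroxycinnamoyl transferase gene THT7-1 with FC = −2.38 (adjusted p = 0.0438), and the FC in S23 leaves was −3.74, −1.70 and −1.40. The direct comparison of S23 with M leaves at 8 dpi passed an adjusted p of 0.05 and 2-fold for 3 probe sets, all higher in S23 leaves and without a gene name here, and 2 with the 3′ minus 5′ covariate. At the thresholds of the paper 85 of the 272 probe sets called in M leaves were also called in S23 leaves, all in the same direction, where unchanged groups simulated against shared mock arrays shared a median of 4 with a 95th percentile of 112, so that the 85 lies below that percentile.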

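P322 (Solyc07g007760.2.1), for a small antifungal peptide of the defensin family, differed strongly between arrays of one group. In M leaves its log2 signal was 9.43 and 8.82 at 8 dpi, 11.76, 11.85 and 1.72 at 17 dpi, 10.77, 11.75 and 2.09 at 24 dpi, and 12.34, 12.06 and 3.37 at 49 dpi. In mock leaves the signal went from 1.69 to 1.90 at 8 dpi, 1.70 to 1.89 at 17 dpi, 2.21 to 3.14 at 24 dpi and 2.62 to 5.37 at 49 dpi. In S23 leaves it was 9.14, 1.72 and 1.69 at 8 dpi, 10.76, 3.21 and 3.11 at 17 dpi, 11.83, 3.44 and 3.70 at 24 dpi, and 12.79, 7.85 and 8.18 at 49 dpi. For M and S23 the arrays with a high signal are listed first and not by replicate number. They were M replicates 1 and 2 at 8, 17 and 24 dpi but 2 and 3 at 49 dpi, and S23 replicate 3 on each day. The FC in M leaves was 162 at 8 dpi (adjusted p = 0.587, n = 2 against 3) and 98.1, 44.4 and 33.9 at 17, 24 and 49 dpi (adjusted p = 1, 0.508 and 0.53, n = 3 against 3), and in S23 leaves it was 5.26, 14.6, 12.1 and 43.2 at 8, 17, 24 and 49 dpi (adjusted p = 1, 0.297, 0.507 and 0.175).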

Overall, the number of DEGs recognized in the mild infection was significantly lower than that in the severe infection (Figure 1B). Similarly, a macroarray analysis performed by Itaya and coworkers [42] revealed that the number of DEGs in severe PSTVd infection (55 genes) was two times higher (22 genes) than that in mild infection. Tsushima et al. [88] showed faster accumulation of a severe PSTVd isolate and higher relative levels of viroid-specific small RNAs and microRNAs than those of a mild isolate. Correlations between symptom severity and level of viroid-derived small RNA in plants have also been presented in other PSTVd studies [17,89,90].

A transcriptome analysis (by RNA-seq) of tomato “Heinz 1706” upon PSTVd^Int^ infection at 3 weeks post inoculation clearly showed activation of the plant immune response. This response includes, for example, elevated expression of genes encoding the mitogen-activated protein kinase 3 (MAPK3), PR1, 13 WRKY TFs, four calcium-dependent protein kinases (CDPKs), and 6 NBS-LRRs, which are involved in the recognition of pathogen avirulence determinants. The expression of genes encoding various receptor-like kinases (RLKs) were activated (50 genes) or repressed (15 genes) [23]. Our data also revealed increased transcript levels of genes related to various signaling pathways (Table S4). CDPKs are Ca^2+^-sensors that decode Ca^2+^ signals into specific physiological responses. Some of them are involved in phytohormone signaling pathways, thus influencing plant growth, development and stress responses [91]. 

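The CDPK genes cpk1 and CDPK2, for kinases that act on calcium signals, rose in S23 leaves at 17 dpi with FC = 2.41 and 2.77 (adjusted p = 0.00724 and 0.0202, n = 3 against 3) and at 49 dpi with FC = 2.08 and 2.67 (adjusted p = 0.0161 and 0.0206). The SK5-like gene (Solyc05g056570.2.1) rose with FC = 4.03 at 17 dpi and 2.30 at 49 dpi (adjusted p = 0.000323 and 0.0109), and Solyc03g033540.2.1 rose at 17 dpi (FC = 1.98, adjusted p = 0.0458) and had FC = 2.30 in M leaves at 24 dpi (adjusted p = 0.0998). The phosphoenolpyruvate carboxylase kinase gene PPCK1, a relative of these kinases, rose in S23 leaves with FC = 2.44 at 24 dpi and 3.56 at 49 dpi (adjusted p = 0.0186 and 0.00108) and had FC = −2.08 and −3.53 in M leaves at 8 and 17 dpi (adjusted p = 0.449 and 0.5). Using the 3′ minus 5′ signal as a covariate, cpk1 had FC = 1.45 and CDPK2 FC = 1.27 at 17 dpi (adjusted p = 0.0511 and 0.172). Of the 7 genes that the study chose on these samples, 6, 1 and 5 were higher in S23 leaves at 17, 24 and 49 dpi and none lower, and 1, 3 and 5 were higher with that covariate. A fit without 1 array changed the 6 higher at 17 dpi to between 1 and 2 without S23 replicate 1 or 2 or mock replicate 1, and the 5 higher at 49 dpi to between 2 and 3 without S23 replicate 1 or mock replicate 1 or 2.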

Seven genes encoding CDPKs were up-regulated in S23 infection mostly at 17 and 49 dpi, but only three of them in the mild infection (including one that was down-regulated at 8–17 dpi). Additionally, we observed activation of genes encoding MAPK3 (M variant, 24 dpi) MAPK4 and MAPK7 (S23, 17 and 49 dpi), several WRKY TFs (Figure 5 and Table S4), and over 30 RLKs.

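MPK3, for a kinase of the early immune response, rose in M leaves at 24 dpi with FC = 2.17 (log2 1.12, SE 0.27, adjusted p = 0.0378, n = 3 against 3). In S23 leaves MAPK7 rose with FC = 13.3 at 17 dpi and 7.23 at 49 dpi (adjusted p = 0.000764 and 0.00367), and MAPK4 rose at 49 dpi (FC = 4.87, adjusted p = 0.00399) and had FC = 2.71 at 17 dpi (adjusted p = 0.0572). Of the 3 MAPK genes that the study chose on these samples, 3 were higher in S23 leaves at 17 dpi at an unadjusted p under 0.05. At the thresholds of the paper 2 were called there, and 1 passed over all probe sets. Of 12 MAPK and CDPK cascade probe sets listed by symbol, 5, 1 and 3 were higher and 0, 1 and 0 lower in S23 leaves at 17, 24 and 49 dpi (7, 1 and 3 higher adjusted over the list alone, 1, 1 and 3 with the 3′ minus 5′ covariate). In M leaves 2 were higher at 24 dpi, and at 17 dpi the set ranked high in camera with a preset correlation (adjusted p = 0.0199, and 0.668 with an estimated correlation) while no member passed in limma and 2 were higher at an unadjusted p under 0.05. Of 37 receptor-like kinase genes that the study chose on these samples, 13, 6 and 14 were higher and 4, 6 and 5 lower in S23 leaves, and 5, 10 and 9 higher with that covariate. With 1 array fewer, the fit changed the 5 higher by symbol at 17 dpi to between 0 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3, and the 13 higher at 17 dpi to between 4 and 7 without S23 replicate 1 or 2 or mock replicate 1. It changed the 6 higher at 24 dpi to between 2 and 3 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3, and the 14 higher at 49 dpi to between 3 and 8 without S23 replicate 1 or mock replicate 1 or 2. It also moved the 6 lower at 24 dpi to 3 without S23 replicate 1 or 2 or mock replicate 2, and the 5 lower at 49 dpi to 3 without S23 replicate 1 or mock replicate 1.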

We also observed elevated expression of many genes for pathogenesis-related (PR) proteins, such as PR2, PR4, PR5, chitinases, or snakin-like proteins. Some of them were especially highly transcribed, e.g., FC was approximately 600 or 100 for the *PR5* gene in S23 infection at 17 dpi or in M at 24 dpi, respectively. 

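The pathogenesis-related gene P4, of the PR1 family of secreted proteins, rose in M leaves at 24 dpi with FC = 205 (adjusted p = 0.00167, n = 3 against 3) and in S23 leaves with FC = 180, 1458 and 33.5 at 17, 24 and 49 dpi (adjusted p = 0.000347, 4.21e-06 and 0.00489). PR-P2, of the PR4 family, rose with FC = 21.8 in M leaves at 24 dpi (adjusted p = 0.039) and with FC = 111, 131 and 61.1 in S23 leaves (adjusted p = 0.000192, 8.08e-05 and 0.000386), and PR1b1 with FC = 37.7 in M leaves at 24 dpi and 125 in S23 leaves at 24 dpi (adjusted p = 0.0372 and 0.000368). For PR-P2 in S23 leaves at 17 dpi the FC was 48.0 with the 3′ minus 5′ covariate (adjusted p = 0.00349). The chitinase gene CHI9 rose in M leaves at 24 dpi (FC = 4.81, adjusted p = 0.0428), and CHI3 in S23 leaves at 17 dpi (FC = 19.7, adjusted p = 0.00618). The receptor gene Ve1, which gives resistance to Verticillium, rose in M leaves at 24 dpi (FC = 28.4, adjusted p = 0.0381) and in S23 leaves at 17 dpi (FC = 55.2, adjusted p = 0.0017). Snakin-2-like (Solyc02g083880.2.1) rose in S23 leaves at 17 dpi (FC = 5.64, adjusted p = 0.0152), and snakin-1-like (Solyc04g078200.2.1) fell on that day (FC = −4.79, adjusted p = 0.00435). Of 22 pathogenesis-related probe sets found by description, 12, 11 and 11 were higher and 3, 1 and 3 lower in S23 leaves at 17, 24 and 49 dpi (14, 12 and 13 higher adjusted over the list alone, 9, 12 and 8 with the 3′ minus 5′ covariate) and 6 were higher in M leaves at 24 dpi (11 over the list alone). Most of them are genes that the study chose on these samples. Removing 1 array changed the 11 higher at 49 dpi to between 5 and 7 without S23 replicate 1 or mock replicate 1 or 2, and the 6 higher at 24 dpi to between 2 and 3 without M replicate 1, 2 or 3 or mock replicate 1, 2 or 3.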

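The PR-5 gene, for a thaumatin-like protein with antifungal action, rose with FC = 516 at 17 dpi in S23 leaves (log2 9.01, SE 1.37, adjusted p = 0.000132, n = 3 against 3) and FC = 94.4 at 24 dpi in M leaves (log2 6.56, adjusted p = 0.0172). At 24 and 49 dpi in S23 leaves it rose with FC = 251 and 40.3 (adjusted p = 0.000268 and 0.00625). With the 3′ minus 5′ covariate its FC was 200 at 17 dpi in S23 leaves and 77.8 at 24 dpi in M leaves (adjusted p = 0.00247 and 0.00951). The PR5-like gene Solyc08g080670.1.1 had FC = 14.7 and 13.7 there (adjusted p = 0.0651 and 0.295).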

The transcript levels of other defense/stress-related genes, such as those encoding thaumatin-like protein, thioredoxin, superoxide dismutase (SOD), and MLP-like proteins, were decreased. 

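A thaumatin-like gene (Solyc03g118780.2.1) fell in S23 leaves with FC = −9.57, −8.71 and −5.71 at 17, 24 and 49 dpi (adjusted p = 0.0107, 0.0137 and 0.0348, n = 3 against 3). The MLP-like protein 28-like gene (Solyc00g323130.2.1), of a family of small ligand-binding proteins, fell with FC = −2.09, −19.1 and −10.8 (adjusted p = 0.0449, 1.09e-07 and 2.05e-06), and the MLP-like protein 34-like gene (Solyc04g005700.2.1) fell at 17 dpi (FC = −5.16, adjusted p = 0.0184) and 49 dpi (FC = −7.05, adjusted p = 0.00468). Of the 49 defense genes that the study chose on these samples, 17, 14 and 15 were higher and 11, 7 and 10 lower in S23 leaves, and 8 were higher and 1 lower in M leaves at 24 dpi. In the fit with the 3′ minus 5′ covariate 12, 15 and 12 were higher and 3, 10 and 9 lower in S23 leaves. Leaving out 1 array changed the 15 higher at 49 dpi to between 8 and 9 without S23 replicate 1 or mock replicate 1 or 2, and the 11 lower at 17 dpi to between 3 and 7 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3. It moved the 10 lower at 49 dpi to 17 without mock replicate 3, and the 8 higher at 24 dpi to between 2 and 3 without M replicate 1, 2 or 3 or mock replicate 1, 2 or 3.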

Interestingly, the gene for MLP-like protein 423-like was highly down-regulated at three time points, 8, 17, and 24 dpi, exclusively in PSTVd-M-infected plants. 

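The MLP-like gene Solyc05g005865.1.1, of the same family, had FC = −27.0 in M leaves at 8 dpi (adjusted p = 0.252, n = 2 against 3), −10.9 at 17 dpi and −12.1 at 24 dpi (adjusted p = 1 and 0.276, n = 3 against 3), and −5.30 at 49 dpi (adjusted p = 0.541). In S23 leaves its FC was −3.09, −5.20, −5.58 and −3.24 at 8, 17, 24 and 49 dpi (adjusted p = 1, 0.194, 0.291 and 0.366). It was 1 of 6 probe sets whose signal in the 23 infected arrays followed that of P322 without overlap. The others were the genes for diaminopimelate epimerase (Solyc09g005700.2.1), the auxin response factor ARF3 and the 60S ribosomal protein L14-1-like (Solyc06g008260.2.1) and 2 probe sets without a gene name here.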

Two genes encoding glutathione S-transferase, which performs a number of functions including sequestration of toxins, mitigation of oxidative stress and possibly hormone response [92], were up-regulated in S23 (17–49 dpi) and one of them in M only at 24 dpi. 

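The glutathione S-transferase gene Solyc09g011590.2.1 rose in S23 leaves with FC = 18.4, 7.64 and 15.7 at 17, 24 and 49 dpi (adjusted p = 4.49e-05, 0.00105 and 4.92e-05, n = 3 against 3) and in M leaves at 24 dpi with FC = 5.31 (log2 2.41, SE 0.58, adjusted p = 0.0399). Solyc09g011540.2.1 rose in S23 leaves at 17 dpi (FC = 10.3, adjusted p = 0.00333). Of 7 glutathione S-transferase probe sets found by description, which count the genes of the study's table among them, 5, 3 and 4 were higher and 1, 0 and 0 lower in S23 leaves (6, 4 and 6 higher adjusted over the list alone, 3, 4 and 4 with the 3′ minus 5′ covariate), and 1 was higher in M leaves at 24 dpi. Leaving out an array in turn changed the 5 higher at 17 dpi to 3 without S23 replicate 2.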

An important part of plant response to biotic stress consists of ROS and ROS-scavenging enzymes. The expression of genes encoding peroxidases, which are enzymes implicated in the generation of ROS during pathogen defense was generally increased in S23-infected plants, while only three peroxidases were up-regulated in M infection at 24 dpi. 

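The peroxidase genes CEVI-1, found first as induced by another viroid, and cevi16 rose in S23 leaves, CEVI-1 with FC = 5.22, 13.7 and 12.0 at 17, 24 and 49 dpi (adjusted p = 0.00955, 0.00016 and 0.000249, n = 3 against 3) and cevi16 with FC = 21.8 at 17 dpi and 8.15 at 49 dpi (adjusted p = 0.00261 and 0.0208). Peroxidase 73-like (Solyc02g092580.2.1) rose in M leaves at 24 dpi (FC = 3.94, adjusted p = 0.0386) and in S23 leaves with FC = 4.09, 12.5 and 7.03 (adjusted p = 0.00503, 1.33e-05 and 0.000185), and peroxidase 2 (Solyc11g018800.1.1) rose in M leaves at 24 dpi (FC = 4.84, adjusted p = 0.048). Peroxidase 44-like (Solyc09g072700.2.1) had FC = 3.87 there (adjusted p = 0.24). Peroxidase 63-like (Solyc02g087190.1.1) fell in S23 leaves at 17 dpi (FC = −8.02, adjusted p = 0.027). Of 14 class III peroxidase probe sets found by description, 4, 4 and 4 were higher and 3, 0 and 0 lower in S23 leaves (5, 5 and 5 and 3, 0 and 2 adjusted over the list alone, 3, 5 and 3 and 0, 1 and 0 with the 3′ minus 5′ covariate) and 2 were higher in M leaves at 24 dpi. The study chose most of these genes on these samples.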

The highly reactive nature of ROS can be harmful to host cell molecules, membranes and proteins. It has been proposed that the chlorotic symptoms of virus infection are the results, in full or part, of damage done to chlorophyll and/or chloroplasts by ROS [93]. The observed physiological changes in S23-infected tomato plants could have the same explanation. Moreover, genes for some enzymes that control ROS levels by detoxifying hydrogen peroxide and superoxide anions, such as SOD and thioredoxins, were down-regulated (Table S8).

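The chloroplast superoxide dismutase gene SODCP.2, for an enzyme that turns superoxide into hydrogen peroxide, fell in S23 leaves with FC = −3.13 at 24 dpi and −7.99 at 49 dpi (adjusted p = 0.0479 and 0.000579, n = 3 against 3). Thioredoxin F1 (Solyc05g056300.2.1) fell in M leaves at 24 dpi (FC = −2.26, adjusted p = 0.0225) and 49 dpi (FC = −2.31, adjusted p = 0.0314) and in S23 leaves at 17 dpi (FC = −1.65, adjusted p = 0.0424) and 49 dpi (FC = −1.80, adjusted p = 0.0176). Thioredoxin 3-1 (Solyc10g078920.1.1) fell in S23 leaves with FC = −2.46, −4.24 and −4.05 at 17, 24 and 49 dpi (adjusted p = 0.00645, 6.97e-05 and 8.11e-05). Of 17 antioxidant enzyme probe sets listed by symbol, 5, 6 and 3 were higher and 1, 3 and 4 lower in S23 leaves (5, 6 and 3 and 1, 4 and 6 adjusted over the list alone, 3, 7 and 2 and 0, 4 and 3 with the 3′ minus 5′ covariate). None passed in M leaves at 49 dpi in limma over all probe sets, where 2 were lower at an unadjusted p under 0.05 and 2 were lower when adjusted over the list alone. The omission of 1 array changed the 5 higher at 17 dpi to between 2 and 3 without S23 replicate 2 or mock replicate 2 or 3.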

Plant hormones regulate metabolic pathways related to plant growth, development and responses to biotic and abiotic stress. Published studies on gene expression during intermediate PSTVd infection revealed a complex array of changes affecting hormone signaling [43]. In our experiment, the expression levels of over 140 genes involved in hormone metabolism and signaling were altered (Table S5). Genes related to JA, ET and SA, which play major roles in regulating plant defense responses to various pathogens, were generally up-regulated, but overall, the expression of more genes was differentially regulated in S23 and, unlike in M infection, these genes retained altered expression at 49 dpi (Figure 6). 

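The ethylene receptor gene ETR4 rose in S23 leaves at 17 dpi with FC = 13.3 (log2 3.73, SE 0.60, adjusted p = 0.000241, n = 3 against 3) and had FC = 1.89 at 49 dpi (adjusted p = 0.26). The ERF1-like gene (Solyc03g093610.1.1), for a transcription factor that answers to ethylene and JA, rose with FC = 26.8 at 17 dpi and 5.92 at 49 dpi (adjusted p = 5.08e-05 and 0.00698). Of 12 ethylene synthesis and receptor probe sets found by description, 6, 2 and 4 were higher and none lower in S23 leaves at 17, 24 and 49 dpi (3, 2 and 3 with the 3′ minus 5′ covariate), and none passed in M leaves at 24 dpi in limma, where 4 were higher at an unadjusted p under 0.05 and 3 when adjusted over the list alone. For 9 jasmonate probe sets the counts were 2, 3 and 3 higher and none lower in S23 leaves (2, 3 and 6 adjusted over the list alone), and for 17 ethylene-responsive factors 9, 3 and 4 higher and 1, 3 and 1 lower, with 1 higher in M leaves at 24 dpi (6 over the list alone). At 49 dpi in M leaves none of the 3 lists had a member that passed in limma, where 0, 1 and 4 were higher at an unadjusted p under 0.05. The study chose most of these genes on these samples. Single arrays changed the 6 higher by description at 17 dpi to 3 without S23 replicate 2.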

ABA has a remarkable impact on plant defenses against various pathogens, including viruses [94]. Both ABA and SA influence callose deposition at the plasmodesmata (PD), a mechanism that limits cell-to-cell viral movement. The results obtained by Adkar-Purushothama and co-workers [17] indicate that targeting of tomato callose synthase (11-like and 12-like) mRNA by a small RNA—generated by RNA silencing from the virulence modulating region of different PSTVd variants—could contribute to inducing the typical symptoms associated with infection. 

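The callose synthase 9-like gene (Solyc01g006350.2.1), for an enzyme that lays down the beta-1,3-glucan callose, had FC = −2.96 in S23 leaves at 49 dpi (log2 −1.57, SE 0.61, adjusted p = 0.0602, n = 3 against 3), −2.75 at 17 dpi (adjusted p = 0.0752) and −1.29 at 24 dpi (adjusted p = 0.847). When the 3′ minus 5′ signal was a covariate, the FC of this gene was −1.48 at 49 dpi and 1.02 at 17 dpi (adjusted p = 0.145 and 0.976).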

Probes for the genes *CalS11-like* and *CalS12-like* were not presented on the microarray, but we observed down-regulation of *callose synthase 9-like* in plants with severe symptoms at 49 dpi. In another study of a different viroid-host combination (chrysanthemum stunt viroid (CSVd)-*Argyranthemum*), less callose deposition at PD was observed in the shoot apical meristem (SAM) of the Yellow Empire cultivar than in that of the Border Dark Red cultivar, and this effect was correlated with the ability of CSVd to spread to the uppermost cell layers of the apical dome and the youngest leaf primordia (1 and 2) in Yellow Empire. The observed differential ability of CSVd to invade the SAM was not correlated with disease symptom expression [95,96]. Plants control callose levels through the activity of hydrolytic enzymes called β-1,3-glucanases. ABA can enhance callose deposition in different tissues and organelles by transcriptional suppression of β-1,3-glucanases [94]. Induction of the genes encoding β-1,3-glucanases was observed during viral infections; this phenomenon resulted in the removal of callose and thereby facilitated viral trafficking [94]. In our microarray and nCounter analyses (Tables S1 and S2) the expression of β-1,3-glucanase genes was shown to be elevated continuously between 17–49 dpi and at 24 dpi in S23- and M-infected plants, respectively. Similarly, up-regulation of one β-1,3-glucanase gene was shown at 25 dpi with severe PSTVd strain [42]. In contrast to the two up-regulated genes connected with ABA biosynthesis during mild infection, nine genes in S23-infected plants were down-regulated, while genes related to ABA signaling were similarly (up- or down-) regulated in both infections. Some of these genes were also identified in a study of intermediate PSTVd strain infection in Rutgers plants and their expression was altered in a similar manner [43].

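The beta-1,3-glucanase gene Solyc01g008620.2.1, for an enzyme that breaks callose down, rose in S23 leaves with log2 fold changes of 5.66, 4.56 and 4.05 at 17, 24 and 49 dpi (SE 1.23, adjusted p = 0.00309, 0.0113 and 0.0179, n = 3 against 3), where the paper's nCounter values are 4.91, 3.37 and 4.23. In M leaves it had a log2 fold change of 3.20 at 24 dpi (adjusted p = 0.249) and the paper's nCounter value is 2.54. GluB rose in S23 leaves with FC = 11.7 at 17 dpi and 59.6 at 24 dpi (adjusted p = 0.0359 and 0.00135) and had FC = 23.6 in M leaves at 24 dpi (adjusted p = 0.0654). The glucanase gene Q`b rose in S23 leaves with FC = 5.69, 5.14 and 3.51 (adjusted p = 0.00335, 0.00392 and 0.0183). Once the 3′ minus 5′ signal was in the model, the log2 fold changes of Solyc01g008620.2.1 were 4.54 and 3.29 at 17 and 49 dpi in S23 leaves (adjusted p = 0.0346 and 0.0601).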

We observed down-regulation of genes involved in isoprenoid biosynthesis and variously altered regulation of genes related to brassinosteroids, auxins and cytokinins, depending on the particular genes and time after infection. It is clearly visible in our results that differential regulation of these genes occurs mainly at 17 and 49 dpi during S23 infection but at 24 dpi during M infection. The gibberellin-biosynthesis-related genes (*GA20ox1*, *GA20ox2*, *GA20ox3*, and *KAO*), however, did not fit this pattern. Elevated levels of these transcripts were observed at 24 dpi in S23-infected plants, a result that might seem to be at odds with the observed stunting. GA is known to regulate stem and hypocotyl elongation, fruit growth and development and seed development in tomato. However, the level of GA-related transcripts does not solely determine the hormone or protein level, especially because bioactive GA concentration is mainly controlled by a feedback mechanism regulating the expression of the biosynthetic genes *GA20ox* and *GA3ox* as well as by feedforward regulation of *GA2ox*, which codes for an inactivation enzyme [97]. Moreover, in our study, the expression of one of these genes, *GA20ox1*, was shown by microarray and nCounter analysis to be down-regulated at 17 dpi and up-regulated at 24 dpi. 

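On the arrays GA20OX1, for an enzyme of the late steps of gibberellin synthesis, had log2 fold changes of −2.59 at 17 dpi and 4.59 at 24 dpi in S23 leaves, where the paper's nCounter values are −1.88 and 3.58. Its log2 fold change in M leaves at 49 dpi was −1.69 (SE 0.65, adjusted p = 0.302, n = 3 against 3) and the nCounter value is −1.1. The S23 effect on GA20OX1 rose from 17 to 24 dpi by a log2 difference of 7.18 (SE 0.93, adjusted p = 3.2e-05), and by 6.37 with the 3′ minus 5′ covariate (adjusted p = 6.35e-05). Of 5 gibberellin probe sets found by description, 0, 4 and 1 were higher and 1, 0 and 0 lower in S23 leaves at 17, 24 and 49 dpi.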

Hammond and Zhao [98] showed that overexpression of the protein kinase PKV (which could be induced by viroid infection) resulted in modification of tobacco development, including stunting. In these plants, the GA20ox1 and GA3β transcript levels were higher than those in taller non-transformed plants or those transformed with antisense *pkv*. Exogenous application of gibberellic acid reversed stunting in plants with overexpression of PKV, thus demonstrating feedback regulation; a low level of GA could result in the induction of these enzymes, whereas their gene expression would be repressed in plants containing higher levels of GA. Similarly, in an Arabidopsis study, the expression levels of *GA20ox1*, *GA20ox2*, *GA20ox3* and *GA3ox1* were highly elevated when bioactive GA levels were low but rapidly decreased when plants were treated with exogenous GA [99].

The stunting caused by viroid infection may be a result of the down-regulation of genes involved in the biosynthetic and signaling pathways of brassinosteroid hormones, which regulate cell division and elongation. Decreased levels of some transcripts coding for brassinosteroid synthesis enzymes during viroid infection were observed in other studies of tomato [43] and potato [45]. In our study, this down-regulation was only observed in plants with severe stunting, whereas only one gene involved in brassinosteroid synthesis was altered in plants infected with the M strain. Other hormones that influence plant growth include auxins (Table S5). 

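Genes of tryptophan synthesis, the source of indole-3-acetic acid, went both ways in S23 leaves. Indole-3-glycerol phosphate synthase (Solyc03g111850.2.1) fell with FC = −4.13 at 17 dpi and −3.42 at 49 dpi (adjusted p = 0.0166 and 0.0294, n = 3 against 3), and tryptophan synthase alpha (Solyc01g098550.2.1) fell at 49 dpi (FC = −3.35, adjusted p = 0.0477). Tryptophan synthase beta (Solyc12g096190.1.1) rose with FC = 2.69 at 24 dpi and 2.72 at 49 dpi (adjusted p = 0.00384 and 0.00278), and anthranilate phosphoribosyltransferase (Solyc06g071550.2.1) rose at 17 dpi (FC = 2.41, adjusted p = 0.0186), with FC = 1.27 under the 3′ minus 5′ covariate (adjusted p = 0.185). Among the signaling genes IAA16 fell at 49 dpi (FC = −2.03, adjusted p = 0.00817) and IAA14 (Solyc09g083290.2.1) at 17 dpi (FC = −2.58, adjusted p = 0.0223). Of 11 Aux/IAA and auxin response factor probe sets found by description, 3, 2 and 3 were lower and 0, 0 and 1 higher at 17, 24 and 49 dpi (4, 2 and 5 lower adjusted over the list alone, 2, 2 and 3 with the 3′ minus 5′ covariate).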

Most genes related to auxin biosynthesis and signaling were down-regulated in S23-infected plants. In addition, S23 infection increased the expression of *GH3* genes, which inhibit plant growth by suppressing genes related to auxin biosynthesis and signaling and those encoding expansins [100,101]. On the other hand, regulation of *GH3* expression was not observed in M-infected plants. 

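The GH3.1 gene had FC = 1.04, −1.04, 1.11 and 1.09 in M leaves at 8, 17, 24 and 49 dpi (adjusted p = 1, 1, 0.95 and 0.899, n = 2 against 3 at 8 dpi and 3 against 3 otherwise). In S23 leaves its FC was 1.40 at 24 dpi and 1.58 at 49 dpi (adjusted p = 0.483 and 0.206), and 2.56 at 17 dpi with the 3′ minus 5′ covariate (adjusted p = 0.0323).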

Expansins are involved in cell elongation by loosening cell wall components [102,103]. A previous study [104] demonstrated that the flat-top symptom observed in PSTVd^Int^U257A-infected tomato “Rutgers” was associated with inhibited cell growth correlated with the decreased expression of an expansin 2 gene (LeExp2). In our study, the expression level of this gene was decreased in S23-infected plants but the alteration was not statistically significant; however, a few genes encoding other expansins were decreased in S23 at 17 and/or 24 dpi. 

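EXP2, for an expansin of growing tissue, where expansins loosen the wall, had FC = −2.46, −1.12 and −1.91 in S23 leaves at 17, 24 and 49 dpi (adjusted p = 0.109, 0.948 and 0.263, n = 3 against 3). EXPA4 fell with log2 fold changes of −1.99 at 24 dpi and −2.19 at 49 dpi (adjusted p = 0.0038 and 0.00147) and had −1.12 at 17 dpi (adjusted p = 0.0741). The expansin genes exp9 and exp18 fell at 24 dpi (FC = −2.67 and −2.41, adjusted p = 0.0109 and 0.00427), as did EXPA10 (FC = −5.71, adjusted p = 0.000544), and exp9 also fell at 17 dpi (FC = −3.49, adjusted p = 0.00249). Of 13 expansin probe sets listed by symbol, 3, 4 and 2 were lower and 0, 0 and 1 higher in S23 leaves at 17, 24 and 49 dpi (3, 5 and 2 and 0, 0 and 2 adjusted over the list alone, 1, 5 and 3 and 0, 0 and 1 with the 3′ minus 5′ covariate). Of 11 found by description, 1, 4 and 2 were lower and 0, 0 and 1 higher (1, 4 and 2 and 0, 1 and 3 adjusted over the list alone). As a set the expansins by symbol ranked low in camera with a preset correlation at 24 dpi (adjusted p = 0.0199, and 0.668 with an estimated correlation and 0.0535 with the 3′ minus 5′ covariate).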

The expression level of *Exp4* at 17 dpi was confirmed by nCounter analysis. The observed increased levels of two other genes, *Exp1* and *Exp12*, at 49 dpi may be associated with the observed regrowth of the infected plants. 

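EXP1, for an expansin best known from ripening fruit, rose in S23 leaves at 49 dpi with FC = 5.17 (log2 2.37, SE 0.55, adjusted p = 0.00286, n = 3 against 3), with an FC of 4.23 under the 3′ minus 5′ covariate (adjusted p = 0.00944). EXP12 had FC = 2.13 on that day (adjusted p = 0.0559).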

In M-infected plants fewer expansin genes were altered. 

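EXP12 rose in M leaves with FC = 3.97 at 24 dpi and 3.97 at 49 dpi (adjusted p = 0.0172 and 0.0298, n = 3 against 3). It was the 1 expansin probe set of the 13 listed by symbol that passed there, and none was lower in limma, where 5 were lower at 24 dpi and 0 at 49 dpi at an unadjusted p under 0.05. As a set the expansins ranked high in M leaves at 49 dpi in camera with a preset correlation (adjusted p = 0.0244, and 0.668 with an estimated correlation).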

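The extensin gene Solyc04g071070.2.1 rose in S23 leaves with FC = 6.13 at 17 dpi and 5.08 at 24 dpi (adjusted p = 0.00797 and 0.0148, n = 3 against 3) and had FC = −1.51 in M leaves at 24 dpi (adjusted p = 0.903). The class II extensin gene (Solyc11g005150.1.1) fell in S23 leaves at 24 dpi (log2 −2.59, adjusted p = 0.0174).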

One gene encoding extensin, a cell-wall-localized hydroxyproline-rich glycoprotein that usually forms a cross-linked network with pectin to create a highly impassable barrier against pathogens, was differentially regulated in S23 and M infection (Table S7). A continuous decrease in the expression of pectinesterases in S23-infected plants, revealed previously by a microarray analysis of etrog citron (*Citrus medica* L.) infected with CEVd [46], could also have an impact on plant growth.

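Pectinesterase 68-like (Solyc08g078640.1.1), for an enzyme that removes methyl groups from pectin, fell in S23 leaves with FC = −4.74, −21.4 and −5.62 at 17, 24 and 49 dpi (adjusted p = 0.0174, 5.09e-05 and 0.00713, n = 3 against 3) and had FC = −4.95 in M leaves at 24 dpi (adjusted p = 0.0866). The pectinesterase genes Solyc02g080210.2.1 and Solyc02g080200.2.1 fell at 49 dpi (FC = −47.3 and −16.7, adjusted p = 0.000858 and 5.44e-05), and Solyc03g123620.2.1 fell with FC = −7.92 at 24 dpi and −4.21 at 49 dpi (adjusted p = 0.000151 and 0.00324). Solyc06g051960.2.1 rose at 17 dpi (FC = 2.37, adjusted p = 0.0285). Of the 5 pectinesterase genes that the study chose on these samples, 1, 2 and 4 were lower and 1, 0 and 0 higher in S23 leaves, and 0, 2 and 4 lower with the 3′ minus 5′ covariate.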

In summary, our analysis of gene expression allowed us to show differences between transcriptional changes in tomato leaves triggered by mild and severe PSTVd variants during infection development. Overall, the number of differentially expressed genes found in the severe infection was significantly higher than that in the mild infection, and over 74% of the DEGs were specific to S23 infection, in contrast to the M infection, which contained less than 20% unique DEGs. 

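Genes called at the thresholds of the paper in both infections included PR1b1 and CHI9, for proteins of pathogen defense, while EXPA4 and SODCP.2 were called in S23 leaves alone and MPK3 in M leaves alone. Over all days 1095 probe sets were called in M and 3693 in S23 leaves, 881 of them in both. Thus 80.5% of the M calls were also S23 calls and 23.9% of the S23 calls were also M calls. Given the 3′ minus 5′ covariate, these shares were 75.3% and 31.1%, and without the arrays with a GAPDH difference above 5 they were 86.9% and 47.3%, with 1 S23 array left at 17 dpi. Calls in one group alone depend on a threshold passed in one and missed in the other, and the direct comparison of S23 with M leaves passed an adjusted p of 0.05 and 2-fold for 3, 1708, 594 and 697 probe sets at 8, 17, 24 and 49 dpi. Under that covariate, a signal higher in the S23 arrays of 17 dpi, these counts were 2, 155, 955 and 1028. From its own counts of called genes and their overlap the paper concludes that significantly more genes were differentially expressed in the severe infection than in the mild one. It proposes that the list could help closer study of tomato and viroid.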

Finally, our transcriptome analysis has provided a list of differentially expressed genes in tomato during PSTVd infection, which could be useful for a more detailed study of tomato-viroid interaction.

## Figures and Tables

**Figure 1:**
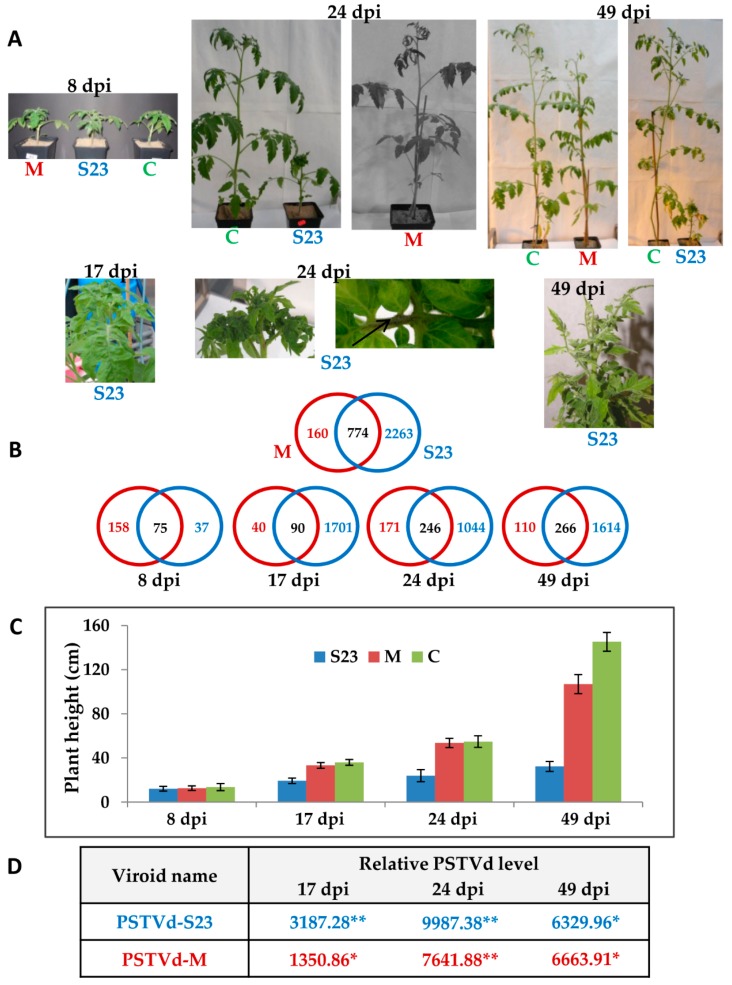
Time course of symptom development of PSTVd infection on “Rutgers” tomato in correlation with viroid RNA level and number of DEGs. (**A**) Comparison of symptoms induced by the mild and severe PSTVd variants. Typical necrosis caused by S23 at 24 dpi are indicated by arrow. (**B**) Venn diagrams of the DEGs: total DEGs in M and S23 infected plants, and at the indicated time points. (**C**) Comparison of plant heights at 4 time points. Each bar represents the arithmetic mean of the height of three plants with SD indicated. C, control plant (pUC9 vector-inoculated). (**D**) Relative viroid level measured by the NanoString nCounter method. Relative viroid level in arbitrary units in comparison to control plants was estimated using nSolver analysis software (v. 3.0, NanoString Technology, Seattle, WC, USA). A *t*-test was used to determine the significance of the differences; * and ** indicate *p* < 0.05 and *p* < 0.001, respectively.

**Figure 2:**
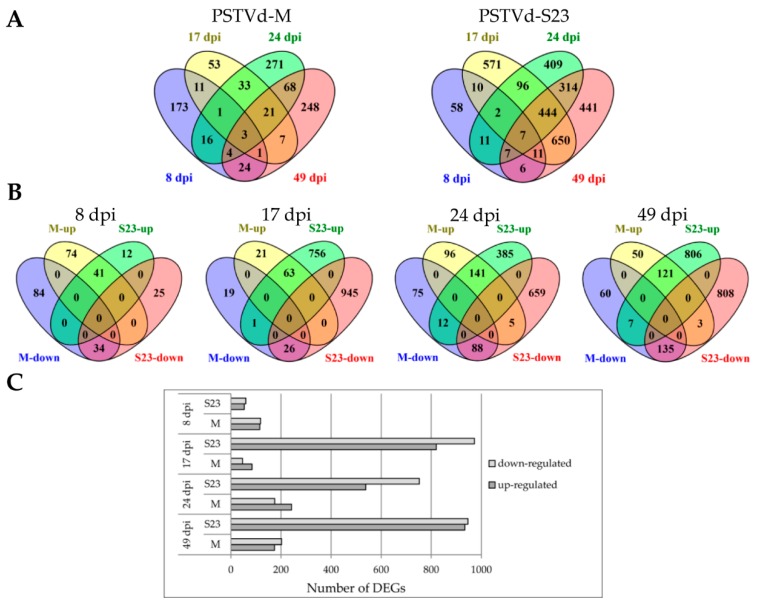
Relationship of DEGs at different time points. (**A**) Venn diagrams display the distribution of DEGs at each time point during mild or severe infection. (**B**) Venn diagrams display the distribution of up- and down-regulated genes in both infections at each time point. (**C**) Comparison of the number of up- and down-regulated genes at each time point.

**Figure 3:**
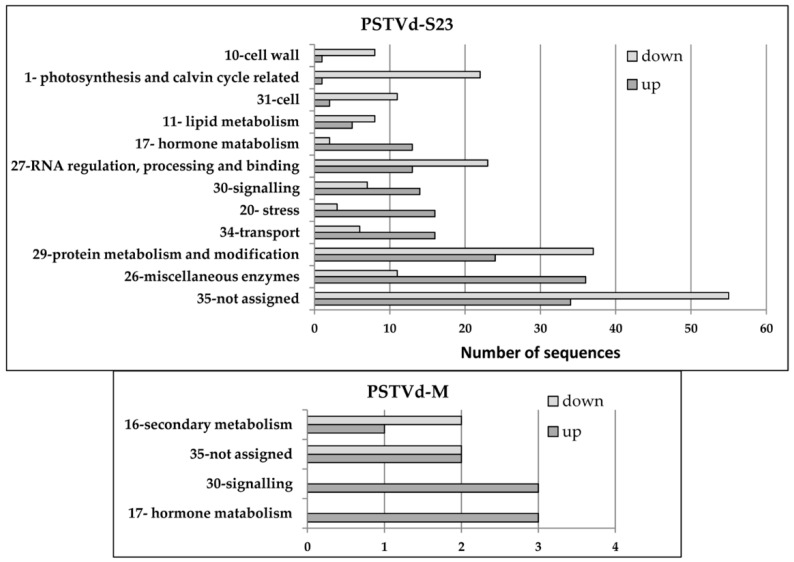
Functional analysis of DEGs commonly identified at three time points by MapMan. DEGs from the up- and down-regulated groups were assigned to 35 bins in the “Overview” visualization pathway of MapMan. The bin numbers and corresponding names are graphed on the Y-axis. Only the most abundant categories for at least one group of genes are presented. Miscellaneous enzymes, e.g., cytochrome P450, CCN5-related N-acetyltransferase, UDP glucosyl and glucuronyl transferases.

**Figure 4:**
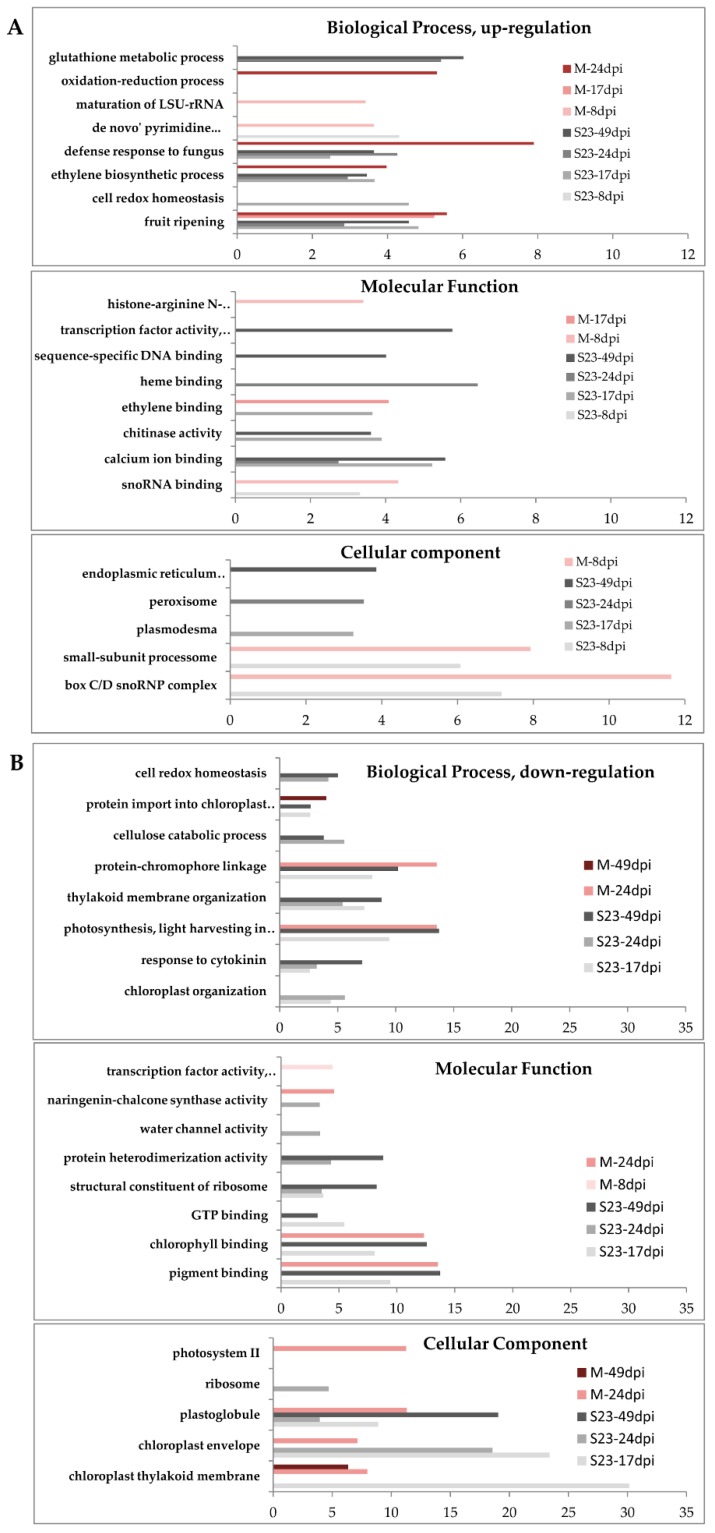
GO enrichment analysis. (**A**,**B**) up- and down-regulated genes, respectively. Only selected GO terms for the S23 and M variants at the indicated times after inoculation are presented. Categories are indicated on the Y-axis, log_10_(1/p) is on the X-axis; enrichment *p* value < 0.005 was used as a cutoff.

**Figure 5:**
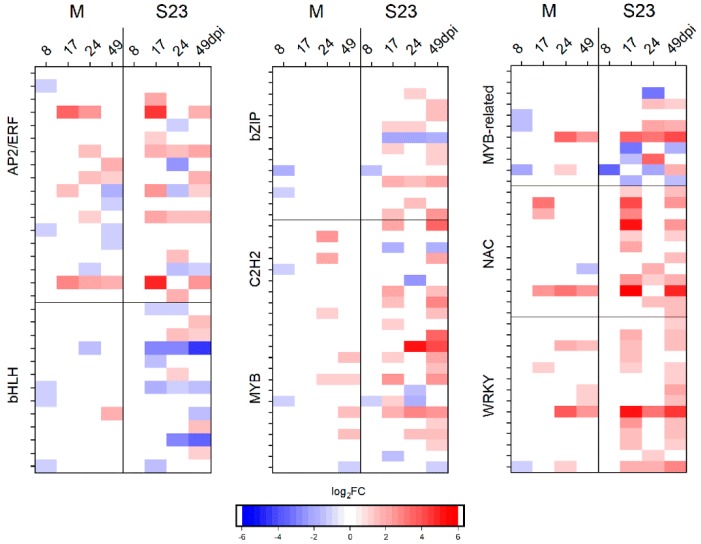
Heat map of log_2_ fold change of genes encoding transcription factors belonging to the indicated families.

**Figure 6:**
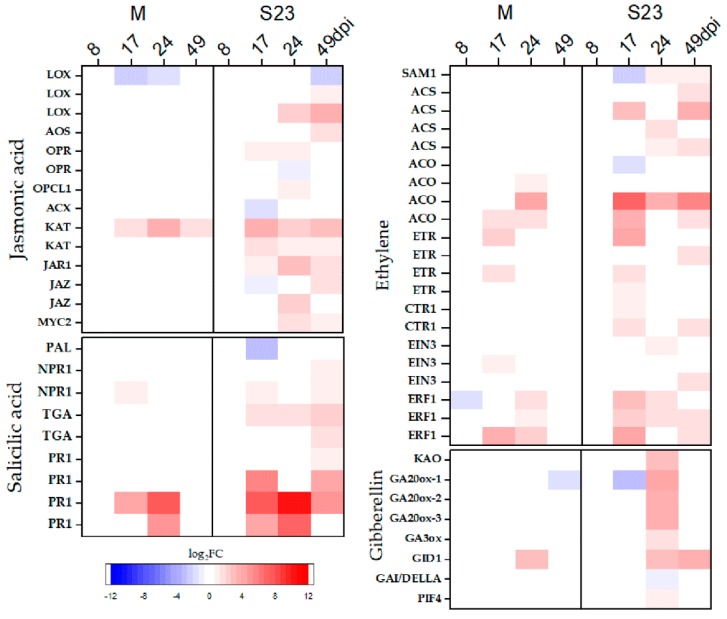
Heat map of log_2_ fold change of DEGs involved in plant hormone biosynthesis and signaling. Only selected hormones are presented.

**Figure 7:**
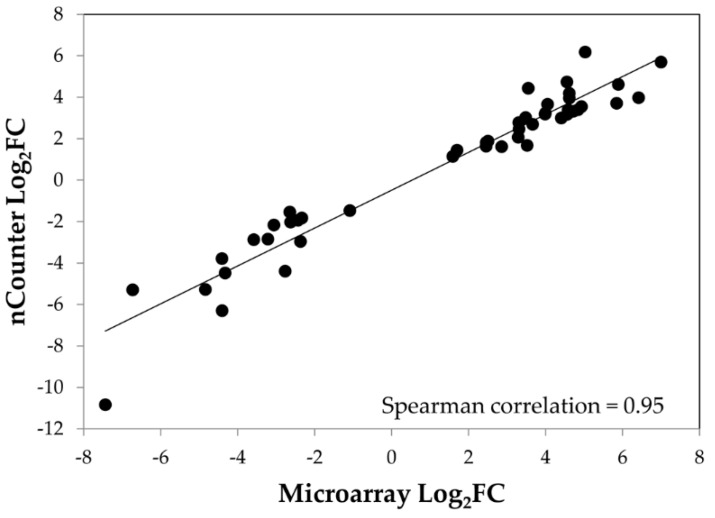
Correlation of microarray and nCounter NanoString data for selected DEGs. The Spearman rank correlation of the log_2_ differences between the microarray and NanoString nCounter*^®^* measurements for the 19 selected DEGs is presented. The mean of the log_2_FC value between the PSTVd-infected and mock-inoculated samples was calculated from three or two biological replicates.

## Supplementary Materials

The following are available online at http://www.mdpi.com/1999-4915/10/5/257/s1, Figure S1: Gene Ontology (GO) terms assigned to the complete list of the differentially expressed genes, Table S1: NanoString nCounter analysis of the selected DEGs, Table S2: Tomato DEGs affected by PSTVd-M and PSTVd-S23 infection, Table S3: GO term enrichments of different categories, Table S4: TF and PK genes in which expression was altered by PSTVd infection at particular time points, Table S5: Genes involved in plant hormone biosynthesis and signaling in which expression was altered by PSTVd infection, Table S6: Photosynthesis- and chloroplast-related genes in which expression was altered by PSTVd infection, Table S7: Differentially regulated cell-wall-related genes during PSTVd infection, Table S8. Differentially regulated defense-related genes during PSTVd infection.

# Supplementary material for: Time-Course Microarray Analysis Reveals Differences between Transcriptional Changes in Tomato Leaves Triggered by Mild and Severe Variants of Potato Spindle Tuber Viroid
**Source:** Viruses. 2018 May 15;10(5):257. doi: 10.3390/v10050257
**Supplement:** Supplementary file 1

PSTVd-M

Biological Process

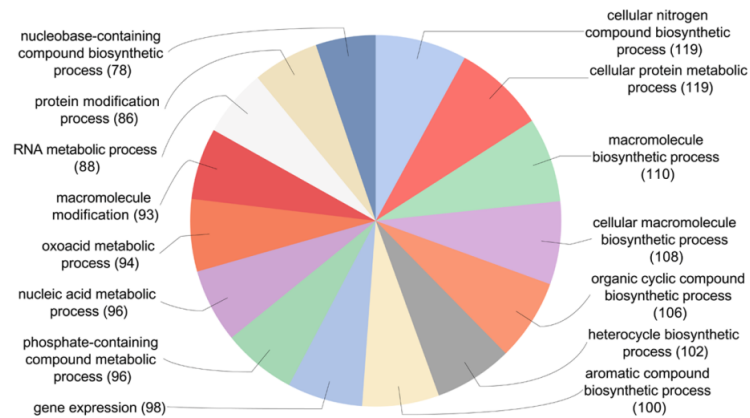

Cellular Component

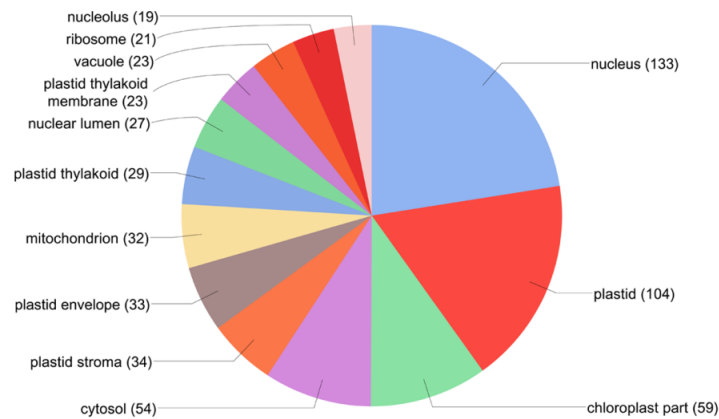

Molecular Function

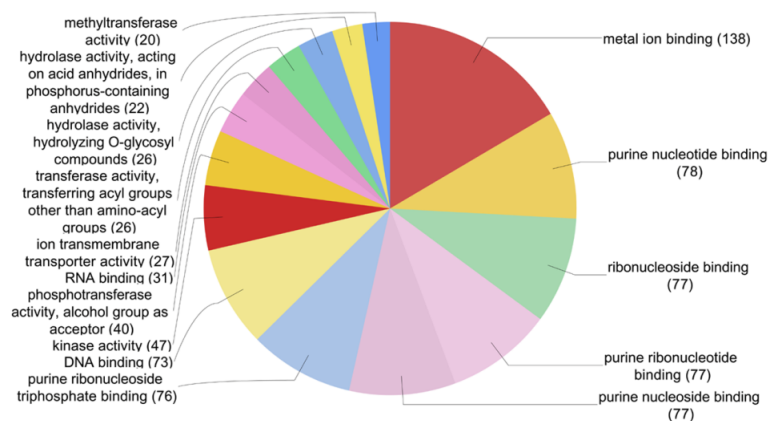

PSTVd-S23

Biological Process

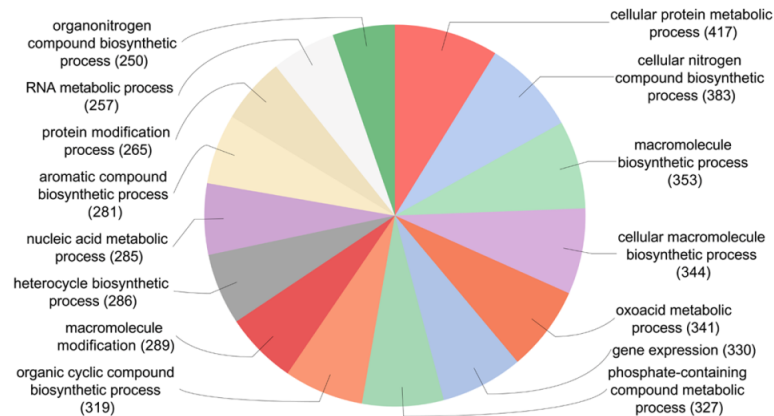

Cellular Component

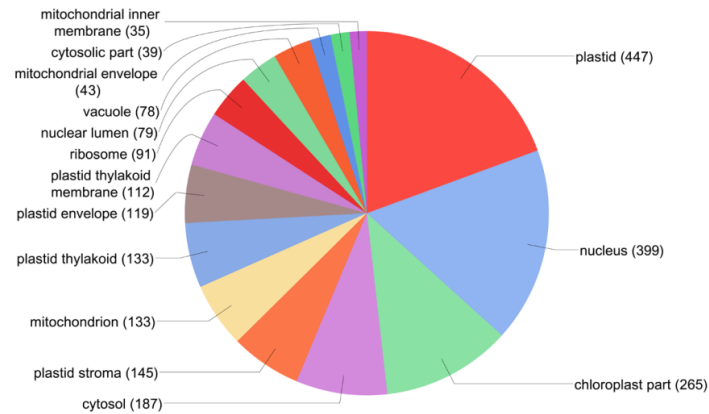

Molecular Function

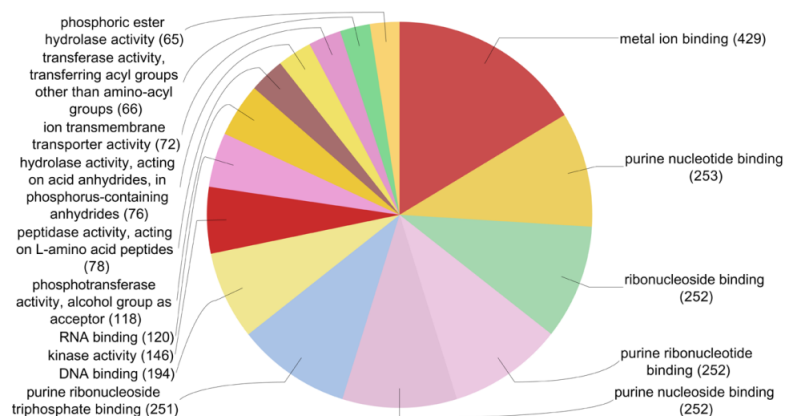

Figure S1. Gene Ontology (GO) terms assigned to the complete list of the differentially expressed genes. Pie charts represent the GO term distributions in plants infected with PSTVd-M (A) and PSTVd-S23 (B) as determined by Blast2GO under the biological process, molecular function and cellular component categories at GO level 5 with a 5-node score cutoff. The numbers in brackets represent the number of genes assigned to each GO term. 15 most abundant GO terms are presented.

How the deposited data were processed for this re-analysis (not part of the article)

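RNA from leaves of tomato "Rutgers" plants was measured on the Affymetrix Tomato Genome array at 8, 17, 24 and 49 dpi after inoculation with PSTVd-M, PSTVd-S23 or the empty vector pUC9 (mock), with 3 arrays per inoculum and day and 2 for M at 8 dpi, 35 arrays in all. The deposited values are log2 values that the authors had made before deposit with RMA in Partek Genomics Suite, with background correction on perfect match probes, quantile normalization, log2 transformation and median polish per probe set. Neither the versions of these tools in the labels nor array scans were used here. The values were tested for their scale and range and used as deposited. The quartiles and medians of the arrays are similar but not identical, and each value is relative to no control.

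Of 10209 probe sets 108 controls were left out of the tests, which leaves 10101. Probe sets were given a gene from the array annotation where it holds a single symbol (909 probe sets), and from the study's own tables, whose fold changes were matched with those here. In this way 647 of 666 entries of Tables S4 to S8 were joined to a probe set and 19 were not. In all 1979 probe sets have a name or an identifier, for 1870 genes, and the others are counted without a name. Of Table S2, 976 of 3197 genes were readable here, so that nothing was computed from the rest of it. Named isoforms that could not be matched to a probe set were given no value.

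In R 4.3.3 with limma 3.58.1, 1 mean was fitted for each of the 12 groups over all 35 arrays with lmFit, and the spread was moderated with eBayes. Infected leaves were compared with mock leaves of the same day, S23 with M leaves of the same day, and the effect of a variant on one day with that on another. Calls were made at the thresholds of the paper, an unadjusted p under 0.05 and at least 2-fold, and at a Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets of the comparison with at least 2-fold. Counts over gene lists are at an adjusted p under 0.05 with any fold change, once over all probe sets and once adjusted over the list alone, and lists were also tested as sets with camera at a preset correlation of 0.01. FC is a fold change with a minus sign for a fall. Names and Table S1 were joined in Python 3.11. Spearman and Pearson correlations were computed between the log2 fold changes here and the nCounter values of the paper's Table S1, over 77 pairs of a gene and a comparison and over 1 mean for each of 19 genes.

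Gene lists came from 3 sources. The lists by description, fixed beforehand, use the gene description of a probe set, and most of these descriptions come from the study's own tables of called genes, so that these lists are no independent evidence of a direction, as are the lists that the study itself chose on these samples in Tables S4 to S8. A list for the phloem had no probe set. The lists by symbol were written from the symbols alone once the table was at hand, before their values were looked at. The genes named are, for each comparison, the 5 with a name that rose most and the 5 that fell most at an adjusted p under 0.05 without overlap between infected and mock arrays, every gene that the paper names with a direction, the 19 genes of Table S1 and its 3 housekeeping genes, and the 3 members with the smallest adjusted p of each list described. With 3 arrays against 3, chance alone leaves 10% of unchanged probe sets without overlap.

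The pipeline was tested on simulated data. Of 50 probe sets given a change of 1, 1.5, 2 and 3 on the log2 scale in S23 at 17 dpi, 17, 32, 37 and 46 were recovered at an adjusted p under 0.05 and 25, 45, 48 and 50 at the thresholds of the paper, with 6 and 168 false calls. For M at 8 dpi with no change simulated, limma made 0 calls at an adjusted p and 191 at the thresholds of the paper.

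The alternatives were the ordinary ANOVA test without moderation, an intensity trend with robust eBayes, a fit of the arrays of 1 time point, the replicate number within a day as a block, the inoculum and number taken as a plant as a random block (correlation −0.0131), centring on the array median, on the mean of the 3 housekeeping genes, and quantile normalization of the deposited values, a filter on dim probe sets (above the 25th percentile on at least 3 arrays, 8462 kept), array weights, 1 probe set per named gene (9992), a limit of 1.5-fold, an unadjusted p under 0.01, a correlation estimated in camera, 1 probe set per gene in the lists, 3 choices of nCounter pairs, and leaving out each array in turn. After the data were seen 4 were added. A block of 2 levels stands for the third factor of the paper's ANOVA, whose name is not given and whose levels were recovered from the readable fold changes of Table S2, fitted with limma and with the ordinary ANOVA test. At 17 dpi all M and S23 arrays and mock replicate 1 have one level, and mock replicates 2 and 3 the other. On that day the block and the infection are therefore told apart only in part. The mean 3′ minus 5′ log2 signal of the GAPDH, actin and EF1a control probe sets was a covariate, and in a further fit the arrays whose GAPDH 3′ minus 5′ signal was above 5 were left out. Small RNA, symptom and nCounter raw data were not analysed here.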

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

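Of the tests below, those of RNA integrity at 17 and at 49 dpi, of cDNA synthesis, of the infection itself, of P322 as a response to the mild variant, as a mark of plants that differ and for exchanged labels at 49 dpi, and every value with the 3′ minus 5′ covariate or without the arrays whose GAPDH 3′ minus 5′ signal was above 5, were chosen only after the result was seen.

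The effects of the 2 variants differed from each other when the difference itself was tested. At an adjusted p under 0.05 and at least 2-fold, 3 probe sets differed between S23 and M leaves at 8 dpi (3 against 2 arrays), 1708 at 17 dpi, 594 at 24 dpi and 697 at 49 dpi (3 against 3 arrays). Single arrays changed each of them: at 8 dpi the 3 became 1 without M replicate 1 or 2 or S23 replicate 2, at 17 dpi the 1708 became 257 to 401 without M replicate 1 or 2 or S23 replicate 1 or 2 and 3159 without S23 replicate 3, at 24 dpi the 594 became 345 without S23 replicate 2 and 965 without S23 replicate 3, and at 49 dpi the 697 became 225 to 462 without M replicate 1 or 3 or S23 replicate 1 and 1110 without S23 replicate 2. With the covariate the 4 counts were 2, 155, 955 and 1028, and without the arrays with GAPDH above 5 they were 1, 55, 1159 and 475, where the 55 rests on S23 replicate 3 alone, the 1 S23 array left at 17 dpi, which lay nearer the M arrays. Groups of 3 against 3 make 10 splits, too few for a share under 0.05. At 24 dpi the real split gave 594 and the highest of the others 115, and at 49 dpi 697 and 6. At 17 dpi the real split gave 1708, and the split of S23 replicates 1 and 2 with M replicate 3 against the rest gave 1746. That split parts the arrays exactly by their GAPDH 3′ minus 5′ signal, and 155 is the count with such a signal as a covariate.

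The effect of S23 also differed between days when the change was tested. From 8 to 17 dpi 154 probe sets changed their log2 fold change against mock, from 17 to 24 dpi 368 and from 24 to 49 dpi 79 (3 arrays per group, 175, 518 and 155 with the covariate, 86, 736 and 1455 without the arrays with GAPDH above 5, the 86 and 736 with 1 S23 array at 17 dpi). Without 1 array these changed too: from 8 to 17 dpi the 154 became 44 to 102 without S23 replicate 1, 2 or 3 of 8 dpi, mock replicate 1, 2 or 3 of 8 dpi, S23 replicate 2 of 17 dpi or mock replicate 1, 2 or 3 of 17 dpi and 837 without S23 replicate 3 of 17 dpi, from 17 to 24 dpi the 368 became 203 to 244 without S23 replicate 1 of 17 dpi, mock replicate 1 or 2 of 17 dpi, S23 replicate 1 of 24 dpi or mock replicate 1 or 2 of 24 dpi and 832 to 971 without S23 replicate 3 of 17 dpi or S23 replicate 3 of 24 dpi, and from 24 to 49 dpi the 79 became 42 to 52 without mock replicate 1, 2 or 3 of 24 dpi, S23 replicate 1 of 49 dpi or mock replicate 2 of 49 dpi and 132 to 446 without S23 replicate 3 of 24 dpi, S23 replicate 2 or 3 of 49 dpi or mock replicate 3 of 49 dpi. Of 100 splits of the same arrays, 1 gave as many calls as the real one for 8 to 17 dpi, itself included (154, the highest other 6). For 17 to 24 dpi 3 of 100 did (368, the highest other 2494) and for 24 to 49 dpi 5 of 100 (79, the highest other 1089). The first 2 shares lay under 0.05 and the last did not. These splits redrew all inoculum labels within a day. They test whether the inoculum had any effect, not whether the S23 effect was equal on 2 days. They therefore do not exclude chance for a change of effect, and shares of 3 and 5 of 100 lie too near to be told apart. Splits that call several times the real number point to a structure of the arrays other than the inoculum.

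In M leaves 12 probe sets changed their effect from 8 to 17 dpi (2 against 3 arrays at 8 dpi, 58 with the covariate, 24 without the arrays with GAPDH above 5) and 1, which has no gene name here, from 24 to 49 dpi (8 with the covariate, 419 without those arrays, which does not take the 3′ minus 5′ difference between M and mock leaves at 49 dpi away). Without 1 array both changed: from 8 to 17 dpi the 12 became 0 to 7 without M replicate 1 or 2 of 8 dpi, mock replicate 2 of 8 dpi, M replicate 2 or 3 of 17 dpi or mock replicate 1, 2 or 3 of 17 dpi and 37 without mock replicate 3 of 8 dpi, and from 24 to 49 dpi the 1 became 0 without M replicate 1 or 2 of 24 dpi, mock replicate 1, 2 or 3 of 24 dpi or mock replicate 1 or 2 of 49 dpi and 2 to 34 without M replicate 3 of 24 dpi, M replicate 1 or 3 of 49 dpi or mock replicate 3 of 49 dpi. Where limma called 0, the count at an unadjusted p under 0.05 and 2-fold was 226 for 8 to 17 dpi and 153 to 357 for 24 to 49 dpi. From 17 to 24 dpi limma called 0 (429 at an unadjusted p under 0.05, 5 with the covariate, 18 without the arrays with GAPDH above 5), and leaving out M replicate 3 of 17 or 24 dpi gave 5 and 2. For 17 to 24 dpi all 100 splits gave as many as the real 0 (the highest 1561), and for 24 to 49 dpi 21 of 100 gave as many as the real 1 (the highest other 548), so that chance is not excluded and the splits again point to a structure of the arrays.

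Between infected and mock arrays of 1 day the 10 splits are likewise too few for a share under 0.05. In S23 leaves the real split and the highest other gave 3 and 16 at 8 dpi (4 of 10 splits as large), 1595 and 0 at 17 dpi (in limma), 1125 and 2 at 24 dpi, and 1728 and 1620 at 49 dpi (each the only 1 of 10). In M leaves they gave 0 and 7 at 17 dpi (10 of 10, with 304 at an unadjusted p under 0.05), 90 and 0 at 24 dpi (1 of 10) and 26 and 402 at 49 dpi (2 of 10). The split of M replicate 1 and mock replicates 1 and 2 against the rest that gave 402 points to a structure of the arrays of 49 dpi that is not the inoculum. With the 3′ minus 5′ covariate the 26 was 62 and the 1728 was 1249. Single arrays moved these counts as well: in M leaves at 24 dpi the 90 became 22 to 44 without M replicate 1, 2 or 3 or mock replicate 1, 2 or 3, and at 49 dpi the 26 became 2 to 3 without M replicate 2 or 3 or mock replicate 1 or 2 and 49 to 785 without M replicate 1 or mock replicate 3. In S23 leaves at 8 dpi the 3 became 6 to 76 without S23 replicate 1 or mock replicate 2 or 3, at 17 dpi the 1595 became 539 to 1058 without S23 replicate 1 or 2 or mock replicate 1 or 2 and 2996 without S23 replicate 3, at 24 dpi the 1125 became 617 to 734 without S23 replicate 2 or mock replicate 2, and at 49 dpi the 1728 became 868 to 982 without S23 replicate 1 or mock replicate 1 or 2 and 2976 without mock replicate 3.

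At the thresholds of the paper S23 leaves had 2198 calls at 17 dpi and 2194 at 49 dpi against 129 and 1515 at 8 and 24 dpi (the 2198 became 1360 without S23 replicate 1, the 2194 became 3344 without mock replicate 3, the 129 became 73 without mock replicate 2 and 327 without mock replicate 3), and at 17 and 49 dpi the 3′ minus 5′ signal of 3 tomato control genes, which the paper does not analyse, was 2.87 and 1.94 higher on the log2 scale in S23 than in mock arrays (exact p = 0.1 and 0.3, 3 against 3). The log2 fold changes of S23 at 17 and 24 dpi were correlated over probe sets with r = 0.497 once that signal was a covariate (0.489 without it). This goes against the infection playing no part at 17 dpi but does not exclude it. Probe sets are not independent, and no such r was simulated for unchanged groups. With the covariate, 474 probe sets were still called in S23 leaves at 17 dpi at an adjusted p under 0.05 and 2-fold. By nCounter all 18 genes read there had the sign of the arrays, though the paper chose these genes from its array results. These values also argue against the infection playing no part at 17 dpi. Lower RNA integrity of the S23 arrays stays open as a possible explanation of many calls at 17 dpi, since 26.4% of them stayed with the covariate, and the absolute difference between array and nCounter log2 fold changes there went with it from 1.03 to 0.713 on average (a mean change of −0.32, SE 0.256 over 18 genes, 12 nearer and 6 farther, the mean signed difference going from 0.555 to −0.519). The paper states that its RNA had passed a quality control and that the arrays were checked for outliers, but gives no values for single arrays. At 49 dpi 58.7% stayed (1288 of 2194), which argues against lower integrity as the source of all of these calls, and for the others lower integrity and the infection cannot be told apart. Without the arrays with GAPDH above 5 there were 2859 calls at 49 dpi, 1952 of the 2194 among them in the same direction, but this does not take the signal away, since the GAPDH difference of the arrays that were left was 4.98 and 4.47 in S23 and 2.44 and 2.48 in mock leaves. Whether the signal came from the leaf RNA or from cDNA synthesis and labelling is not settled by the spiked DapX transcript, which rose by 35.7% of the rise of the tomato controls. The spiked ThrX had a mean of 4.17 in S23 and 3.84 in mock leaves at 17 dpi, and 2.38 and 3.20 at 49 dpi. Over the 35 arrays the first component left after removal of the group means followed the tomato controls with r = 0.993, DapX with 0.543 and ThrX with 0.188. This argues against cDNA synthesis and labelling as the whole source, while DapX leaves a part open.

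The gene for the defensin P322 had a high signal in some infected plants and a low one in others, called on and off here, and at 8 dpi, as on later days, 6 further probe sets, which the paper does not discuss in this way, were apart in the same arrays without overlap, for example that of diaminopimelate epimerase (Solyc09g005700.2.1, log2 10.4 to 11.4 where P322 was on and 6.29 to 7.23 where it was off, chosen after its values were seen). At 49 dpi the 2 S23 arrays counted as off had a P322 signal of 7.85 and 8.18, above mock leaves (2.62 to 5.37) and below the third S23 array (12.79), so that off does not mean absent. At least 1 array on every day broke the pattern of M on and S23 and mock off, S23 replicate 3 being on each day. M replicates 1 and 2 were on at 17 and 24 dpi and 2 and 3 at 49 dpi. As labelled, this goes against a response of every M plant and no S23 plant. It restates what was seen before it was tested, and it rests on the labels weighed below. Whether the plants differed from the start stays open, since the 6 probe sets that followed P322 over the infected arrays were seen before they were tested and a comparison with drawn regroupings, none of which had any, decides nothing. Against an exchange of the labels of S23 replicate 3 and an M array at 49 dpi, each M array of that day lay nearer its own group, the lowest at 0.829 between S23 at 0 and M at 1 (SD 0.0873). For 17 and 24 dpi an exchange cannot be told apart from a difference between plants, since S23 replicate 3 lay nearer the M arrays on 2 of 3 days, at 17 and 24 dpi (positions 0.344 and 0.47 between M at 0 and S23 at 1) and not at 49 dpi (0.661), where S23 replicate 2 did (0.455), while the M arrays, the lowest at 0.53 and 0.733, lay nearer their own group. The paper states that both viroid sequences were found in the plants at 17 and 49 dpi and that symptoms differed, which goes with the labels of the groups but is not given for single arrays. No difference between plants is given in the labels, so that a biological source stays untested.

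At 8 dpi M leaves, with 2 arrays, had 272 calls at the thresholds of the paper and S23 leaves, with 3, had 129. Leaving out 1 mock array changed them: of M the 272 became 412 without mock replicate 3, and of S23 the 129 became 73 without mock replicate 2 and 327 without mock replicate 3. Against the smaller number of M arrays as the whole source, S23 with 2 arrays gave 151, 100 and 151 calls, the highest being 151. Simulated unchanged groups had a median of 89.5 calls with the 2 arrays of M and 43.5 with the 3 of S23, so that a part stays open. In the direct test 3 probe sets differed between S23 and M leaves at 8 dpi at an adjusted p under 0.05 and 2-fold (39 at the thresholds of the paper). This goes against many large differences, but it cannot decide on an earlier action of the mild variant, since small differences are missed with 2 M arrays. Of 50 simulated changes of 1 on the log2 scale in M against mock leaves at 8 dpi, 12 were recovered at an adjusted p, and of 50 changes of 2, 34. The 272 and 129 calls lay within what simulated unchanged groups gave at the thresholds of the paper (median 89.5 and 95th percentile 781.1 for M, 43.5 and 872.4 for S23), so that they do not show a difference between the variants at 8 dpi. At an adjusted p under 0.05 and 2-fold, M leaves had 49 calls and S23 leaves 3. Simulated unchanged groups then had a 95th percentile of 0 for both, with a highest draw of 2 for M and 10 for S23. The 49 of M thus lay above all draws, but calls against mock in one infection are not a difference between the variants.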

How the results depend on the processing

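The third factor as a block, with and without the ordinary ANOVA test, the 3′ minus 5′ covariate and the fit without the arrays whose GAPDH 3′ minus 5′ signal was above 5 were chosen only after the data were seen. This last fit leaves 1 S23 array at 17 dpi, replicate 3, so that its values for S23 leaves at 17 dpi, among them the 2 reversed directions below, are those of a lone array and do not show that lower integrity made the calls that were lost. At 49 dpi it leaves a GAPDH difference of 4.91 and 3.63 in M and 2.44 and 2.48 in mock leaves. Its larger counts for M leaves at 49 dpi are therefore not free of that signal. Of 92 results, which are counts of calls, counts over lists, gene sets in camera and the correlation with nCounter, all 92 kept their direction and their side of the threshold, or for a count a value within 1.5 times, with the plant as a random block and with 1 probe set per named gene. With the intensity trend, median centring and the third factor as a block 90 of 92 did, with a filter on dim probe sets 88, with quantile normalization and with the third factor and the ordinary ANOVA test 86, and with housekeeping centring 78. With the ordinary ANOVA test 71 of 75 did and with only the arrays of 1 time point 57 of 86. The plant block decides little, since arrays with the same replicate number showed no likeness across days. The 17 gene sets in camera kept their side with 1 probe set per gene in the lists, and camera with the ordinary ANOVA test was not run, nor were changes between days with the arrays of 1 time point. The correlation with nCounter was 0.936 and kept within its jackknife SE of 0.0143 with only pairs at an array p under 0.05, without the 2 genes with the largest changes and with 1 mean per gene. The 0 calls of M leaves at 17 dpi at an adjusted p and the 0 changes of the M effect from 17 to 24 dpi, both in limma, stand beside 304 and 429 probe sets at an unadjusted p under 0.05.

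Named genes gave 564 pairs of a gene and a comparison in which the gene passed an adjusted p of 0.05. Of them 563 also passed in the same direction with the plant as a random block, 561 with the intensity trend, 552 with array weights, 550 with median centring and 547 with quantile normalization. The ordinary ANOVA test left 516, the third factor 512 and with the ordinary ANOVA test 476, housekeeping centring 494, the replicate block 485, the covariate 442, the fit without the arrays with GAPDH above 5 427 and only the arrays of 1 time point 267. The filter on dim probe sets left 557 of 558 and 1 probe set per named gene 547 of 547. Under all of the settings chosen beforehand 236 pairs passed, and whichever array of the comparison was left out 268 did. The direction was reversed in 2 pairs, both in S23 leaves at 17 dpi without the arrays with GAPDH above 5, Solyc10g085200.1.1 with a log2 fold change of 0.00303 and PR1b1 with −0.0847.

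Of 640 list counts of at least 1, 640 were within 1.5 times with the plant as a random block, 627 with the intensity trend and with 1 probe set per named gene, 613 with the filter on dim probe sets, 608 with median centring, 606 with quantile normalization and 579 with the ordinary ANOVA test. With the third factor 78 fell below and 8 rose above that limit, with the replicate block 97 and 10, with housekeeping centring 107 and 104, with the third factor and the ordinary ANOVA test 145 and 8, and with the covariate 172 and 60. Without the arrays with GAPDH above 5 the numbers were 185 and 117, with only the arrays of 1 time point 377 and 17, and with array weights 11 and 272. When 1 array was left out, 2113 of 3829 counts stayed within the limit, 1568 fell below it and 148 rose above it.

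With the ordinary ANOVA test, 4 of 75 results did not keep their direction, their side of the threshold or, for a count, a value within 1.5 times. At an adjusted p the calls went in M at 24 dpi from 90 to 57. Changes of effect went in M for 17 to 24 and 24 to 49 dpi from 0 and 1 to 1 and 0 (224 at an unadjusted p under 0.05 where the ANOVA gave 0). List members called went in M leaves at 24 dpi for PR proteins (higher) from 5 to 3.

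Under an intensity trend and robust eBayes, 2 of 92 results did not keep this. Effects that changed went in M for 17 to 24 and 24 to 49 dpi from 0 and 1 to 1 and 2.

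Given only the arrays of 1 time point, 29 of 86 results did not keep this. At the paper’s thresholds the calls went in M at 49 dpi from 454 to 289. By the adjusted p they went in M at 8 and 49 dpi from 49 and 26 to 32 and 0 (289 at an unadjusted p under 0.05 where limma gave 0) and in S23 at 8, 24 and 49 dpi from 3, 1125 and 1728 to 0, 743 and 115 (141 at an unadjusted p under 0.05 where limma gave 0). Calls in both variants went at 49 dpi from 313 to 178. Calls shared by days went in M for days (17 and 49), (24 and 49) and (17, 24 and 49) from 29, 107 and 23 to 17, 46 and 10. Between S23 and M leaves calls went at 8, 17, 24 and 49 dpi from 3, 1708, 594 and 697 to 0, 564, 310 and 9 (44 at an unadjusted p under 0.05 where limma gave 0). Members of the lists went in S23 leaves at 49 dpi for photosynthesis (lower), antenna proteins (lower), chlorophyll (lower), Calvin cycle (lower), chloroplast ribosome (lower), WRKY (higher), NAC (higher), calcium-dependent kinases (higher), ethylene (higher), salicylic acid (higher), abscisic acid (lower) and cell wall (lower) from 30, 15, 17, 11, 20, 10, 7, 5, 9, 7, 7 and 24 to 2, 0, 0, 2, 1, 0, 0, 0, 0, 0, 1 and 2 (15, 19, 9, 3, 5, 9 and 6 at an unadjusted p under 0.05 where limma gave 0). Called list members went in S23 leaves at 24 dpi for chloroplast ribosome (lower), gibberellin (higher) and cell wall (lower) from 13, 5 and 21 to 8, 3 and 11.

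With the replicate block, 9 of 92 results did not keep this. Calls at an adjusted p went in M at 49 dpi from 26 to 16. The change of effect went in S23 for 8 to 17 and 24 to 49 dpi from 154 and 79 to 97 and 42 and in M for 8 to 17, 17 to 24 and 24 to 49 dpi from 12, 0 and 1 to 6, 1 and 5. In camera the adjusted p went in S23 leaves at 17 dpi for ethylene synthesis and signaling from 0.0415 to 0.0523. Counts over lists went in S23 leaves at 17 dpi for WRKY (higher) from 7 to 4. The list counts went in M leaves at 24 dpi for PR proteins (higher) from 5 to 3.

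Under median centring, 2 of 92 results did not keep this. Changed effects went in M for 8 to 17 and 24 to 49 dpi from 12 and 1 to 7 and 2.

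Given quantile normalization, 6 of 92 results did not keep this. The adjusted p moved the calls in S23 at 8 dpi from 3 to 7. The count of changed effects went in M for 17 to 24 and 24 to 49 dpi from 0 and 1 to 1 and 0 (245 at an unadjusted p under 0.05 where limma gave 0). For camera the adjusted p went in S23 leaves at 17 dpi for ethylene synthesis and signaling and light reaction and antenna proteins from 0.0415 and 0.0199 to 0.0777 and 0.175. Camera gave an adjusted p that went in M leaves at 24 dpi for light reaction and antenna proteins from 0.0286 to 0.138.

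With housekeeping centring, 14 of 92 results did not keep this. At an adjusted p the calls went in M at 49 dpi from 26 to 69. Changes of effect went in S23 for 8 to 17 dpi from 154 to 236 and in M for 24 to 49 dpi from 1 to 2. The adjusted p from camera went in S23 leaves at 17 dpi for ethylene synthesis and signaling from 0.0415 to 0.069. By camera the adjusted p went in M leaves at 49 dpi for carotenoid and abscisic acid synthesis from 0.0199 to 0.0987. Among the lists, counts went in S23 leaves at 17 dpi for photosynthesis (lower), antenna proteins (lower), WRKY (higher) and lignin (higher) from 9, 10, 7 and 8 to 24, 16, 4 and 5. Over the lists the calls went in S23 leaves at 24 dpi for chlorophyll (lower) from 6 to 11. List members called went in S23 leaves at 49 dpi for WRKY (higher), NAC (higher), calcium-dependent kinases (higher) and ethylene (higher) from 10, 7, 5 and 9 to 5, 3, 2 and 5.

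Under a filter on dim probe sets, 4 of 92 results did not keep this. Effects that changed went in M for 8 to 17 and 24 to 49 dpi from 12 and 1 to 5 and 2. In camera the adjusted p went in M leaves at 24 dpi for light reaction and antenna proteins from 0.0286 to 0.0548. For camera the adjusted p went in S23 leaves at 17 dpi for MEP and isoprenoid backbone from 0.0199 to 0.0507.

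Given array weights, 44 of 92 results did not keep this. The paper’s thresholds moved the calls in M at 8, 17, 24 and 49 dpi from 272, 111, 481 and 454 to 475, 295, 804 and 1993 and in S23 at 8 dpi from 129 to 385. By the adjusted p they went in M at 8, 17, 24 and 49 dpi from 49, 0, 90 and 26 to 401, 252, 757 and 1830 and in S23 at 8, 17 and 24 dpi from 3, 1595 and 1125 to 347, 2850 and 2041. Pooled over days, calls went in all days of M from 1095 to 2757 and in both variants over all days from 881 to 2388. Calls of both variants went at 8, 17, 24 and 49 dpi from 85, 73, 286 and 313 to 206, 165, 522 and 1530. The calls of common days went in S23 for days (17 and 24) and (17, 24 and 49) from 612 and 502 to 1189 and 928. Calls common to days went in M for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) from 48, 29, 107 and 23 to 121, 150, 328 and 57. S23 against M went at 8, 17 and 24 dpi from 3, 1708 and 594 to 28, 3322 and 1724. The change of effect went in S23 for 8 to 17, 17 to 24 and 24 to 49 dpi from 154, 368 and 79 to 2419, 2164 and 588 and in M for 8 to 17, 17 to 24 and 24 to 49 dpi from 12, 0 and 1 to 628, 557 and 1932. Members of the lists went in S23 leaves at 17 dpi for photosynthesis (lower), antenna proteins (lower), WRKY (higher), ethylene (higher), salicylic acid (higher) and auxin (lower) from 9, 10, 7, 11, 5 and 7 to 30, 16, 11, 17, 8 and 12. Called list members went in S23 leaves at 24 dpi for photosynthesis (lower), chlorophyll (lower), chloroplast ribosome (lower) and cell wall (lower) from 13, 6, 13 and 21 to 23, 15, 20 and 40. Counts over lists went in M leaves at 24 dpi for PR proteins (higher) from 5 to 8.

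With the third factor as a block, 2 of 92 results did not keep this. Changed effects went in M for 8 to 17 and 24 to 49 dpi from 12 and 1 to 7 and 0 (229 at an unadjusted p under 0.05 where limma gave 0).

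Under the third factor and the ordinary ANOVA test, 6 of 92 results did not keep this. Calls at an adjusted p went in M at 8 and 24 dpi from 49 and 90 to 32 and 48. The count of changed effects went in S23 for 8 to 17 dpi from 154 to 84 and in M for 24 to 49 dpi from 1 to 0 (196 at an unadjusted p under 0.05 where the ANOVA gave 0). The list counts went in S23 leaves at 17 dpi for chlorophyll (lower) from 14 to 9. Among the lists, counts went in M leaves at 24 dpi for PR proteins (higher) from 5 to 3.

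Given the 3′ minus 5′ covariate, 33 of 92 results did not keep this. By the paper’s thresholds the calls went in S23 at 17 dpi from 2198 to 819. The adjusted p moved the calls in M at 8, 24 and 49 dpi from 49, 90 and 26 to 143, 197 and 62 and in S23 at 8 and 17 dpi from 3 and 1595 to 21 and 474. Shared by both variants, calls went at 49 dpi from 313 to 178. Shared between days, calls went in S23 for days (17 and 24), (17 and 49) and (17, 24 and 49) from 612, 1290 and 502 to 384, 466 and 276. The direct difference of the variants went at 17 and 24 dpi from 1708 and 594 to 155 and 955. Changes of effect went in S23 for 24 to 49 dpi from 79 to 155 and in M for 8 to 17, 17 to 24 and 24 to 49 dpi from 12, 0 and 1 to 58, 5 and 8. Camera gave an adjusted p that went in S23 leaves at 17 dpi for ethylene synthesis and signaling and light reaction and antenna proteins from 0.0415 and 0.0199 to 0.293 and 0.138. The adjusted p from camera went in M leaves at 24 dpi for light reaction and antenna proteins from 0.0286 to 0.107. By camera the adjusted p went in S23 leaves at 24 dpi for expansins from 0.0199 to 0.0535. Over the lists the calls went in S23 leaves at 17 dpi for photosynthesis (lower), antenna proteins (lower), chlorophyll (lower), WRKY (higher), NAC (higher), calcium-dependent kinases (higher), ethylene (higher), salicylic acid (higher), auxin (lower) and lignin (higher) from 9, 10, 14, 7, 8, 6, 11, 5, 7 and 8 to 2, 2, 5, 3, 3, 1, 6, 3, 2 and 4. List members called went in S23 leaves at 24 dpi for chlorophyll (lower) from 6 to 15. Members of the lists went in S23 leaves at 49 dpi for NAC (higher) from 7 to 3. The nCounter correlation went over 77 pairs from 0.936 to 0.913.

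With the arrays with GAPDH above 5 left out, 47 of 92 results did not keep this. Those for S23 leaves at 17 dpi rest on 1 array there. At the paper’s thresholds the calls went in M at 49 dpi from 454 to 1635 and in S23 at 17 dpi from 2198 to 664. At an adjusted p the calls went in M at 8, 17, 24 and 49 dpi from 49, 0, 90 and 26 to 105, 10, 250 and 1220 and in S23 at 8, 17, 24 and 49 dpi from 3, 1595, 1125 and 1728 to 13, 255, 1762 and 2638. Over all days they went in all days of M from 1095 to 2168 and in both variants over all days from 881 to 1884. Calls in both variants went at 49 dpi from 313 to 1332. Over days in common, calls went in S23 for days (17 and 24), (17 and 49) and (17, 24 and 49) from 612, 1290 and 502 to 305, 460 and 228. Across days the shared calls went in M for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) from 48, 29, 107 and 23 to 99, 81, 284 and 56. Between S23 and M leaves calls went at 8, 17 and 24 dpi from 3, 1708 and 594 to 1, 55 and 1159. Effects that changed went in S23 for 8 to 17, 17 to 24 and 24 to 49 dpi from 154, 368 and 79 to 86, 736 and 1455 and in M for 8 to 17, 17 to 24 and 24 to 49 dpi from 12, 0 and 1 to 24, 18 and 419. In camera the adjusted p went in S23 leaves at 17 dpi for ethylene synthesis and signaling, light reaction and antenna proteins and MEP and isoprenoid backbone from 0.0415, 0.0199 and 0.0199 to 0.0804, 0.0584 and 0.164. For camera the adjusted p went in M leaves at 49 dpi for expansins and carotenoid and abscisic acid synthesis from 0.0244 and 0.0199 to 0.284 and 0.784. Called list members went in S23 leaves at 17 dpi for photosynthesis (lower), antenna proteins (lower), chlorophyll (lower), WRKY (higher), NAC (higher), ERF (higher), calcium-dependent kinases (higher), ethylene (higher), salicylic acid (higher), auxin (lower) and lignin (higher) from 9, 10, 14, 7, 8, 7, 6, 11, 5, 7 and 8 to 0, 2, 2, 2, 3, 3, 1, 6, 2, 2 and 2 (6 at an unadjusted p under 0.05 where limma gave 0). Counts over lists went in S23 leaves at 24 dpi for chlorophyll (lower) and cell wall (lower) from 6 and 21 to 11 and 33.

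Under a limit of 1.5-fold in place of 2-fold, 23 of 32 results did not keep this. The paper’s thresholds moved the calls in M at 8, 17, 24 and 49 dpi from 272, 111, 481 and 454 to 543, 204, 852 and 824 and in S23 at 8, 17 and 24 dpi from 129, 2198 and 1515 to 318, 3448 and 2300. Probe sets called at least once went in all days of M from 1095 to 2002 and in all days of S23 from 3693 to 5548. Pooled over days, calls went in M or S23 over all days from 3907 to 5887 and in both variants over all days from 881 to 1663. Calls of both variants went at 8, 17, 24 and 49 dpi from 85, 73, 286 and 313 to 225, 118, 501 and 577. Calls shared by days went in S23 for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) from 612, 1290, 885 and 502 to 1036, 2001, 1373 and 839. The calls of common days went in M for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) from 48, 29, 107 and 23 to 77, 50, 207 and 36.

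Given an unadjusted p under 0.01, 18 of 24 results did not keep this. By the paper’s thresholds the calls went in M at 8, 17, 24 and 49 dpi from 272, 111, 481 and 454 to 170, 43, 283 and 210 and in S23 at 8 dpi from 129 to 73. Over all days they went in all days of M from 1095 to 636 and in both variants over all days from 881 to 477. Shared by both variants, calls went at 8, 17, 24 and 49 dpi from 85, 73, 286 and 313 to 50, 28, 157 and 122. Calls common to days went in S23 for days (17 and 24), (17 and 49) and (17, 24 and 49) from 612, 1290 and 502 to 355, 761 and 260. Shared between days, calls went in M for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) from 48, 29, 107 and 23 to 10, 6, 35 and 3.

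With a correlation estimated per set in camera, 17 of 17 results did not keep this. Camera gave an adjusted p that went in S23 leaves at 17 dpi for ethylene synthesis and signaling, pathogenesis-related proteins, light reaction and antenna proteins and MEP and isoprenoid backbone from 0.0415, 2.84e-06, 0.0199 and 0.0199 to 0.668, 0.437, 0.668 and 0.655. The adjusted p from camera went in S23 leaves at 49 dpi for ethylene synthesis and signaling, pathogenesis-related proteins, light reaction and antenna proteins and MEP and isoprenoid backbone from 0.00809, 0.000342, 3.01e-07 and 0.00469 to 0.668, 0.655, 0.543 and 0.437. By camera the adjusted p went in M leaves at 24 dpi for pathogenesis-related proteins, light reaction and antenna proteins and cell cycle from 3.61e-09, 0.0286 and 0.00922 to 0.302, 0.668 and 0.668. In camera the adjusted p went in S23 leaves at 24 dpi for pathogenesis-related proteins, cell cycle, gibberellin synthesis and signaling and expansins from 1.64e-08, 0.00704, 0.0105 and 0.0199 to 0.302, 0.668, 0.302 and 0.668. For camera the adjusted p went in M leaves at 49 dpi for expansins and carotenoid and abscisic acid synthesis from 0.0244 and 0.0199 to 0.668 and 0.668.

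The omission of 1 array moved 61 of 92 results past these limits at least once, and their lowest and highest values follow. With 1 array fewer, calls at the paper’s thresholds ranged in M at 8 and 49 dpi 205 to 412 and 190 to 1592. With 1 array fewer, calls at the paper’s thresholds ranged in S23 at 8, 17 and 49 dpi 73 to 327, 1360 to 3219 and 1532 to 3344. With 1 array fewer, calls at an adjusted p ranged in M at 8, 24 and 49 dpi 6 to 123, 22 to 44 and 2 to 785. With 1 array fewer, calls at an adjusted p ranged in S23 at 8, 17, 24 and 49 dpi 2 to 76, 539 to 2996, 617 to 1383 and 868 to 2976. Over all days they ranged in all days of M 920 to 2087. Over all days they ranged in both variants over all days 731 to 1840. Shared by the variants, they ranged at 8, 17 and 49 dpi 50 to 218, 40 to 114 and 110 to 1369. Shared by days, they ranged in M for days (17 and 24), (17 and 49), (24 and 49) and (17, 24 and 49) 27 to 67, 15 to 58, 49 to 271 and 8 to 41. Between S23 and M leaves, they ranged at 8, 17, 24 and 49 dpi 1 to 3, 257 to 3159, 345 to 965 and 225 to 1110. Changes of effect ranged in S23 for 8 to 17, 17 to 24 and 24 to 49 dpi 44 to 837, 203 to 971 and 42 to 446. Changes of effect ranged in M for 8 to 17, 17 to 24 and 24 to 49 dpi 0 to 37, 0 to 5 and 0 to 34. Adjusted p values of camera ranged in S23 leaves at 17 dpi for ethylene synthesis and signaling 0.0243 to 0.0883. Adjusted p values of camera ranged in M leaves at 24 dpi for light reaction and antenna proteins and cell cycle 0.021 to 0.13 and 0.00119 to 0.133. Adjusted p values of camera ranged in S23 leaves at 24 dpi for cell cycle and expansins 0.000668 to 0.0647 and 0.00295 to 0.114. Adjusted p values of camera ranged in M leaves at 49 dpi for expansins and carotenoid and abscisic acid synthesis 0.00608 to 0.32 and 0.000184 to 0.676. List members called ranged in S23 leaves at 17 dpi for photosynthesis (lower), antenna proteins (lower), chlorophyll (lower), WRKY (higher), calcium-dependent kinases (higher), ethylene (higher), salicylic acid (higher), auxin (lower) and lignin (higher) 1 to 21, 3 to 13, 4 to 18, 3 to 8, 1 to 6, 6 to 11, 2 to 4, 2 to 8 and 3 to 9. List members called ranged in S23 leaves at 24 dpi for photosynthesis (lower), chlorophyll (lower), chloroplast ribosome (lower), jasmonic acid (higher) and cell wall (lower) 7 to 14, 2 to 7, 2 to 16, 3 to 7 and 8 to 28. List members called ranged in S23 leaves at 49 dpi for WRKY (higher), NAC (higher), calcium-dependent kinases (higher), ethylene (higher), salicylic acid (higher), abscisic acid (lower) and cell wall (lower) 4 to 11, 2 to 9, 2 to 6, 4 to 14, 4 to 7, 3 to 7 and 12 to 34. List members called ranged in M leaves at 24 dpi for PR proteins (higher) 2 to 3. The nCounter correlation ranged over 77 pairs 0.914 to 0.947. At 8 dpi the fit without 1 M array leaves a lone array, which is assumed to vary like the other groups.

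Over all settings but the omission of single arrays, the adjusted p of camera ranged for ethylene synthesis and signaling (S23 17 dpi 0.0111 to 0.668, S23 49 dpi 0.00218 to 0.668), pathogenesis-related proteins (M 24 dpi 5.69e-11 to 0.302, S23 17 dpi 6.77e-12 to 0.437, S23 24 dpi 6.39e-12 to 0.302, S23 49 dpi 5.65e-09 to 0.655), light reaction and antenna proteins (S23 17 dpi 0.00539 to 0.668, S23 49 dpi 9.63e-08 to 0.543, M 24 dpi 0.00318 to 0.668). The ranges were for cell cycle (M 24 dpi 0.00328 to 0.668, S23 24 dpi 0.00252 to 0.668), gibberellin synthesis and signaling (S23 24 dpi 0.00737 to 0.302), expansins (S23 24 dpi 0.0105 to 0.668, M 49 dpi 0.0153 to 0.668), and for MEP and isoprenoid backbone (S23 17 dpi 0.0199 to 0.655, S23 49 dpi 0.00318 to 0.437), carotenoid and abscisic acid synthesis (M 49 dpi 0.0125 to 0.784). No cause of these dependences was tested, and the cause was not tested for any single value, apart from what the settings themselves bring, since a lower fold limit admits more calls, a stricter p admits fewer, and the fits without arrays or days hold fewer arrays.

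The replicate numbers were tested as pairs. Deviations from the group mean of arrays with the same number, day and different inoculum had a mean correlation of −0.0446, above 0.1 in 12 of 34 pairs, so that the numbers do not pair the arrays and the replicate block is only an alternative. The paper states that leaves came from the same plants on all days, but the labels do not name the plants. Arrays with the same number and inoculum on other days had a mean correlation of 0.0149. The plant block therefore cannot test repeated sampling, and the tests between days treat arrays as independent.

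Signal over background limits dim genes. The deposited values hold no detection calls, and 8462 of 10101 probe sets lay above the 25th percentile of all values (log2 3.254) on at least 3 arrays. The spread of these arrays limits small changes, since of 50 simulated changes of 1 on the log2 scale 17 were recovered at an adjusted p at 17 dpi and 10 at 49 dpi, and of 50 of 3 on that scale 46 and 45.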

Differences from the paper's values

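The settings with the third factor, the 3′ minus 5′ covariate and without the arrays with GAPDH above 5 were chosen only after the values were seen, and the other settings were set before the data were examined. For the light reaction genes called lower in M leaves at 49 dpi the paper's value is 5, and 3 were found here at the paper's thresholds among 35 probe sets joined to the study's table, where the paper counts 37 genes of the light reaction, so that the lists are not the same. The value was within 1.5 times that of the paper with housekeeping centring (4), array weights (7) and without mock replicate 3 of 49 dpi (5, the number of the paper). It was not with the ordinary ANOVA test, the intensity trend, the arrays of 1 time point, the replicate block, the plant as a random block, dim probe sets left out, 1 probe set per gene, the 1.5-fold limit or an unadjusted p under 0.01 (3 each), nor with median centring, quantile normalization or without M replicate 2 (2 each). Of the settings added later, the third factor and the covariate gave 3 and the fit without the arrays with GAPDH above 5 gave 8.

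For SAM1 in S23 leaves at 17 dpi the paper's fold change is −6.3, and that of the S-adenosylmethionine synthase gene that the study's table names, SAM2, was 1.33 here. No setting brought it near, with a range from −1.009 with the covariate and −1.002 with housekeeping centring to 1.473 without S23 replicate 3. At 24 dpi the paper's value of 2.4 and the value here of 2.42 match for this gene. Another probe set of the same cluster, which has no gene name here and was chosen after its values were seen, had a fold change of −6.471 at 17 dpi in this fit, and −6.302 with the third factor as a block, a setting chosen after seeing the values under which 51 of the paper's 1931 readable calls are not called. Its fold change was −1.21 with the covariate and −1.32 without the arrays with GAPDH above 5.

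For Solyc11g011340.1.1 in S23 leaves at 24 dpi the paper's fold change is 27, and it was 2.58 here. All settings differ from the paper's value, from 1.254 without S23 replicate 2 to 6.598 with array weights. At 49 dpi, where the study's table places it, the fold change here was 27.5, and at 17 dpi it was 22.5, where the paper's value is 21.

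The paper gives 3-way ANOVA without naming its factors, and a block of 2 levels recovered from the readable part of Table S2 was added as a setting after seeing the values. Of the paper's 1931 readable fold changes, 584 (30.2%) equalled the difference of group means here within 0.001 on the log2 scale and 1866 (96.6%) equalled that with this block, under which 51 of the 1931 calls were not made. Of the 65 fold changes that differed with this block, 59 equalled that of another probe set. With this block and the ordinary ANOVA test, 1046 probe sets were called in M leaves, 3522 in S23 leaves and 827 in both.

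The paper's text places a lipoxygenase, TomloxC, lower in M leaves at 17 and 49 dpi, and at the paper's thresholds loxC was called at 17 and 24 dpi and not at 49 dpi here, as in its table (fold change −3.86, −3.70 and −2.37 at 17, 24 and 49 dpi, unadjusted p = 0.0173, 0.0207 and 0.116). A zeatin O-glucosyltransferase gene that it describes as lower and then higher rose at 24 dpi and fell at 49 dpi here (Solyc12g009930.1.1, fold change 3.28 and −2.50, adjusted p = 0.000185 and 0.00171 in S23 leaves). Another of these, which it describes as lower in M leaves at 17 dpi, was called at 24 dpi and not at 17 dpi (LOC101263304, fold change −1.58 and −2.32 at 17 and 24 dpi, unadjusted p = 0.172 and 0.016). The paper describes OPR3 as lower in S23 leaves, whereas OPR3 rose here at 24 dpi (fold change 2.04, adjusted p = 0.0189) and opr2 fell (fold change −2.00, adjusted p = 0.0481).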

Other observations

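In this part the lists by gene symbol and the fit with the 3′ minus 5′ covariate were chosen only after the data were at hand, and the lists by description were not. Genes that the paper does not discuss moved with the infection as well. The molecular chaperone Hsp90-1 rose in M leaves at 24 dpi (log2 1.07, SE 0.20, adjusted p = 0.00447, n = 3 against 3) and in S23 leaves at 17, 24 and 49 dpi (log2 0.59, 1.80 and 0.94, adjusted p = 0.0312, 1.19e-06 and 0.00133). The heat shock protein 70-3 gene ER21 rose in S23 leaves (log2 2.74, 4.62 and 4.79, adjusted p = 0.00714, 4.75e-05 and 3.29e-05), and so did the heat shock cognate 70 kDa protein gene Solyc10g086410.2.1 at 24 and 49 dpi (log2 1.99 and 1.29, adjusted p = 2.46e-05 and 0.00156). HSP21, for the small heat shock protein of the chloroplast, fell in M leaves at 24 dpi (log2 −1.90, adjusted p = 0.00293) and in S23 leaves at 24 and 49 dpi (log2 −2.14 and −0.93, adjusted p = 0.000101 and 0.042). Of 8 heat shock probe sets found by description, 4, 5 and 5 were higher and 1, 1 and 1 lower in S23 leaves on the 3 days (5, 5 and 5 higher adjusted over the list alone, 1, 5 and 4 higher with the covariate), and of 7 listed by symbol 3, 3 and 1 were higher and 1, 1 and 1 lower. The sugar genes Wiv-1, an acid invertase (log2 4.83 and 4.16 at 17 and 49 dpi, adjusted p = 6.28e-05 and 0.000171), HT2, a hexose transporter (log2 3.91, 2.63 and 4.00, adjusted p = 0.00134, 0.0184 and 0.000601), and the invertase inhibitor CIF1 (log2 0.96 at 49 dpi, adjusted p = 0.00223) rose in S23 leaves, where 3, 2 and 8 of 20 sugar probe sets listed by symbol were higher and 0, 2 and 2 lower (3, 2 and 9 and 0, 3 and 2 adjusted over the list alone, 2, 3 and 3 higher with the covariate). Leaving out 1 array changed the 8 higher by symbol at 49 dpi to between 3 and 5 without S23 replicate 1 or 3 or mock replicate 1 or 2.

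Some genes of dividing cells fell in S23 leaves at 24 dpi. There the B-type cyclin gene CycB2 fell with a log2 fold change of −2.45 (SE 0.59, adjusted p = 0.00539, n = 3 against 3), the kinase gene CDKB2 with −2.77 (adjusted p = 0.00872), CycA1 with −3.03 (adjusted p = 0.00945) and the D-type cyclin cycd3c2 with −4.21 (adjusted p = 0.00303). Of 8 cyclin and kinase probe sets found by description 2, 4 and 1 were lower and none higher on the 3 days (2, 6 and 1 adjusted over the list alone, 0, 5 and 0 with the covariate), and in M leaves at 24 dpi none passed in limma and 5 were lower at an unadjusted p under 0.05. Of 13 cell cycle probe sets listed by symbol 4 were lower at 24 dpi (6 adjusted over the list alone), none passed at 17 dpi in limma, where 3 were higher at an unadjusted p under 0.05, and 1 was lower and 1 higher at 49 dpi. As a set these had an adjusted p of 0.00922 in M and 0.00704 in S23 leaves at 24 dpi from camera with a preset correlation and of 0.668 for both with an estimated one, and without M replicate 1 and without S23 replicate 1 the preset values were 0.133 and 0.0647. The histone genes H2B-2 (log2 −2.24, adjusted p = 0.00363), Solyc09g010400.2.1 for H2A.1 (log2 −2.10, adjusted p = 0.00522) and Solyc09g066100.2.1 for H1 (log2 −2.05, adjusted p = 0.00772) fell in S23 leaves at 49 dpi. Of 10 histone probe sets 2, 1 and 7 were lower and 1, 0 and 0 higher on the 3 days (2, 7 and 8 lower adjusted over the list alone, 0, 3 and 4 lower with the covariate). Leaving out an array in turn changed the 7 lower by description at 49 dpi to between 1 and 4 without S23 replicate 1 or 3 or mock replicate 1 or 2.

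In the carotenoid pathway, zeaxanthin epoxidase, ZEP, fell in S23 leaves at 17 and 49 dpi (log2 −2.35 and −1.27, adjusted p = 4.02e-07 and 0.000292) and in M leaves at 24 dpi (log2 −0.90, adjusted p = 0.0437) but rose in S23 leaves at 24 dpi (log2 0.88, adjusted p = 0.00731). Phytoene desaturase, PDS, fell on the 3 days (log2 −0.70, −1.07 and −0.88, adjusted p = 0.0088, 0.000191 and 0.000975) and the phytoene synthase PSY2 at 24 and 49 dpi (log2 −1.75 and −2.51, adjusted p = 0.00709 and 0.000287). Of 10 carotenoid probe sets found by description, 4, 5 and 6 were lower and 1, 1 and 0 higher (4, 6 and 6 lower adjusted over the list alone, 2, 6 and 5 lower with the covariate). Chalcone synthase fell as CHS2 at 17 dpi (log2 −3.02, adjusted p = 0.00297) and CHS1 at 24 dpi (log2 −3.22, adjusted p = 0.0376), among 5 flavonoid probe sets by description of which 2, 1 and 0 were lower (2, 3 and 0 adjusted over the list alone) and 4 by symbol of which 1, 1 and 0 were lower. The clock genes for REVEILLE 1 (Solyc02g036370.2.1, FC = −4.63 and 3.63, adjusted p = 0.00318 and 0.00866) and LHY-like (Solyc10g005080.2.1, FC = 2.82 and 2.31, adjusted p = 0.0183 and 0.0429) moved at 24 and 49 dpi, and of 3 clock probe sets 2 were higher and 1 lower at 24 dpi and 2 higher at 49 dpi. The MADS-box genes TDR4 and AG1 rose in S23 leaves at 49 dpi (log2 3.50 and 2.89, adjusted p = 0.00151 and 0.00155), the only 2 to pass on that day of 9 such probe sets by symbol and of 4 by description. MADS AFFECTING FLOWERING 5 (Solyc12g087830.1.1) fell in M leaves at 8 dpi (log2 −5.52, adjusted p = 0.0319, n = 2 against 3). The omission of 1 array changed the 5 lower by description at 24 dpi to 3 without S23 replicate 2.

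Proteins of the ribosome and smaller groups of genes found by description moved as well. Of 25 plastid ribosomal probe sets 6, 16 and 25 were lower at 17, 24 and 49 dpi and none higher (12, 22 and 25 adjusted over the list alone, 0, 24 and 25 with the covariate), while of 12 cytosolic ones 2 were higher at 17 dpi, Solyc10g086010.1.1 (log2 1.03, adjusted p = 0.00681) and Solyc06g074300.2.1 (log2 1.27, adjusted p = 0.0268), and adjusted over the list alone 2 were higher and 8 lower. Among 4 nucleolar and ribosome biogenesis probe sets, WD repeat-containing protein 43 (Solyc02g030080.2.1) was higher at 17 dpi (log2 2.24, adjusted p = 0.00973), the NSA2 homolog (Solyc09g098360.2.1) was lower at 49 dpi (log2 −1.39, adjusted p = 0.0109) and the nucleolar protein 5-2-like gene (Solyc09g083080.2.1) was higher in M leaves at 8 dpi (log2 1.78, adjusted p = 0.0112). Of 4 proteinase inhibitor probe sets 1 was lower in M leaves at 24 dpi and 1 in S23 leaves at 24 dpi, and at 49 dpi 1 was higher, the gene ER1 for proteinase inhibitor I (log2 4.42, adjusted p = 0.0207), and 1 lower. The 2 proteasome probe sets moved apart at 17 dpi, Solyc06g083620.2.1 with a log2 fold change of 1.22 (adjusted p = 0.00746) and Solyc04g051370.2.1 with −2.51 (adjusted p = 0.0223), and so did the 2 found as tubulins, the beta-1 chain Solyc06g076640.2.1 with −3.61 (adjusted p = 0.0157) and the tubulin-specific chaperone Solyc03g098170.2.1 with 1.76 (adjusted p = 0.0439). Single arrays changed the 6 lower by description at 17 dpi to 0 without S23 replicate 1 or 2 or mock replicate 1, 2 or 3 and 20 without S23 replicate 3, and the 16 lower by description at 24 dpi to between 2 and 6 without S23 replicate 2 or mock replicate 2.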
